# Setdb1 safeguards proper differentiation of adult intestinal stem cells by controlling chromatin accessibility and transcriptome variability

**DOI:** 10.1016/j.isci.2026.116731

**Published:** 2026-07-09

**Authors:** Ioanna Peraki, Liwei Zhang, Dimitris Botskaris, Marianna Stagaki, Ioannis K. Deligiannis, Haroula Kontaki, Elena Deligianni, Ioannis Giannoulakis, Orsalia Hazapis, Matthieu D. Lavigne, Celia P. Martinez-Jimenez, Iannis Talianidis

**Keywords:** intestinal stem cells, Setdb1, heterochromatin, differentiation, transcriptome variability, gene regulatory networks, virtual knock-out

## Abstract

The histone methylase Setdb1 plays a pivotal role in embryonic stem cell maintenance and developmental lineage specification. However, its function in adult stem cells remains elusive. Here we show that the conditional inactivation of *Setdb1* in Lgr5^+^ intestinal stem cells alters the transcriptional programs of the progeny cell types and results in increased cell-to-cell transcriptional variability. Loss of Setdb1 blocked differentiation toward the absorptive enterocyte lineage, while the secretory cell types were only marginally affected due to the activation of alternative developmental trajectories. *Setdb1* inactivation did not affect global H3K9 methylation at large heterochromatin domains but led to altered distribution of transposase-accessible chromatin regions, aberrant exposure of transcription factor binding sites, and premature activation of differentiation-specific genes. The results demonstrate that Setdb1 regulates intestinal stem cell differentiation by fine-tuning chromatin accessibility in open euchromatin regions, thereby controlling transcriptional variability between cells.

## Highlights

• Setdb1 prevents premature gene activation during intestinal stem cell differentiation
• Setdb1 controls chromatin accessibility in gene-rich regions
• Setdb1 is a global epigenetic gatekeeper that stabilizes developmental transitions
• Cell-to-cell transcriptome variability is a hallmark of differentiation transitions

## Introduction

A significant proportion of the eukaryotic genome is organized in highly compacted structures, called “constitutive” heterochromatin, which plays a fundamental role in maintaining genome stability via inhibiting the activity of mobile transposable elements, silencing repetitive and retroviral sequences, and ensuring proper chromosome segregation.^1^^,^^2^^,^^3^ Heterochromatin organization is also detectable in specific gene areas, forming locally closed but reversible structures, called “facultative” heterochromatin, which contributes to condition-specific transcriptional repression.^4^ Nucleosomes at heterochromatin are densely modified by methylations of histone 3 (H3K9Me_2/3_ and H3K27Me_3_) or histone 4 (H4K20Me_3_).^2^ H3K9 di- and trimethylation at major blocks of repeat-rich heterochromatin, such as centromeric and telomeric regions, is catalyzed by three major methyltransferases, Suv39h1, Suv39h2, and Setdb1.^5^^,^^6^^,^^7^^,^^8^

Dynamic changes in heterochromatin play crucial roles in cell lineage specification during early embryonic development, stem cell maintenance, and differentiation.^9^^,^^10^^,^^11^^,^^12^^,^^13^ The function of the three main H3K9 methylating enzymes in heterochromatin formation displays considerable redundancy, as the full eradication of H3K9Me_2/3_ marks can only be achieved in double and triple knockout cells.^5^^,^^7^^,^^9^^,^^14^ Despite this redundancy, genetic inactivation of the individual enzymes often leads to aberrant phenotypes, such as impaired differentiation, genome instability, viral mimicry, necroptosis, or cancer.^3^^,^^10^^,^^15^

Setdb1 has been postulated to influence gene expression via multiple mechanisms. These include control of constitutive heterochromatin spreading, formation of facultative heterochromatin,^6^ silencing of LTR retrotransposon insertions^5^ and methylation of transcription factors (TFs) and signaling regulators.^16^^,^^17^^,^^18^ Setdb1 is also important for the formation of poised enhancers, where it cooperates with NSD1 methylase to create nucleosomes with dual histone modification marks, H3K9_Me_/H3K36_Me_.^19^

The role of Setdb1 in embryonic stem cells (ESCs) has been extensively studied.^6^^,^^12^^,^^13^^,^^20^ Apart from its pivotal role in maintaining genome stability via silencing endogenous retroviral elements,^3^ Setdb1 has been shown to cooperate with PRC2 to suppress developmental regulators^20^ and contribute to the transition of facultative heterochromatin to constitutive heterochromatin during differentiation. Consistent with this, loss of Setdb1 in ESCs and in more differentiated cells often leads to altered transcription programs, suggesting that Setdb1-mediated silencing is important for the regulation of tissue-specific gene expression patterns.^10^^,^^12^ Furthermore, H3K9 methylation has been shown to play a role in maintaining high levels of DNA methylation in specific retroviral elements, demonstrating cell type-specific effects of Setdb1-mediated H3K9 methylation in silencing retroviral transcripts.^21^

Multipotency of adult stem cells, similar to the maintenance of pluripotency in ES cells, is governed by the function of transcriptional regulators, which activate an array of genes characteristic of the stem cell phenotype and, in parallel, repress genes conferring the differentiated cell phenotype.^22^ Recent studies have indicated that Setdb1-mediated H3K9 methylation may be involved in the specification of multipotent phenotypes in different adult tissues, via regulating the binding of the architectural factor CTCF and consequently CTCF-dependent formation of genomic loops^23^ or by preventing the binding of developmental TFs to non-canonical sites, which ensures proper differentiation of hematopoietic stem cells.^24^

To further explore the developmental role of Setdb1 in adult stem cell differentiation, we investigated its function in Lgr5^+^ intestinal stem cells. Lgr5^+^ stem cells are found at the base of the intestinal crypts, embedded into a microenvironment of specialized cells, which provide the necessary repertoire of signaling molecules, such as Wnt, Notch, BMP, to regulate self-renewal and differentiation.^25^ Lgr5^+^ stem cells give rise to transit amplifying (TA) cells and proliferating progenitors of secretory or absorptive lineages that subsequently differentiate to each principal cell type of the intestinal epithelium, including Paneth cells, Goblet cells, enterocytes, enteroendocrine (EEC) cells, and Tuft cells.^25^^,^^26^

In this study, using lineage tracing and single-cell RNA-sequencing (scRNA-seq) combined with single-cell ATAC-sequencing (scATAC-seq) approaches, we demonstrate that Setdb1 is required for the proper differentiation of Lgr5^+^ stem cells into distinct intestinal epithelial cell types. The results reveal an unexpected function of Setdb1 in open chromatin domains, which contributes to the tight control of the expression of linked genes, and plays a fundamental role in shaping cell identity in the rapidly renewing intestinal epithelium.

## Results

### *Setdb1* inactivation results in defective differentiation of Lgr5^+^ cells in the intestinal epithelium

To investigate the function of Setdb1 in the self-renewal and differentiation properties of the intestinal Lgr5^+^ adult stem cells, we crossed mice carrying Lgr5-GFP-Cre^ERT2^ knock-in allele^25^ with mice carrying floxed exon-3 *Setdb1* alleles (Figures S1A and S1B). In these mice, Lgr5^+^ intestinal stem cells are labeled by GFP, and upon tamoxifen treatment, *Setdb1* is selectively inactivated in GFP-expressing Lgr5^+^ stem cells (Figures S1E and S1F). To follow the fate of Lgr5^+^ cells during differentiation, we crossed Lgr5-GFP-Cre^ERT2^ and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ mice with ROSA (CAG-tdTomato∗, EGFP∗)Ees mice (abbreviated as nTnG), carrying the dual reporter of tomato-red and EGFP in the ROSA locus (Figures S1C and S1D). In these mice, after tamoxifen treatment, GFP is permanently expressed in both Lgr5^+^ stem cells and their progeny, due to the irreversible loss of the tdTomato gene. As expected, GFP-labeled cells were localized only at the bottom of the crypts in mock-treated cells (Figure 1A). In agreement with previous reports, which showed that Lgr5^+^ cells can give rise to all intestinal epithelial cell types,^25^ we observed GFP-labeled cells over the entire crypt and villi in a continuous fashion five days after tamoxifen treatment (Figure 1A). The labeled strip of epithelial cells originating from the bottom of the crypts was missing in some areas, which is explained by the known mosaic expression of the Lgr5 knock-in allele caused by random silencing.^25^^,^^26^

**Figure 1:**
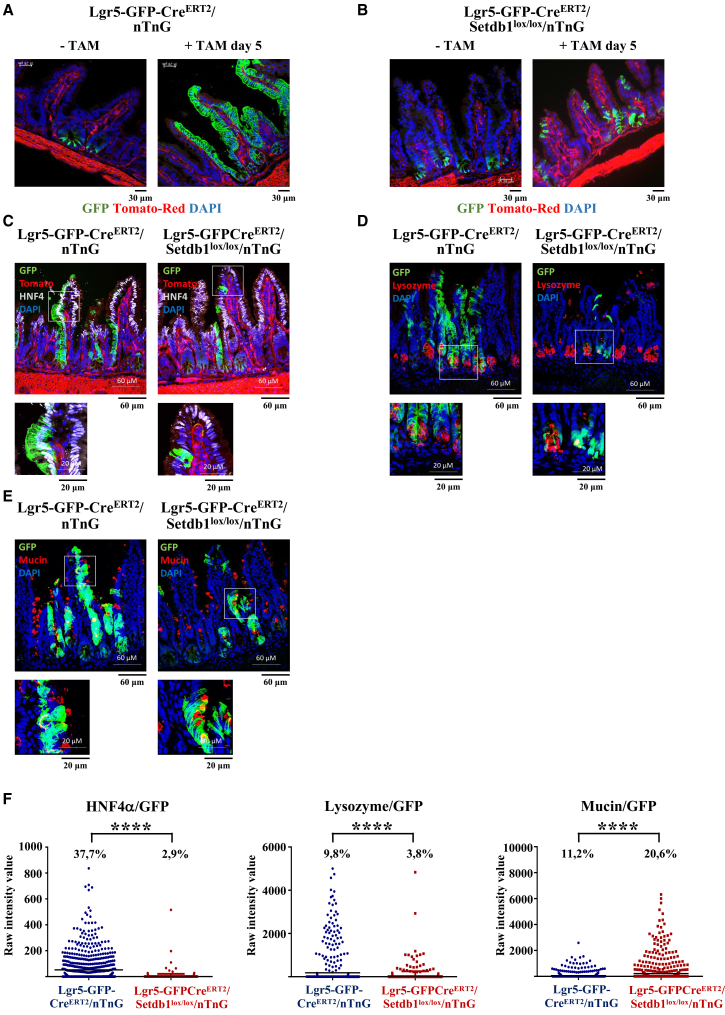
Setdb1 is required for the differentiation of Lgr5^+^ stem cells to intestinal epithelial cell types (A and B) Representative fluorescent images from the ileum of Lgr5-GFP-Cre^ERT2^/nTnG mice, expressing wild-type Setdb1 mRNA (A), and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG mice, carrying floxed alleles of Setdb1 (B) that were treated with tamoxifen (+TAM) or with solvent (-TAM) for 5 days *n* = 4 mice. (C–E) Representative immunofluorescence staining of ileal epithelium with antibodies recognizing the mature Enterocyte marker HNF4α (C), the Paneth cell marker Lysozyme (D), and the Goblet cell marker Mucin (E). Bottom panels correspond to zoom-in images of the indicated areas. *n* = 4 mice. (F) Estimation of HNF4a^+^ enterocytes, Lysozyme^+^ Paneth cells, and Mucin^+^ Goblet cells in GFP^+^ cell populations from Tamoxifen-treated Lgr5-GFP-Cre^ERT2^/nTnG and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG. Intestinal epithelial cells from the mice were isolated and plated onto glass coverslips. The coverslips were stained with antibodies against HNF4a, Lysozyme and Mucin2. The graphs show High content Microscopy (HCM) measurements of individual cells double stained with the above markers and with GFP antibody from 786 cells in HNF4a/GFP-stained samples, from 802 cells in Lysozyme/GFP samples and 819 cells in Mucin/GFP-stained samples. Only cells with sum-intensity above background and with proper intracellular localization were counted. Numbers indicate the percentage of cells with staining intensity above threshold. ∗∗∗∗*p* < 0.0001, determined by Student’s *t* test.

In contrast, *Setdb1* inactivation in Lgr5^+^ cells resulted in only a few GFP-labeled cells with scattered distribution along the crypt-villus axis and some accumulation of the labeled cells at the bottom of the crypts (Figure 1B). Double-immunostaining assays with antibodies against the enterocyte marker HNF4α, the Paneth cell marker Lyzozyme (Lyz), and the Goblet cell marker Mucin (Muc), revealed a strong reduction of the HNF4α/GFP double-positive cells in *Setdb1*-KO mice (Figures 1C and 1F). Lyz/GFP double-positive cells were reduced to a lesser degree (Figures 1D and 1F), while Muc/GFP double-positive cells have almost doubled (Figures 1E and 1F). The above staining patterns suggest that Setdb1-deficiency leads to a major defect of Lgr5^+^ stem cell differentiation toward epithelial lineages, especially to enterocytes.

Independent evidence for the requirement of Setdb1 in Lgr5^+^ stem cell differentiation was provided by *in vitro* organoid formation assays. Previous studies have established that single Lgr5^+^ stem cells can differentiate *in vitro* and give rise to self-organizing organoid structures, which contain all the intestinal epithelial cell types.^27^ We isolated GFP-expressing cells from the ileum of Lgr5-GFP-Cre^ERT2^-nTnG and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG mice by FACS-sorting and cultured them in organoid culture conditions. From the day of seeding, the cells were treated with tamoxifen, and the formation of GFP-labeled 3D organoids was monitored. As shown in Figure S1G, 10-day after tamoxifen treatment, complex 3D organoid structures with several crypt-like domains were developed from Lgr5-GFP-Cre^ERT2^-nTnG cells, with the majority of the cells being GFP positive. In contrast, cells from the Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG mice developed simpler structures, and the cells displayed heterogeneous GFP-label intensity (Figure S1G). Importantly, when the cells from the GFP-labeled organoids were subjected to a second passage, only the cultures derived from normal *Setdb1* allele-containing stem cells gave rise to fully developed 3D GFP-labeled organoid structures. Organoids derived from *Setdb1*-KO cells generated small cellular assemblies with spherical morphology and near background-level GFP fluorescence (Figure S1H).

### Setdb1 requirement for proper intestinal epithelial cell specification reveals alternative unconventional trajectories toward secretory and endocrine-related cell lineages

To determine whether Setdb1 affects Lgr5^+^ stem cell differentiation at early or late stages, we performed single-cell RNA-seq experiments after FACS sorting of GFP^+^ intestinal epithelial cells from Lgr5-GFP-Cre^ERT2^ and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ mice (hereby named Lgr5^+^WT and Lgr5^+^Setdb1KO, respectively), five days after tamoxifen treatment. 

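The sorted ileal cells were sequenced with the 10x Genomics 3′ droplet assay, in which every captured RNA molecule carries a unique molecular identifier (UMI) and every droplet a barcode. The experiment holds 2 Lgr5+WT and 2 Lgr5+Setdb1KO libraries, from mice treated with 70 mg/kg tamoxifen and analysed after 5 days. The authors counted UMIs with CellRanger and deposited, per library, the counts of every gene feature, GFP among them, in every barcode, without normalization and before cells were called. The Lgr5+WT libraries held 61197381 and 61853571 UMIs in 1478384 and 1610149 barcodes. The Lgr5+Setdb1KO libraries held 50722926 and 81876035 UMIs in 1308865 and 1668706 barcodes. For their own analysis the authors removed doublets with DoubletFinder, filtered and clustered the cells with Seurat and traced lineages with Slingshot. Here, cells were called from the deposited barcodes by the rules of CellRanger, doublets were removed by the DoubletFinder procedure, and the limits of the paper were applied to genes, UMIs and mitochondrial UMIs per cell. The kept cells held 58.8% and 61.7% of the UMIs of the Lgr5+WT libraries and 53.4% and 63.9% of those of the Lgr5+Setdb1KO libraries. Their median depth was 7330 and 5872 UMIs per cell in the Lgr5+WT libraries, against 9215 and 4450 in the Lgr5+Setdb1KO libraries, so depth differed more between the Setdb1-KO replicates than between the genotypes. RNA free in the suspension, measured in droplets without a cell, was estimated to supply 5.08% and 6.58% of the UMIs of tuft-like cells in the Lgr5+WT libraries and 3.16% and 6.73% in the Lgr5+Setdb1KO libraries. Libraries were treated as the replicates, and UMIs or cells were summed per library before any test. With 2 libraries per genotype, an exact two-sided permutation test cannot give a p below 0.33.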

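Setdb1 was counted first, as a check of the genotypes. In CPM, UMIs scaled to the total of the library, it stood over all kept cells at 10.8 ± 0.461 (SD, n = 2 libraries) in Lgr5+WT and at 5.78 ± 1.08 (SD, n = 2 libraries) in Lgr5+Setdb1KO. These values rest on 417 and 385 Setdb1 UMIs in the Lgr5+WT libraries and on 142 and 325 in the Lgr5+Setdb1KO libraries. Its log2 fold change was -0.88 (standard error 0.152, adjusted p = 0.0578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13541 genes), and each Setdb1-KO library lay below each WT library (exact two-sided permutation p = 0.33). In progenitor-like cells the log2 fold change of Setdb1 was -0.95 (standard error 0.173, edgeR adjusted p = 0.0442), and in stem-like cells -0.87 (standard error 0.232, edgeR adjusted p = 0.140), where leaving out the second Lgr5+Setdb1KO library gave -1.41 (edgeR adjusted p = 0.00271) and the first -0.58 (edgeR adjusted p = 0.172). The tuft-like and enteroendocrine-like values were -1.76 and -0.68 (edgeR adjusted p = 0.325 and 0.822). In enterocyte-like and goblet-like cells, where the libraries of the genotypes overlapped, they were -0.44 and -0.19 (edgeR adjusted p = 0.668 and 0.917). The deletion removes exon 3, which counting at the 3′ end of the transcript does not measure. The remaining UMIs may therefore come from the deleted allele or from cells that kept the intact one, which was not tested here. By PCR on sorted GFP+ cells, the paper reports deletion of exon 3 in mice of this genotype (Fig. S1E). Leaving out the second Lgr5+Setdb1KO library moved the value over all cells most, to -1.10 (edgeR adjusted p = 5.5e-04), and leaving out the first gave -0.72 (edgeR adjusted p = 0.0524).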

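Cells were called in each library on its own, giving 13145 cells in the Lgr5+WT libraries and 15946 in the Lgr5+Setdb1KO libraries. Simulated doublets then marked 305 and 389 of the called cells in the WT libraries, and 103 and 1222 in the Setdb1-KO libraries. The limits of 200 to 4000 genes, at most 18000 UMIs and under 5% mitochondrial UMIs left 4661 and 5934 cells in the WT libraries and 2895 and 10454 in the Setdb1-KO libraries, which is 10595 and 13349 cells per genotype. The kept cells had 1843 genes on average, 1976 in Lgr5+WT and 1737 in Lgr5+Setdb1KO. Per library the mean was 2146 and 1843 genes in WT, and 2382 and 1558 in Setdb1-KO, so the Setdb1-KO replicates spread further apart than the genotypes. The number of cells kept moved most with a mitochondrial limit of 10%, which left 11362 cells in Lgr5+WT, and with no removal of doublets, which left 14552 in Lgr5+Setdb1KO. Without removal of doublets the mean rose to 1882 genes per cell.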

From two independent biological replicates, a total of 10,598 Lgr5^+^WT cells and 13,702 Lgr5^+^Setdb1KO high-quality cells with an average of 2550 genes per cell were analyzed. 

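The 4 Lgr5+ libraries were integrated by reciprocal principal component analysis and clustered as in the methods of the paper, with 10 principal components and a resolution of 0.5, which split the 23944 kept cells into 17 clusters. Clusters were named from marker genes fixed before the data were examined and are called, for example, stem-like, since rebuilt names may differ from those of the study. By this rule, 3 clusters with 7814 cells were stem-like (32.6% of all kept cells) and 4 clusters with 7726 cells were progenitor-like (32.3%). The remaining 10 clusters fell into enterocyte-like, goblet-like, Paneth-like, tuft-like, enteroendocrine-like and T cell-like classes. The T cell-like cluster held 96 cells, led by Ccl5, Gzma and Igkc, and its mean share was 0.624% ± 0.0941 (SD, n = 2 libraries) in WT and 0.214% ± 0.00902 (SD, n = 2 libraries) in Setdb1-KO. Resolution moved the number of clusters most, to 12 at 0.3 and 26 at 1.0. Without integration there were 15 clusters.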

After data merging and integration, unsupervised graph clustering was used to partition the cells into 15 clusters, and the cell types were annotated using previously described marker gene signatures.^28^^,^^29^ The results were visualized by Uniform Manifold Approximation and Projection (UMAP) (Figures 2A and 2B). 

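The deposited matrices hold GFP as a feature of its own. Over all barcodes of the 4 Lgr5+ libraries it received 70 UMIs, 41 in WT and 29 in Setdb1-KO. At least 1 GFP UMI was counted in 58 of the 23944 kept cells (0.242%), of which 35 were WT cells (0.330%) and 23 Setdb1-KO cells (0.172%). The share was 0.384% of stem-like cells (30 of 7814, median depth 4652.5 UMIs) and 0.298% of progenitor-like cells (23 of 7726, median depth 7536 UMIs). Enterocyte-like cells, which should lack transcripts of the Lgr5 locus, gave the background share of 0% (0 of 2642, median depth 6389 UMIs), and goblet-like cells gave 0 of 3279 (median depth 4970 UMIs). Tuft-like cells had a GFP UMI in 4 of 720 cells (0.556%, median depth 3951.5 UMIs). A cell can express GFP and yield no GFP UMI, and at these counts the share of cells expressing GFP could not be read from this feature. The count of cells with a GFP UMI moved to 60 at most, with a mitochondrial limit of 10% or without removal of doublets.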

About 8752 cells, corresponding to 82% of the total, expressed GFP mRNA. These cells were identified as Lgr5^+^ stem cells (Stem-I-II-III), early progenitors including TA cells (Progenitor-I-II-S), and potential lineage-specified progenitors (Enterocyte immature, Goblet-I and EEC-I). The remaining 18% of the cells corresponded to mature enterocytes, Goblet cells, Paneth cells, Tuft cells, and EEC cells, whose presence is explained by the gating strategy used and the incomplete enrichment of the Lgr5^+^GFP^+^ cell population by our FACS sorting.

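Classes other than stem-like and progenitor-like took up the rest of the Lgr5+ cells. Over all kept cells of both genotypes, enterocyte-like cells made up 11.0% (2642 cells), goblet-like cells 13.7% (3279), enteroendocrine-like cells 4.71% (1127), tuft-like cells 3.01% (720) and Paneth-like cells 2.26% (540). These classes include cells that the study names as immature or as early goblet and enteroendocrine cells, so the population differs from its mature cells. Between genotypes, the cells of each class were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 8 classes. The enteroendocrine-like share rose from 3.39% ± 0.452 (SD, n = 2 libraries) in WT to 6.60% ± 2.19 (SD, n = 2 libraries) in Setdb1-KO, a log2 fold change of 0.93 (edgeR adjusted p = 0.00255). The Paneth-like share rose from 1.67% ± 0.244 to 2.71% ± 0.0673 (SD, n = 2 libraries each; log2 fold change 0.71, edgeR adjusted p = 0.0198). Both classes were higher in each Setdb1-KO library than in each WT library, at the smallest exact two-sided permutation p of 0.33. The T cell-like share also passed, lower in Setdb1-KO with a log2 fold change of -1.53 (edgeR adjusted p = 0.00255), on 26 and 41 cells in the WT libraries and 6 and 23 in the Setdb1-KO libraries. Neither of the calls for Paneth-like and enteroendocrine-like cells was independent of the settings. Clustered without the genes that change between genotypes, the Paneth-like log2 fold change fell to 0.22 (edgeR adjusted p = 0.254) and the enteroendocrine-like one was 0.91 (edgeR adjusted p = 0.0836). Leaving out the first Setdb1-KO library gave 0.57 for enteroendocrine-like cells (edgeR adjusted p = 0.0877), and leaving out the second WT library gave 0.56 for Paneth-like cells (edgeR adjusted p = 0.205). The enterocyte-like, goblet-like and tuft-like shares had log2 fold changes of 0.32, 0.17 and 0.49 (edgeR adjusted p = 0.188, 0.448 and 0.0814).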

**Figure 2:**
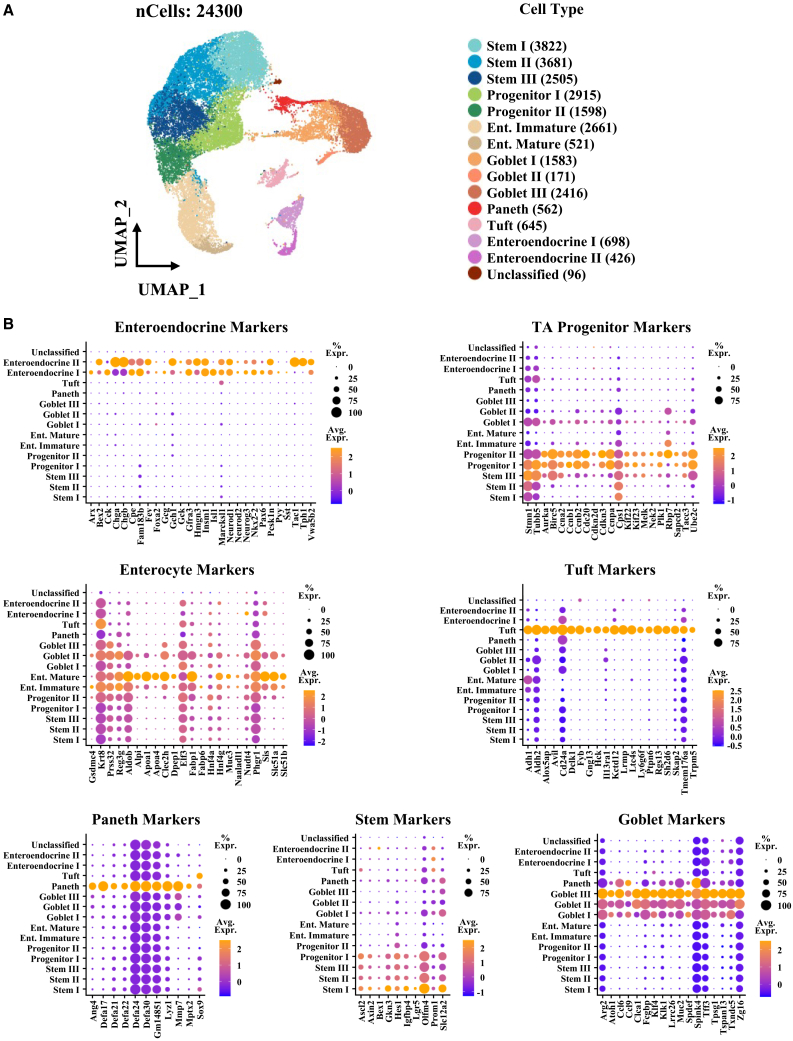
Identification of intestinal epithelial cell types (A) UMAP projection of 24.300 single cells (merged datasets from 2 biological replicates) identifies cell types based on the expression of known marker genes. The color codes of the annotated cell types are shown at right. (B) Dot blot analysis of marker gene expression in the different cell clusters.

We have included the latter “co-purifying” non-GFP^+^ cell clusters in our comparative transcriptome analyses, as they provided useful information for investigating Setdb1’s role in transcriptional transitions that define lineage trajectories during differentiation.

Regarding the stem cell compartment, each of the three distinct stem cell populations expressed pan-stem cell markers (Figures S2A–S2C) along with their corresponding cluster-specific gene signatures. The transcriptome of Stem-I cells is characteristic of the low cycling Lgr5^+^ stem cells, while the Stem-II cluster corresponds to the recently described MHCII-expressing antigen-presenting stem cell population.^30^^,^^31^ Stem-III cells represent a more proliferative cell population (Figures S2A–S2C).

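In the rebuilt clusters, 3 were stem-like by their markers. The first held 3161 cells and was led by Hells, Ung and Mcm3, with Olfm4 among its 10 leading genes (median depth 5560 UMIs). The second held 2591 cells and was led by Gkn3, Olfm4 and Pdgfa, with Lgr5 among its leading genes (median depth 3605 UMIs). The third held 2062 cells and was led by Snhg4, Ifitm3 and Jaml (median depth 4743 UMIs). The mean of the proliferation markers was 46.6 CPM in the first cluster, 12.3 CPM in the second and 69.5 CPM in the third, all below the median of the stem-like and progenitor-like clusters. By that rule all 3 were taken as low-cycling stem-like cells in the tests that follow. With 3 stem-like and 4 progenitor-like clusters, the median was the value of a progenitor-like cluster, 176 CPM. The rule therefore set no stem-like cluster apart, and low-cycling here means all stem-like cells. The first is led by genes of DNA replication, such as Hells, Mcm3 and Mcm6, which the proliferation markers do not hold, so the name means few transcripts of those markers and does not exclude cells in S phase. The mean of the MHC class II markers was 313 CPM in the first cluster, 313 CPM in the second and 146 CPM in the third, pooled over both genotypes. In Lgr5+WT cells Lgr5 stood at 28.1 ± 9.45 CPM, 70.1 ± 23.1 CPM and 9.12 ± 0.631 CPM (SD, n = 2 libraries each) in the 3 clusters in this order. Mki67 stood at 16.8 ± 1.42 CPM, 9.71 ± 4.40 CPM and 24.9 ± 9.86 CPM (SD, n = 2 libraries each). Together these clusters made up 35.5% ± 2.03 of the WT cells and 29.5% ± 1.76 of the Setdb1-KO cells (SD, n = 2 libraries each; log2 fold change -0.27, edgeR adjusted p = 0.236). Over the alternatives tried, integration by canonical correlation moved this value most, to -0.59 (edgeR adjusted p = 0.0416).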

The transcriptome profiles of the cells termed Progenitors revealed two main, distinct cell clusters. These cells correspond to the more proliferative downstream cell types, including +4 cells and TA cells,^29^^,^^32^ which correspond to precursors for secretory lineages (Progenitor-I) and for enterocytes (Progenitor-II) (Figures S2D and S2E). Furthermore, transcription profile analysis identified three Goblet cell populations (Figures S3A–S3C) and two EEC cell populations (Figures S3D and S3E). 

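Progenitor-like cells fell into 4 rebuilt clusters, which are not matched one to one with Progenitor-I and Progenitor-II. A cluster of 2835 cells was led by Pclaf, Rrm2 and Esco2, one of 2316 cells by Rbp7, Ube2c and Cdkn3, one of 2194 cells by Ube2c, Prc1 and Nusap1, and one of 381 cells by Dll1, Colca2 and Sox4. The mean of the proliferation markers was 222, 298, 363 and 176 CPM in this order, against at most 69.5 CPM in the stem-like clusters. The cluster led by Dll1 held the secretory transcripts. In WT cells Atoh1 stood there at 68.4 ± 24.2 CPM, against 1.3 ± 0.0691 CPM in the cluster led by Rbp7 (SD, n = 2 libraries each). The enterocyte transcript Fabp1 was highest among the 4 in the cluster led by Rbp7 in WT, at 539 ± 481 CPM (SD, n = 2 libraries), a spread between replicates nearly as large as the value. All 4 clusters together made up 33.4% ± 1.46 of the WT cells and 30.3% ± 3.05 of the Setdb1-KO cells (SD, n = 2 libraries each), a difference within the spread between Setdb1-KO libraries plus that of the WT libraries (log2 fold change -0.14, edgeR adjusted p = 0.478).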

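The rebuilt clusters also held 3 goblet-like and 2 enteroendocrine-like ones. The goblet-like clusters had 3091 cells led by Zg16, Clca1 and Muc2, 115 cells led by Zg16, Clca1 and Mptx1, and 73 cells led by Ccl9, Agr2 and Tpsg1. In WT cells Muc2 stood at 5791 ± 721 CPM, 3050 ± 309 CPM and 3749 ± 333 CPM in these clusters (SD, n = 2 libraries each). Mki67 was 13.1 ± 5.08 CPM, 11.5 ± 4.93 CPM and 342 ± 185 CPM (SD, n = 2 libraries each), so transcripts of dividing cells set the smallest cluster apart. The enteroendocrine-like clusters had 744 cells led by Ghrl, Gcg and Cck and 383 cells led by Tac1, Chga and Chgb. In WT cells Chga stood at 770 ± 83.2 CPM in the first of them and at 9857 ± 1409 CPM in the other (SD, n = 2 libraries each).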

The transcriptome of Goblet-I and EEC-I cells suggests that they represent lineage-specified precursors of the more mature Goblet-II and III and EEC-II cells, respectively (Figure S3).^29^^,^^33^

To delineate the differentiation dynamics of the intestinal epithelial cell types, we performed pseudotemporal reconstruction of the transcriptional changes^34^^,^^35^ and mapped seven distinct continuous trajectories in cells from Lgr5-GFP-Cre^ERT2^ (control) mice (Figures 3A and 3B). 

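Slingshot first joins cluster centres by a minimum spanning tree, and that step was rebuilt here on the 7 epithelial classes, with Euclidean distances between class centres in the 10 integrated principal components. The later step of Slingshot, the smooth curves, was not run. In Lgr5+WT cells all 6 links of the tree started at the stem-like class. The distance was 10.8 to the progenitor-like centre, 21.5 to the enterocyte-like, 22.9 to the goblet-like, 23.6 to the Paneth-like, 27.8 to the enteroendocrine-like and 30.7 to the tuft-like centre. The centres of the tuft-like and enteroendocrine-like classes lay 37.2 apart and were not linked. The progenitor-like centre lay 21.6 from the enterocyte-like one, nearly as near as the stem-like centre. Goblet-like and Paneth-like centres lay 24.8 apart. A distance in principal components has no unit, and the tree carries no direction or time. Trees built from each library alone shared 4 of 6 links between the WT replicates, which sets the precision of a comparison of trees.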

As expected, each of the seven lineages originating from Stem-I cells gave rise to all known intestinal epithelial cell types. The intermediate cellular states in the different lineages revealed interesting cell fate dynamics. Lineage-1 represents a Stem-I cell self-renewal path through Stem-II, Stem-III, and Progenitor-I cellular states. Lineage-2 is the sole differentiation trajectory for the generation of mature enterocytes via Stem-II, Stem-III, Progenitor-II, and Immature Enterocyte cellular states. The hierarchical path from Stem-I to Stem-II, Stem-III, and Progenitor-I cells is common in Lineages 3, 4, 5, 6, and 7, which end up in Goblet cells (Lineages 3 and 4), in Paneth cells (Lineage-5), and EEC cells (Lineages 6–7). Interestingly, for Lineage-5 that gives rise to Paneth cells, the cell trajectory analysis reconstructs a differentiation path connecting Paneth cells back to the Stem-I cluster, supporting the possibility that de-differentiation of Paneth cells may also be involved in Stem-I self-renewal, as indicated in a previous report.^36^ Similarly, the trajectory topology for Lineages 6 and 7 shows EEC clusters as the final differentiation stage, placing the Tuft cell cluster in an intermediate stage within the differentiation process. These results indicate that Tuft cell clusters might represent an upstream and hierarchical connection between the processes regulating the differentiation of these cell types.

**Figure 3:**
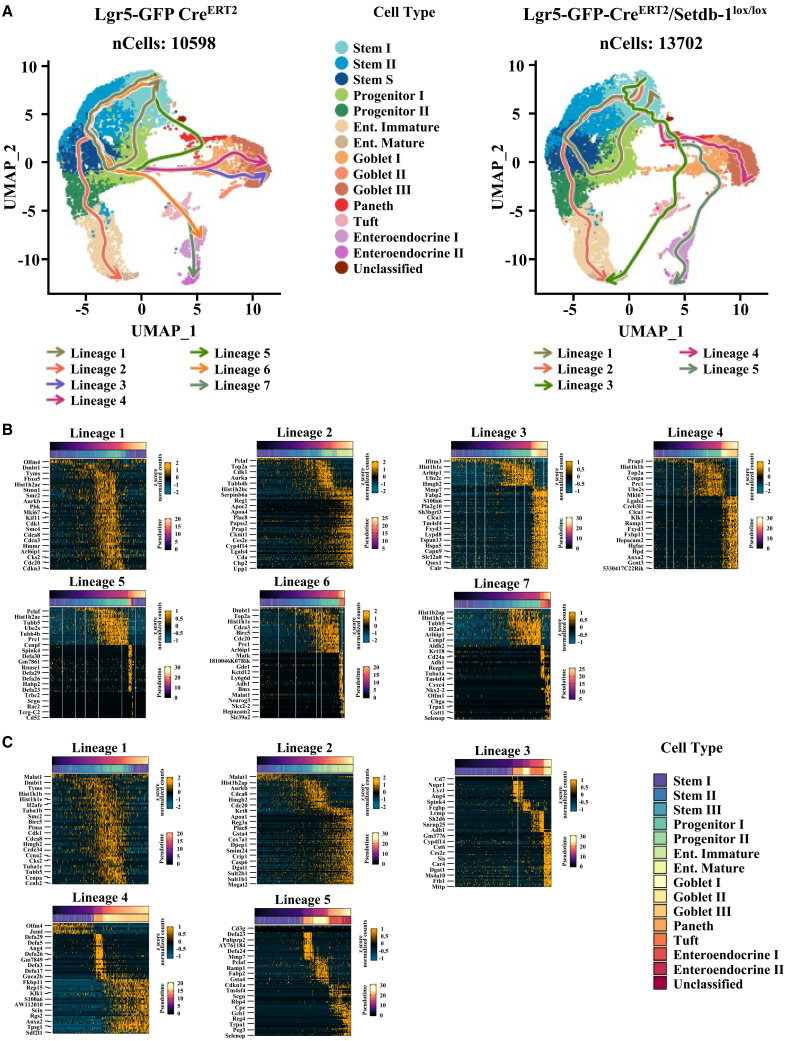
Dynamic transitions and alternative differentiation trajectories of epithelial cell types in Setdb1-deficient cells (A) UMAP projection of RNA velocities in single cells from Lgr5-GFP-Cre^ERT2^ (left panel) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (right panel) mice after 5 days of tamoxifen treatment. Arrows indicate lineage trajectories from pseudotemporal inference, starting from the Stem-I cell cluster. The color codes corresponding to the different cell clusters are indicated in the middle. (B and C) Gene expression heatmap of differentially expressed genes of the displayed cell lineages plotted along velocity-based pseudotime starting from the Stem-I cell cluster. Panels in (B) show data from Lgr5-GFP-Cre^ERT2^ mice expressing the normal allele of Setdb1, while panels in (C) show data from tamoxifen-treated Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ mice, expressing the mutant allele of Setdb1. Top bars above the heatmaps indicate the pseudotemporal axis. The bars below indicate corresponding cell identity across the inferred trajectory, according to the color code. Color bars at the right show *Z* score normalized relative mRNA read counts (upper bar) and relative pseudotimes (lower bars).

Analyses of *Setdb1-*KO cells from Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ mice revealed major alterations of the above trajectories (Figures 3A and 3C). While Lineage-1 and Lineage-2, specifying the Stem-I self-renewal and enterocyte differentiation paths, were not altered, the other trajectories specifying secretory cell types (Lineages 3, 4, 5, 6, 7) were lost (Figures 3A and 3C). In contrast, three new lineages with aberrantly ordered paths appeared, connecting Stem-I cells directly to Paneth cells and branching either toward Tuft cells and enterocytes through Goblet-I cells (KO-Lineage 3), or toward EEC-I and EEC-II cells through Goblet-II cell cluster (KO-Lineage-5), or toward Goblet-III cells through Goblet-II cell cluster (KO-Lineage-4).

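In Lgr5+Setdb1KO cells the same tree of class centres had 5 of its 6 links in common with that of Lgr5+WT. The link that differed was that of the enterocyte-like class, joined to the progenitor-like centre at a distance of 21.5 in Setdb1-KO and to the stem-like centre in WT. The stem-like centre lay 21.8 from the enterocyte-like centre in Setdb1-KO, so both routes were nearly as short. In WT the enterocyte-like class was linked to the progenitor-like one too with a mitochondrial limit of 10%, without removal of doublets, with 30 principal components, at a resolution of 0.3, with cells assigned by the highest marker score and without the first WT library. Paneth-like, goblet-like, enteroendocrine-like and tuft-like centres stayed linked to the stem-like centre, at 23.4, 22.1, 28.4 and 29.5. Tuft-like and enteroendocrine-like centres lay 36.7 apart, and goblet-like and Paneth-like centres 26.0 apart. Between the Setdb1-KO replicates, trees of single libraries shared 5 of 6 links, and between a WT and a Setdb1-KO library they shared 4 or 5, so the genotypes differed by no more than replicates of one genotype. In the first Setdb1-KO library the goblet-like class was linked to the Paneth-like class, as it was in the second WT library. With cells assigned by the highest marker score, goblet-like, tuft-like and enteroendocrine-like classes were all linked to the Paneth-like class in Setdb1-KO, while in WT only the goblet-like class was, and the other 2 were linked to the stem-like class. The number of shared links ranged from 4 at a resolution of 1.0 to 6 without removal of doublets. It was also 6 at a mitochondrial limit of 10%, which the paper's methods give for trajectory inference. From the changed order of the paths in its own Slingshot lineages, in which Stem-I cells connect directly to Paneth cells, the paper reasons that Setdb1-KO cells open alternative differentiation trajectories and turns to lineage-traced cells to measure how far they operate.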

While transcriptome-based trajectories accurately recapitulate the order of the consecutive differentiation stages,^34^ they do not provide a quantitative and comparative assessment of the actual extent of the operation of the stable or altered differentiation paths in specific conditions. Therefore, we further analyzed the functional importance of the above trajectories by performing single-cell transcriptome analyses in lineage-traced Lgr5^+^ cells, taking advantage of the fact that following tamoxifen treatment of Lgr5-GFP-Cre^ERT2^/nTnG and Lgr5-GFP-Cre^ERT2^-nTnG/Setdb1^lox/lox^/nTnG mice, only Lgr5^+^ cell-derived descendant cell populations acquire GFP expression, which can be isolated by FACS sorting. 

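This experiment holds 2 WT and 2 libraries labelled Setdb1-KO, sorted for GFP 5 days after tamoxifen, when cells derived from Lgr5+ stem cells carry nuclear GFP from the nTnG reporter. The assay, the deposited values (UMI counts per barcode, without normalization), the calling of cells and the filters were those of the Lgr5+ experiment. The WT libraries held 35708084 and 27171512 UMIs, and the libraries labelled Setdb1-KO 16881518 and 43046925. Of the called cells, 6830 and 2648 were kept in the WT libraries and 4546 and 8078 in the others, 22102 in all. Median depth was 1364 and 1286 UMIs per cell in WT, against 938 and 2283.5 in the libraries labelled Setdb1-KO, and the mean number of genes per cell was 642 and 825 per genotype. Kept cells held 24.3% to 51.7% of a library's UMIs. Free RNA was estimated to supply 23.1% and 38.1% of the UMIs of tuft-like cells in the WT libraries, and 18.3% and 25.4% in the libraries labelled Setdb1-KO. GFP UMIs were found in 19 kept cells (0.0860%), and in none of 2164 enterocyte-like cells (median depth 1302 UMIs), against 13 of 6049 stem-like cells (0.215%, median depth 1562 UMIs). Over all kept cells, Setdb1 itself was not lower in the libraries labelled Setdb1-KO, at 7.65 ± 0.956 CPM against 6.22 ± 1.05 CPM in WT (SD, n = 2 libraries each). Its log2 fold change was 0.25 (standard error 0.246, adjusted p = 0.598 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 30 to 169 Setdb1 UMIs per library. By class it was below 0 in goblet-like cells, at -0.40 (edgeR adjusted p = 0.999), and above 0 in progenitor-like cells, at 0.44 (edgeR adjusted p = 0.869). In low-cycling stem-like cells the fitted value was -0.14 (standard error 0.513, edgeR adjusted p = 0.992), while the mean was 9.71 CPM in the libraries labelled Setdb1-KO and 9.24 CPM in WT, so no direction is read from it. The genotype labels are therefore not borne out by these counts, and every direction given for the lineage-traced cells rests on the labels. Clustering and tests followed the Lgr5+ experiment, with the 4 libraries analysed on their own.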

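The 22102 lineage-traced cells fell into 12 clusters. Marker genes named 10 of them, and every epithelial class of the marker list was found in both WT libraries. In WT, stem-like cells made up 18.7% ± 5.82, progenitor-like cells 10.3% ± 2.36, enterocyte-like cells 16.0% ± 3.64 and goblet-like cells 18.3% ± 3.52 (SD, n = 2 libraries each). Paneth-like cells made up 12.9% ± 2.92, tuft-like cells 1.35% ± 0.412 and enteroendocrine-like cells 1.06% ± 0.0971 (SD, n = 2 libraries each). The smallest classes rest on 68 and 30 enteroendocrine-like and 112 and 28 tuft-like cells per WT library. The 2 clusters without a name stay apart. One, with 2776 cells, was shallow (median depth 709 UMIs) and led by Ccl5, AY036118 and Gm42418. Its mean share was 16.8% in WT, 7.45% in the first and 26.1% in the second library, and 13.2% in the libraries labelled Setdb1-KO. The other, with 1318 cells led by Car1, 1810065E05Rik and Sult1a1, made up 4.53% in WT and 6.77% in the libraries labelled Setdb1-KO.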

In agreement with the immunostaining results in Figure 1, five days after tamoxifen treatment, we could detect all the known intestinal epithelial cell types in the control Lgr5-GFP-Cre^ERT2^-nTnG mice (Figure 4A). In contrast, in Setdb1-KO cells from Lgr5-GFP-Cre^ERT2^-nTnG/Setdb1^lox/lox^ mice, a dramatic increase in the number and the proportion of Stem-I cells was observed along with a major decrease in the number and proportion of mature enterocytes (Figures 4A–4C). 

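Stem-like cells made up 22.8% and 14.6% of the 2 WT libraries and 29.3% and 34.3% of the libraries labelled Setdb1-KO, in which Setdb1 UMIs were not lower. The mean was 31.8% ± 3.5 (SD, n = 2 libraries) in the latter. The log2 fold change was 0.76 (standard error 0.486, adjusted p = 0.302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 9 classes), with both labelled Setdb1-KO libraries above both WT libraries (exact two-sided permutation p = 0.33). The stem-like class of these cells holds the MHC class II and more proliferative stem cells as well as Stem-I. Of the alternatives tried, leaving out the integration moved this value most, to a log2 fold change of 3.08 (edgeR adjusted p = 0.00224), and the WT share to 2.88%. With a library left out it lay between 0.48 and 1.12, past the threshold in none of the 4 cases. Enterocyte-like cells numbered 1270 and 356 in the WT libraries, 18.6% and 13.4% of their cells, and 156 and 382 in the libraries labelled Setdb1-KO, 3.43% and 4.73%. Their mean share was 4.08% ± 0.917 (SD, n = 2 libraries) in the latter. This gave a log2 fold change of -1.97 (standard error 0.504, edgeR adjusted p = 0.00917). Clustered without the genes that change between genotypes, it was -1.80 (edgeR adjusted p = 9.8e-04), and the stem-like value was 0.72 (edgeR adjusted p = 0.173). The enterocyte-like value kept its size with a library left out, between -2.22 and -1.72, but lost its call in 3 of the 4 cases. Without the first labelled Setdb1-KO library the edgeR adjusted p was 0.133, without the second 0.105, and without the first WT library 0.0971. The paper sees more Stem-I cells and fewer mature enterocytes among the descendants of Lgr5+ cells. From these and its other results up to that point, it concludes that Setdb1 deficiency blocks the differentiation of Lgr5+ stem cells from its early steps.

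**Figure D1:**
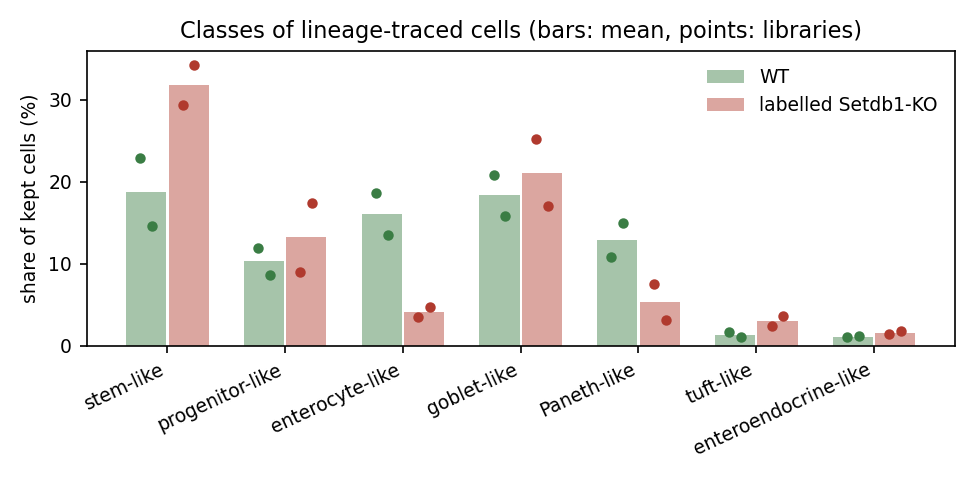
Share of kept cells (%) in 7 classes of the lineage-traced libraries, WT in green and the libraries labelled Setdb1-KO in red; bars give the mean and points the 2 libraries of each group. The enterocyte-like points of the labelled Setdb1-KO libraries, 3.43% and 4.73%, lie below both WT points.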

A moderate increase of Goblet, Tuft, and EEC cells was also observed, with the precursor Goblet-I population increasing the most. 

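Goblet-like cells made up 21.1% ± 5.84 (SD, n = 2 libraries) of the libraries labelled Setdb1-KO, at 25.3% and 17.0%, against 20.8% and 15.9% in the WT libraries. The log2 fold change of 0.20 (edgeR adjusted p = 0.682) lay within the spread between libraries, and it was -0.11 without the first labelled Setdb1-KO library. By rebuilt cluster, the larger goblet-like one, led by Fcgbp, Zg16 and Clca1, took 14.0% and 11.7% of the WT libraries and 18.9% and 12.9% of the others. The second, led by Retnlb, Nupr1 and Mptx1, took 6.82% and 4.12% against 6.31% and 4.05%. These clusters are not matched with Goblet-I. Tuft-like cells rose to 2.98% ± 0.817 and enteroendocrine-like cells to 1.58% ± 0.248 (SD, n = 2 libraries each) in the libraries labelled Setdb1-KO. The log2 fold changes were 1.12 and 0.58 (edgeR adjusted p = 0.122 and 0.413). In both classes each labelled Setdb1-KO library exceeded each WT library, at the smallest exact two-sided permutation p of 0.33. Clustered without the genes that change between genotypes, the log2 fold changes were 0.10 for goblet-like, 0.99 for tuft-like and 0.46 for enteroendocrine-like cells.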

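Paneth-like cells made up 10.9% and 15.0% of the WT libraries and 7.48% and 3.09% of the libraries labelled Setdb1-KO, where Setdb1 UMIs were not lower. The mean of the latter was 5.29% ± 3.1 (SD, n = 2 libraries). Their log2 fold change was -1.29 (standard error 0.495, edgeR adjusted p = 0.0793), and each labelled Setdb1-KO library lay below each WT library (exact two-sided permutation p = 0.33). The smaller Paneth-like cluster, of 373 cells, came mostly from the second WT library, with 221 cells. Without the first labelled Setdb1-KO library the log2 fold change was -2.06 (edgeR adjusted p = 0.133), and without the second -0.79 (edgeR adjusted p = 0.707). Clustered without the genes that change between genotypes, the mean share was 7.54% in WT and 2.21% in the libraries labelled Setdb1-KO, a log2 fold change of -1.78 (edgeR adjusted p = 9.8e-04). Defensin transcripts also led the free RNA, with 36.0% and 39.2% of the UMIs of empty droplets in the WT libraries and 17.4% and 15.1% in the others.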

The number of Paneth cells in the *Setdb1-KO* Lgr5^+^ descendants was nearly halved.

**Figure 4:**
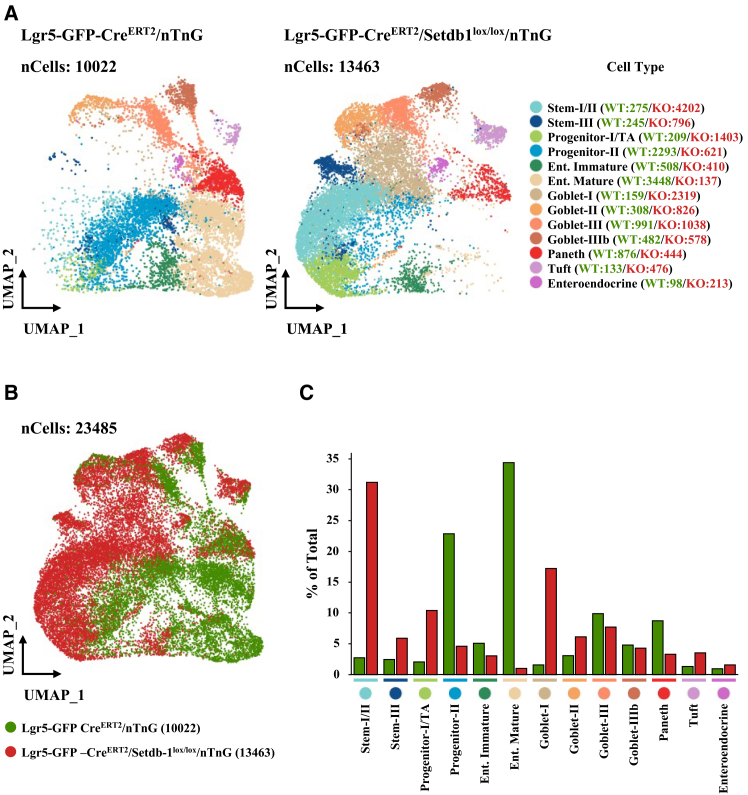
Lineage tracing of individual Lgr5^+^ progeny epithelial cells reveals defective differentiation of *Setdb1*-deficient Lgr5^+^ stem cells (A) UMAP projections of cell clusters obtained from FACS-sorted GFP^+^ cells isolated from tamoxifen-treated Lgr5-GFP-Cre^ERT2^/nTnG (left panel) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG mice (right panel). The color codes and the number of cells identified in the different cell clusters are indicated at the right. (B) Aligned UMAP plots of cells detected in samples from tamoxifen-treated Lgr5-GFP-Cre^ERT2^/nTnG (green dots) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG (red dots) mice. (C) Comparison of the percentages of cells corresponding to the different clusters in tamoxifen-treated Lgr5-GFP-Cre^ERT2^/nTnG (green columns) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^/nTnG (red columns) mice.

The accumulation of Stem-I/II, Progenitor I/TA, and the early Goblet-I cells suggests that Setdb1-deficiency leads to differentiation inhibition rather than causing massive proliferation defects or cell death phenomena at the early time point of 5 day following Tamoxifen injection. 

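Each lineage-traced cell was assigned to G1, S or G2/M from the transcripts of 43 S-phase and 54 G2/M genes. Among stem-like cells of the WT libraries, 57.8% ± 4.55 were in G1, 30.2% ± 2.20 in S and 12.0% ± 2.35 in G2/M (SD, n = 2 libraries each). In the libraries labelled Setdb1-KO, in which Setdb1 UMIs were not lower, the shares were 53.8% ± 7.51, 34.5% ± 0.662 and 11.7% ± 8.17 (SD, n = 2 libraries each). Exact two-sided permutation p values were 0.667, 0.33 and 1. Among progenitor-like cells the G1 share went from 7.65% ± 0.274 to 3.30% ± 0.851, the S share from 18.0% ± 2.56 to 24.6% ± 2.13 and the G2/M share from 74.3% ± 2.84 to 72.1% ± 2.98 (SD, n = 2 libraries each; exact two-sided permutation p = 0.33, 0.33 and 0.667). Deeper cells show more cycle transcripts, so cells were also thinned to 1000 UMIs, which left out 751 WT and 806 labelled Setdb1-KO stem-like cells and 66 and 61 progenitor-like cells. Stem-like shares were then 60.1% and 61.9% in G1, 31.7% and 31.7% in S, and 8.16% and 6.43% in G2/M. Progenitor-like shares were 18.8% and 13.3%, 19.5% and 23.0%, and 61.7% and 63.6%. Leaving out the integration turned the stem-like G1 difference from -3.99 to 16.3 percentage points, and cells assigned by the highest marker score moved the stem-like G2/M difference from -0.294 to -9.88. Enterocyte-like cells do not cycle, and their calls (G1 94.3% ± 1.54 in WT and 86.1% ± 6.67 in the others, SD, n = 2 libraries each) were not read as phases. Free RNA, whose share differed between libraries, also enters these calls and was left open. In the Lgr5+ experiment, Mki67 transcripts of low-cycling stem-like cells, which there are all stem-like cells, had a log2 fold change of 0.05 (edgeR adjusted p = 0.928). This value lay between -0.69 and 0.41 over 16 alternatives and kept its direction in 9, so no direction is read from it.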

Consistent with this, we observed only minor changes in the percentage of cells stained positively by the proliferation marker Ki67 or the apoptosis marker Caspase-3 antibodies, as well as in cell cycle distribution across different clusters or in crypt-villus ratios between wild type and *Setdb1*-KO cells (Figure S4).

Taken together, the above results demonstrate that Setdb1 deficiency results in a major block of Lgr5^+^ stem cell differentiation from the very early steps. The Setdb1 function is fully required for enterocyte differentiation and for the progression of the Progenitor-I cell population into other secretory and endocrine-related cell types. Nevertheless, these latter cell types can be generated directly from Lgr5^+^ Stem-I cells, via the activation of alternative differentiation trajectories.

### Setdb1 safeguards proper differentiation of Lgr5^+^ stem cells by preventing uncontrolled expansion of open accessible chromatin domains and premature aberrant gene activation

Previous studies using Villin-Cre^ERT2^ transgene, which inactivates *Setdb1* in all intestinal epithelial cell types, have demonstrated a noticeable induction of endogenous retrovirus expression, which triggered a viral mimicry and activated antiviral immune responses, culminating in inflammation and necroptosis.^37^^,^^38^ In our experimental setup, where *Setdb1* inactivation is restricted to Lgr5^+^ stem cell population and the analyses were performed as early as 5 days after Cre transgene activation, we failed to detect a massive increase of retroviral transcripts by bulk RNA-seq assay or the activation of innate immunity-related or necroptosis-related genes in a substantial number of cells by scRNA-seq (Figures S5A and S5B). 

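The paper's text names no innate immunity or necroptosis gene, so 30 genes were chosen from general knowledge, among them interferon targets (Isg15, Ifit1, Oas2, Irf7, Cxcl10), sensors of viral RNA (Ifih1, Tlr3) and necroptosis genes (Zbp1, Ripk3, Mlkl). All 30 could be tested on UMIs summed over all Lgr5+ cells of a library. In Lgr5+Setdb1KO, 3 were higher and 27 lower, with a median log2 fold change of -0.54 (rotation test fry, two-sided p = 0.130; exact two-sided permutation of the medians of the 4 libraries, p = 0.667). With edgeR's quasi-likelihood test, 1 gene passed an adjusted p of 0.05 over all genes and 3 passed when adjusted over the list alone. That 1 gene was Cxcl10, lower in Setdb1-KO with a log2 fold change of -3.20 (standard error 0.448, edgeR adjusted p = 0.0386). It stood at 1.3 and 0.867 CPM in the WT libraries and 0.106 and 0.121 CPM in the Setdb1-KO libraries, near the floor of these counts, and without the first WT library its adjusted p was 0.231. Bst2 and Zbp1, with log2 fold changes of -0.65 and -0.64, were the others of the list. Of the necroptosis genes, Ripk1 had a log2 fold change of -0.21, Ripk3 -0.10, Mlkl -0.17 and Casp8 -0.05. In the median, leaving out each library in turn gave values between -0.66 and -0.24. No gene of the list was higher in Setdb1-KO at an edgeR adjusted p under 0.05.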

Although retroviral silencing is likely to occur at later time points, the above result suggests that the observed early differentiation defect is rather the result of a direct function of Setdb1 in the regulation of differentiation-specific genes at early stem cell states.

Indeed, single-cell Assay for Transposase-Accessible Chromatin sequencing (scATAC-seq) analyses identified a large number of new peaks and also a great number of peaks that were gained or lost in *Setdb1*-KO Stem-I cells compared to wild-type, control cells (Figures 5A and 5D). Peak-to-gene link analysis revealed consistently more genes with ATAC-seq peak link counts in *Setdb1*-KO cells compared to wild-type control (Figures 5B and 5C), implying that more open regulatory regions are connected to target genes as a result of *Setdb1* inactivation. Co-clustering analyses of the regions linked to genes in *Setdb1*-KO and wild type Stem-I cells (based on scATAC-seq and scRNA-seq signals), identified 6 major peak-to-gene clusters with significantly altered accessibility profiles and concomitant changes in gene expression (Figure 6A). Aberrantly accessible regions and linked activated genes in these clusters, included genes that are normally expressed in other differentiated intestinal epithelial cell types, such as the enterocyte-specific Rbp2, ApoC3, Papss2 genes, the Goblet cell-specific Tff3, Spink4, Mok genes, the Paneth cell specific Lyz1, Itln1 and several defensin genes, the Tuft cell specific Fes gene and a number of Entero-endocrine cell-specific genes, such as Gpx3, Itg9a, Pax4, Shc2, Slc8a1, Ambp (Figure 6B). These data point to a partial loss (cluster 5) and gain (especially cluster 1 and 3) of chromatin accessibility control in *Setdb1*-KO cells, which leads to aberrant and premature activation of differentiation stage-specific genes in Stem-I cells.

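The genes named here were looked up in low-cycling stem-like Lgr5+ cells, whose summed depth was 10040701 and 11317449 UMIs in the WT libraries and 6549155 and 12665371 in the Setdb1-KO libraries. The study chose the genes on these samples, so a test of the list is not independent evidence. Of 16 entries, counting all Defa genes as 1 summed entry, 7 had enough UMIs to be tested, and all 7 had a log2 fold change above 0, with a median of 0.70 (fry, two-sided p = 0.186; exact two-sided permutation of library medians, p = 0.33). With a library left out the median lay between 0.40 and 0.86. Tff3 and Spink4 in the first Setdb1-KO library, at 151 and 224 CPM, lay below both WT libraries, and its summed defensins lay between those of the WT libraries. Over all genes 2 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, and 5 passed adjusted over the list alone. Rbp2 had a log2 fold change of 1.65 (standard error 0.260, edgeR adjusted p = 0.0243), at 18.0 and 38.6 CPM in WT and 96.4 and 82.0 CPM in Setdb1-KO. Lyz1 had 0.66 (standard error 0.127, edgeR adjusted p = 0.0476), at 104 and 117 CPM against 154 and 194 CPM, and without the second Setdb1-KO library its adjusted p was 0.0843. Lyz1 kept its direction and its side of the threshold in 7 of 16 alternatives, with an edgeR adjusted p of up to 0.261. By DESeq2 Lyz1 passed (adjusted p = 0.00156) and Rbp2 did not (adjusted p = 0.152). In the stem-like cluster with the fewest proliferation transcripts alone, a population chosen after seeing the data, Rbp2 had 1.55 and Lyz1 0.79 (edgeR adjusted p = 6.6e-04 and 0.00263). Itln1, Apoc3, Tff3 and Spink4 had log2 fold changes of 0.83, 0.70, 0.31 and 0.16, and the summed defensins 0.85. Papss2, Mok, Fes, Gpx3, Itga9 (printed Itg9a), Pax4, Shc2, Slc8a1 and Ambp had at most 10 UMIs in any library, so a change was not detectable at this depth. RNA free in the suspension also carries these transcripts. After the profile of empty droplets was subtracted, 5 entries could be tested and 4 were higher, Rbp2 with 2.47 and Itln1 with 2.60. The defensins stood at -1.85, but no direction is read from that value. The share of free RNA was set from defensins in tuft-like cells. At that share, the defensin UMIs expected from free RNA exceeded those counted in these cells in every library. Free RNA can therefore account for all defensin UMIs of these cells, and the summed defensins are not read as a rise.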

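Across all genes of the low-cycling stem-like Lgr5+ cells, 11347 were tested with edgeR's quasi-likelihood test. At a Benjamini-Hochberg adjusted p under 0.05, 114 differed between genotypes, 60 higher and 54 lower in Setdb1-KO. Among those named by a rule fixed in advance, Plscr2 rose most, by a log2 fold change of 6.02 (standard error 0.363, edgeR adjusted p = 1.3e-04), from 0.0938 and 0.274 CPM in WT to 12.3 and 13.2 CPM in Setdb1-KO. Eif3j2 rose by 2.57 (standard error 0.217, edgeR adjusted p = 6.3e-04), and its near copy Eif3j1, with which it may share UMIs, stood at -0.38 (edgeR adjusted p = 0.134). Pnliprp2, Ly6e and Alad rose by 2.15, 1.43 and 1.41. Ceacam10, Adh6a, Cd177, Lamtor3 and Neat1 had log2 fold changes of -2.40, -2.19, -2.12, -1.61 and -1.26. The stem cell genes Lgr5 and Olfm4 had -0.41 and -0.55 (edgeR adjusted p = 0.404 and 0.106), and these depended on the settings. Olfm4 passed the threshold in 5 of 16 alternatives, DESeq2 among them (adjusted p = 0.00167), and without either WT library (edgeR adjusted p = 0.00764 and 0.00389). Lgr5 was -0.72 without the first Setdb1-KO library (edgeR adjusted p = 0.00552) and -0.09 without the second (edgeR adjusted p = 0.906). The number of changed genes moved most with a library left out, when it lay between 200 and 340.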

**Figure 5:**
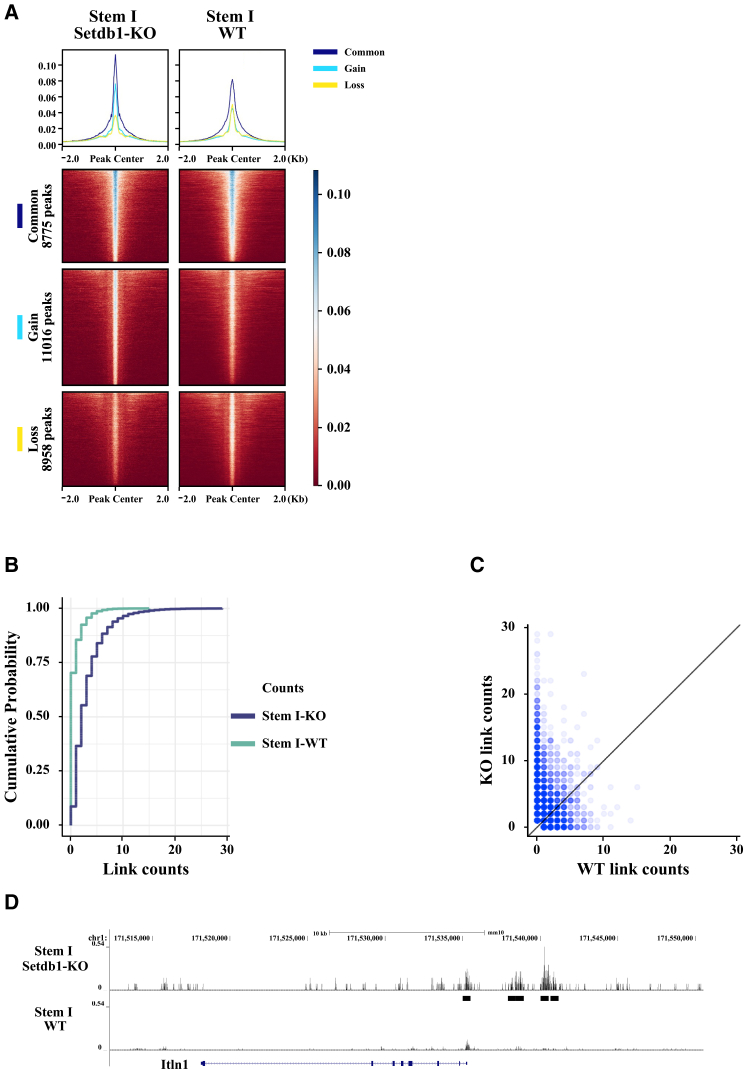
Reorganization of transposase accessible chromatin areas in *Setdb1*-deficient intestinal stem cells (A) Signal intensity heatmaps and average distribution profiles (top panels) of scATAC-seq peaks in the Stem-I cell cluster from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) mice and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Read distribution at the indicated regions around the center of ATAC-seq peaks is shown. ATAC-seq peaks were clustered according to their presence in both wild-type and *Setdb1*-KO cells (Common peaks), in *Setdb1*-KO cells only (Gained peaks), and in wild-type cells only (Lost peaks). (B) Quantitative comparisons of scATAC-seq peak variations in the Stem-1 cell cluster of tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) mice and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. The graph shows the number of ATAC-seq peaks linked to genes and the cumulative probability of their occurrence. (C) Scatterplot presentation of the peak-to-gene link counts in the Stem-1 cell cluster of tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) mice and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Note the higher number of counts above the baseline in *Setdb1*-KO cells. (D) Genome Browser profile of normalized ATAC-seq reads and peaks-linked-to-genes (black bars) at the genomic region encompassing the aberrantly activated Itln-1 gene in tamoxifen-treated Lgr5-GFP-Cre^ERT2^ mice (WT) and in Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ mice (*Setdb1*-KO). Arrows indicate ATAC-seq peaks gained in *Setdb1*-deficient cells.

**Figure 6:**
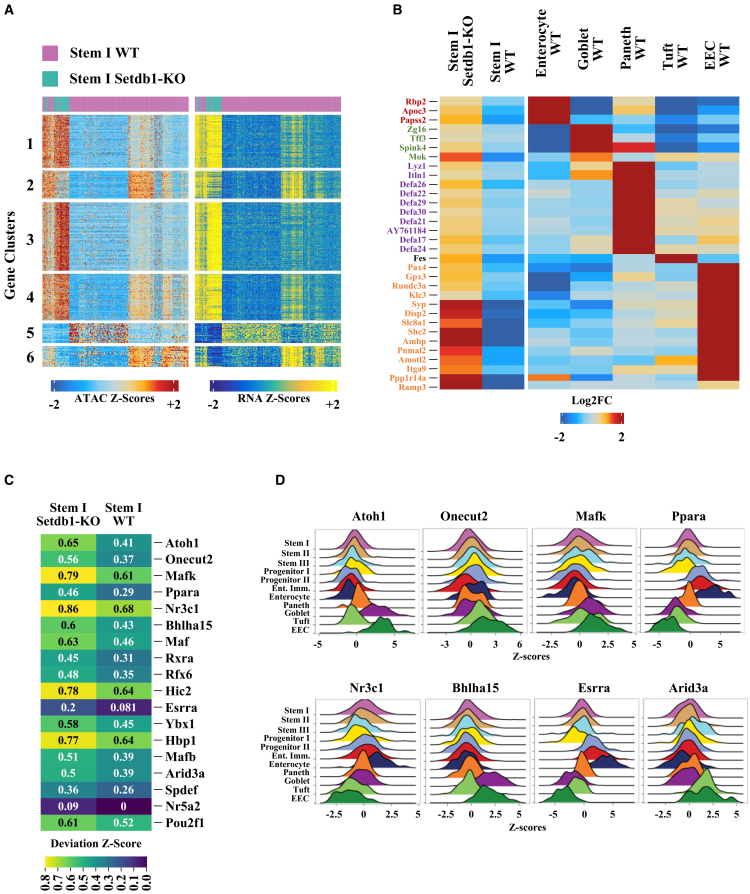
Aberrant activation of genes in *Setdb1*-deficient Lgr5^+^ stem cells (A) Heatmaps and corresponding clustering of integrated RNA signals (panel at right) and normalized scATAC-seq signals (left panel) of the 4890 ATAC-seq peaks linked to 3634 unique genes in Stem-I cell population from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT; purple) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO; green) mice. The six gene clusters are separated by space. The distribution of the total ATAC-seq peaks and linked to unique genes between the clusters is as follows: Cluster 1: 1097 peaks/815 genes; Cluster 2: 578 peaks/460 genes; Cluster 3: 1415 peaks/1001 genes; Cluster 4: 963 peaks/748 genes; Cluster 5: 409 peaks/313 genes; Cluster 6: 428 peaks/297 genes. Note the strong correlation between ATAC-seq signal and RNA levels in all of the gene clusters and the *Setdb1*-KO-specific increased chromatin accessibility and RNA expression in gene clusters 1, 3, and 4. Cluster 2 and 6 display a mixed pattern of increased accessibility and RNA expression, while cluster 5 genes, which are open and active in about 50% of wild-type cells, are less accessible and have decreased RNA levels in *Setdb1*-KO cells. (B) Gene expression intensity heatmap of aberrantly activated genes in Stem-I cell population from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Panel at right shows the normalized intensity of the genes in other epithelial cell clusters from wild-type mice. (C) Heatmap with normalized motif deviation Z-scores of transcription factors in Stem-I cell population of tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Transcription factors whose binding motifs within the ATAC-seq peaks show significantly increased *Z* score values in Setdb1-deficient cells are listed. (D) Ridge plot of transcription factor motif accessibility z-scores across intestinal epithelial cell clusters. The density distribution of motif accessibility *Z* score for Nr1h3, Esrra, Atoh1, Nfya, Arid3a, Mafb, Bhlha15, and Phf21 is shown.

To gain mechanistic insights into how the above genes were activated prematurely in Stem-I cells, we performed TF motif enrichment analysis in the scATAC-seq regions detected in wild-type and *Setdb1*-KO Stem-I cells. We analyzed the enrichment of motifs beyond what is expected by chance, to reveal active binding by specific TFs at the accessible chromatin sites of interest. To correlate the motifs with the expression of the corresponding TF, which was inferred via gene activity scores, we calculated deviation Z-scores and identified the positively correlating TFs, demonstrating a direct link between TF abundance and regulatory activity in specific cell states (Figure 6C). We found that the *Setdb1* inactivation increased the motif accessibility and expression of 18 TFs in *Setdb1*-KO Stem-I cells, which are normally enriched in one or more differentiated cell types. As shown in the Ridge plots of Figure 6D, Atoh1, Mafk, and Bhlha15 TF motif exposure and expression are enriched in Goblet and EEC cells, Onecut2 motif in EEC cells, Ppara, Nr31c, and Esrra in enterocytes, and Arid3a in Tuft and EEC cells.

To validate the above findings, we performed regulon-based analysis for six of the above TFs using the PyScenic computational pipeline.^39^ PyScenic, examines coordinated expression of downstream target genes (regulons) and therefore evaluates TF activity from a complementary, transcriptional perspective, independent of chromatin accessibility data and thus provides an orthogonal assessment of TF function. Five out of six TF regulon scores were significantly enhanced in *Setdb1*-KO cells (Figure S6A), further supporting their role in premature gene activation.

The regulatory role of Setdb1 in proper intestinal stem cell differentiation was also examined by simulating the effect of its inactivation in silico, using the CellOracle,^40^ a machine-learning computational approach. We first constructed cluster-specific gene regulatory networks (GRNs) to identify key master TF regulators by integrating scRNA-seq and scATAC-seq data from wild-type Lgr5-GFP-Cre^ERT2^ cells. This information was then used for the simulation of cell-state transitions following single-gene perturbations by projecting results onto established cell trajectory maps. We performed virtual knockouts (vKO) of *Setdb1* and several lineage-specific regulators. The simulation flow for *Setdb1* vKO remarkably mirrored our *in vivo* experimental observations, i.e., a global loss of stability in the stem cell/progenitor pool characterized by disorganized, centrifugal vector fields pointing simultaneously toward multiple lineage outlets across the entire manifold (Figures 7 and S7).

**Figure 7:**
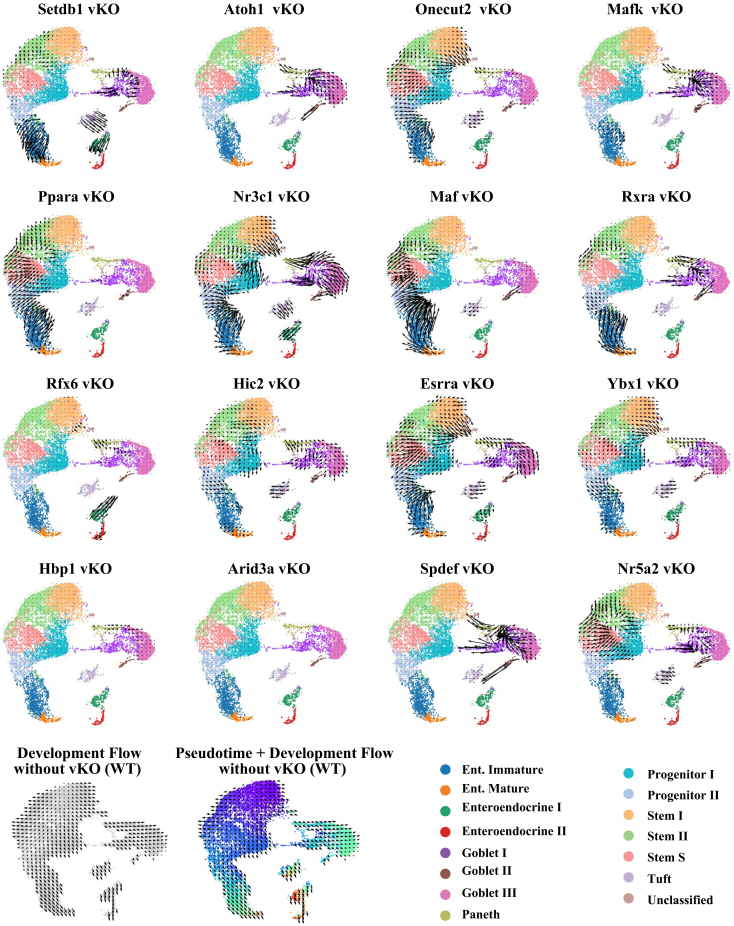
Virtual knockout of *Setdb1* and transcription factors with aberrantly exposed motifs in Stem-I cells displays a repertoire of divergent differentiation trajectories in the intestinal epithelium The panels show UMAP visualization of the trajectories with the simulation flow of in-silico perturbation experiment of Setdb1 (first panel) and the indicated transcription factors on the Lgr5-GFP-Cre^ERT2^ background computed by the CellOracle algorithm. The simulation flow (black arrows) demonstrates the loss of stability in the stem/progenitor compartment and the density and direction of the shift toward various lineage-committed states. Background is colored according to cell cluster identity. Bottom panels depict developmental flow vectors (left panel) and their overlay with cells, colored by pseudotime gradient from violet to red, indicating a normal differentiation trajectory in wild-type cells without virtual knock-out (panel at right).

To compare perturbation-induced flows with the endogenous developmental program, we calculated a developmental vector field from pseudotime following the CellOracle workflow. The similarity between each vKO perturbation vector and the developmental vector at the corresponding grid position was then quantified by the inner product (see STAR Methods). Positive inner-product values indicate local alignment between perturbation and developmental flow, whereas negative values indicate deviation from or opposition to the developmental direction. The magnitude of the inner product is influenced by both directional similarity and vector length.

In the case of *Setdb1* vKO, the inner-product scores were predominantly positive at intermediate pseudotime, indicating local alignment with developmental directions (Figure S8). However, because these positive signals emerged within a globally disordered and multi-directional perturbation field, they are best interpreted as evidence of aberrant multilineage priming and destabilized progenitor exit, rather than coordinated progression along the normal developmental trajectory. This interpretation is consistent with our *in vivo* observations showing impaired orderly differentiation, reduced enterocyte output, and the emergence of alternative differentiation trajectories upon Setdb1 loss.

In contrast to the broad effect of Setdb1 loss, perturbation of lineage-associated regulators, Atoh1 and Spdef,^41^^,^^42^^,^^43^^,^^44^ produced more spatially restricted and heterogeneous outcomes (Figure S8). Atoh1 expression is required for secretory lineage determination, and its loss of function results in the complete loss of secretory cells *in vivo*.^41^^,^^42^ Spdef functions downstream of ATOH1 in the secretory lineage. Loss of Spedf impairs the maturation of goblet and Paneth cells.^44^ In line with this, vKO of *Atoh1* and *Spdef* generated perturbation vectors concentrated within secretory domains, particularly around Goblet/Paneth-associated regions, and these were accompanied by predominantly negative or bidirectional inner-product signatures, indicating lineage-restricted deviation from the baseline developmental flow (Figures 7, S7, and S8).

By contrast, vKO of the other regulators, which are expressed in specific differentiated epithelial cell types, but are not considered lineage determinants, produced mixed patterns. vKO of the enterocyte-enriched *Ppara*, *Esrra*, and *Nr5a2* preferentially altered the absorptive axis, with mixed positive and negative inner-product values depending on pseudotime position, which is consistent with localized rewiring rather than global destabilization. vKO of the other TFs, including *Nr3c1*, *Rxra, Maf/Mafk, Onecut2, Rfx6*, and *Ybx1*, displayed distinct perturbation geometries, whereas vKO of factors such as *Arid3a* and *Hic2* had comparatively weak effects on the overall flow field (Figures 7, S7, and S8).

Collectively, the *in silico* results provide additional evidence that Setdb1 does not simply control a single differentiation path but rather functions as a global epigenetic gatekeeper that stabilizes transitional stem cell states and constrains unscheduled access to multiple lineage programs. Upon loss of Setdb1, cells are not uniformly redirected toward a single alternative fate. Instead, they undergo broad destabilization that permits simultaneous and inappropriate engagement of divergent transcriptional programs. This leads to disordered differentiation trajectories as evidenced by lineage-specific blockages or the activation of alternative differentiation paths in the *Setdb1*-KO mice.

The experimental and *in-silico* simulation results also suggest that premature exposure of TF binding sites in *Setdb1*-KO Stem-I cells is sufficient to promote stochastic binding of the TFs, even if they are expressed at low levels. This provides a mechanistic basis for the observed premature activation of differentiated cell type-specific genes, which could affect differential gene expression and trajectory establishment. Such changes may result in increased transcriptome variations. We therefore tested cell-to-cell variability of gene expression patterns in all stem cell and Progenitor cell clusters. Consistent with the increased global heterogeneity of the scATAC-seq peak areas in *Setdb1*-KO cells, we observed significant changes in Coefficient Variations per Genes in cells within individual stem cell and Progenitor cell clusters, indicating that *Setdb1* inactivation results in significantly enhanced cell-to-cell variations of cellular transcriptomes (Figures 8A and 8B).

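The coefficient of variation (CV) of a gene is the SD of its UMI counts between cells over their mean, here in percent. It was computed per library, for genes with a UMI in at least 10 cells of the class in every Lgr5+ library. Over 10360 genes of stem-like cells, the median CV was 327% and 382% in the WT libraries and 307% and 434% in the Setdb1-KO libraries. The means, 354% ± 38.8 and 371% ± 89.9 (SD, n = 2 libraries each), differed by 16.7 percentage points, less than the spread between the Setdb1-KO libraries (exact two-sided permutation p = 1). Over 10795 genes of progenitor-like cells the median CV was 272% and 310% in WT and 253% and 350% in Setdb1-KO, with means of 291% ± 26.7 and 301% ± 68.8 (SD, n = 2 libraries each; exact two-sided permutation p = 1). The library with the fewest UMIs per stem-like cell, the second Setdb1-KO library with a median of 3737, had the highest CV, and the one with the most, the first with 7924, the lowest. Without the second Setdb1-KO library the difference was -46.8 percentage points in stem-like cells, and without the first it was 80.2. With every cell thinned to 2000 UMIs and equal numbers of cells per library, the CVs were 400% and 420% in WT and 416% and 421% in Setdb1-KO stem-like cells, and 403% and 422% against 412% and 420% in progenitor-like cells. Thinning left out 235 WT and 310 Setdb1-KO stem-like cells, and 29 and 53 progenitor-like cells. Within single stem-like clusters the thinned difference was 3.11, 3.28 and -3.34 percentage points. The paper tested genes across pooled cells, and genes are not replicates, so no p across genes is given. With the replicates of a genotype pooled and all UMIs kept, the difference was 48.8 percentage points in stem-like and 39.0 in progenitor-like cells.

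**Figure D2:**
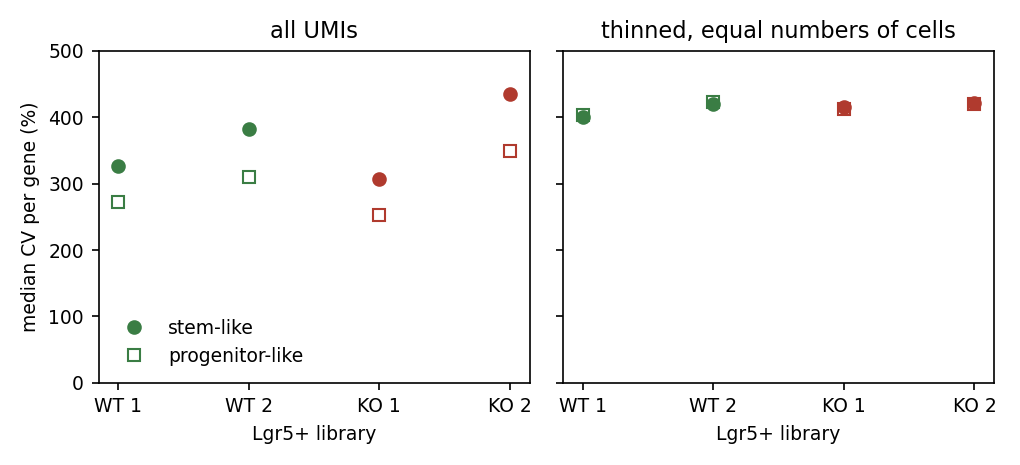
Median CV per gene (%) of each Lgr5+ library (WT 1, WT 2, KO 1, KO 2), with all UMIs on the left and with cells thinned to 2000 UMIs and equal numbers of cells on the right; filled circles are stem-like and open squares progenitor-like cells. With all UMIs the Setdb1-KO libraries are the lowest and the highest of the 4, and after thinning stem-like cells range from 400% to 421%.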

**Figure 8:**
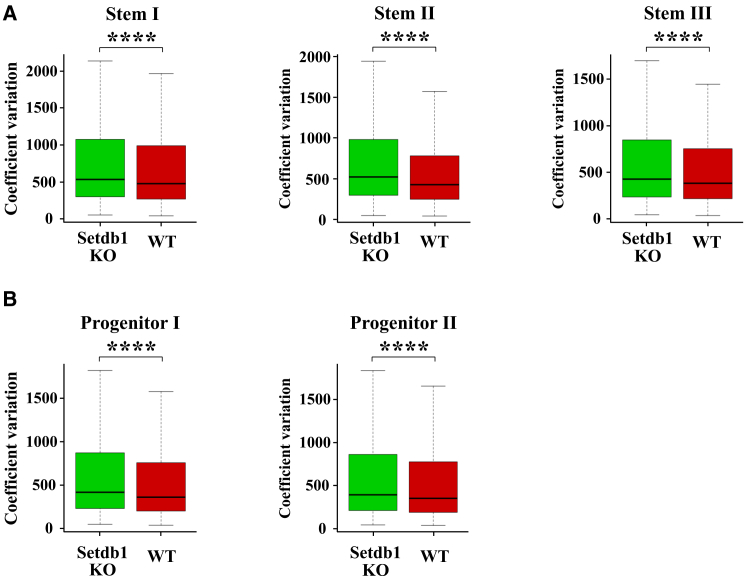
Increased cell-to-cell transcriptional variability in Setdb1-deficient Lgr5^+^ Stem and Progenitor cell clusters (A and B) Boxplots show coefficient variations per gene in cells within Stem-I, Stem-II, and Stem-III clusters (A) and within Progenitor-I and Progenitor-II clusters (B) from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Mann-Whitney-Wilcoxon test, ∗∗∗∗*p* < 2.2 × 10^−16^.

### Moderate reduction of H3K9 methylation outside large heterochromatin domains correlates with the dynamic changes in the transposase-accessible chromatin areas in *Setdb1*-KO cells

We compared the H3K9Me_3_ profiles of FACS-sorted control and *Setdb1*-KO Lgr5^+^-GFP cells. Consistent with the redundancy of Setdb1 function in generating H3K9 trimethylated nucleosomes,^5^^,^^7^^,^^9^^,^^14^ we did not observe significant differences in H3K9Me_3_ peaks between control and *Setdb1*-KO cells at the majority of large heterochromatin domains (Figures 9A, 9B, S6B, and S6C). However, comparing the H3K9Me_3_ CUT&Tag reads within the individual called peaks, we detected a substantial (>20%) drop in 376 out of the total 3035 peaks (Figures 9C and 9D). Importantly, the length of these 376 H3K9Me_3_ CUT&Tag peaks was significantly shorter and less variable, compared to the same number of randomly chosen peaks, in which H3K9Me_3_ reads were not affected by *Setdb1* inactivation (Figure 9E).

**Figure 9:**
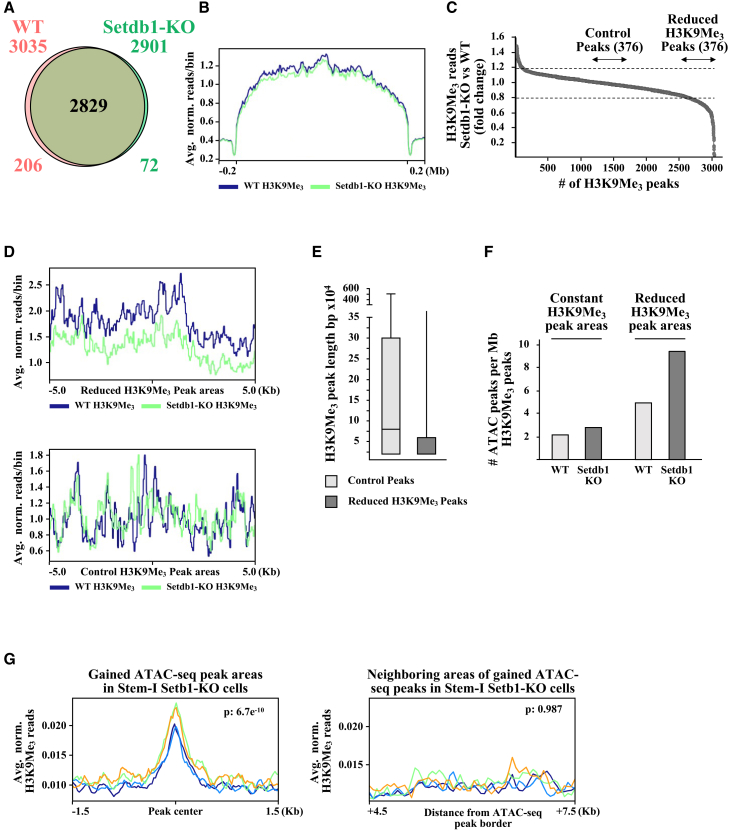
Differential effects of *Setdb1* inactivation on H3K9Me_3_-containing long heterochromatin domains and shorter peak areas in the vicinity of transposase accessible regions (A) Venn diagram shows the extent of overlap of H3K9Me_3_ CUT&Tag peaks between FACS-sorted GFP^+^ cells from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. The peaks were determined by the SICER broad ChIP-seq peak caller tool. (B) Average distribution profiles of the CUT&Tag reads within the SICER-called H3K9Me_3_ peaks indicated in (A). The graph shows average normalized reads per 50 bp bins. (C) Ranked coverage plots of the ratios of H3K9Me_3_ reads within the SICER-called H3K9Me_3_ peak areas between *Setdb1*-KO and WT cells. Dashed lines at ±20% are indicated as the base value of no significant change. The 376 peaks below the 0.8-fold cutoff are called “Reduced H3K9Me_3_ Peaks.” Control peaks are randomly selected peaks with *Setdb1*-KO/WT H3K9Me_3_ read ratios between 0.8 and 1.2-fold. (D) Average distribution profiles of H3K9Me_3_ reads within the 376 selected H3K9Me_3_ peaks containing a reduced number of reads in *Setdb1*-KO cells (upper panel) and the 376 randomly selected control H3K9Me_3_ peaks with unchanged H3K9Me_3_ reads (bottom panel), as indicated in (C). The graph shows average normalized reads per 50 bp bins. (E) Comparison of median peak lengths of the 376 control H3K9Me_3_ peaks and those with a reduced number of reads indicated in (C). (F) Evaluation of the overlaps between the peaks of the control and those with reduced H3K9Me_3_ reads in (C), with ATAC-seq peaks in cells from tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) and Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. (G) Comparison of the average distribution of H3K9Me_3_ reads in the ATAC-seq peak areas gained in *Setdb1*-KO Stem-I cell cluster. Dark and light blue lines show H3K9Me_3_ reads in FACS-sorted GFP^+^ cells from two different tamoxifen-treated Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^ (*Setdb1*-KO) mice. Green and orange lines show H3K9Me_3_ reads in GFP^+^ cells isolated from two different tamoxifen-treated Lgr5-GFP-Cre^ERT2^ (WT) mice. The graph shows average normalized reads per 50 bp bins. The statistical significance between the WT and *Setdb1*-KO profiles was determined by the Wilcoxon rank-sum test. *p* value for the ATAC-seq areas: 6.7e^−10^; *p*-value for the distant control areas: 0.987.

Next, we compared the locations of the existing and the new ATAC-seq peaks in the *Setdb1*-KO cells that overlap with H3K9Me_3_ peaks. As expected, the vast majority of the ATAC-seq peak areas, corresponding to accessible open chromatin, were excluded from the H3K9Me_3_ peaks marking closed heterochromatin domains (Figure S6B). Interestingly, however, the fraction of the ATAC-seq peaks that overlapped with the H3K9Me_3_ peaks was substantially enriched in the peak locations, with decreased H3K9Me_3_ read content in *Setdb1*-KO cells (Figure 9F). Next, we compared the H3K9Me_3_ status in the newly formed ATAC-seq peak areas in *Setdb1*-KO Stem-I cells, using the H3K9Me_3_ CUT&Tag datasets from GFP^+^ cells. Average coverage plots of H3K9Me_3_ reads from GFP^+^ cells centered on the newly formed ATAC-seq peak areas that were identified in *Setdb1*-KO cells revealed a small but statistically significant decrease of the H3K9Me_3_ signals in *Setdb1*-KO cells (Figure 9G), while in control areas outside the gained peak locations, H3K9Me_3_ levels were lower and not significantly altered in *Setdb1*-KO cells (Figure 9G).

Taken together, the above findings suggest that Setdb1-mediated H3K9 methylation regulates chromatin accessibility in a large number of gene-rich open genomic regions. In contrast, Setdb1 function in the majority of large heterochromatin regions is redundant.

## Discussion

Epigenetic enzymes regulate developmental programs through changes in chromatin structure, which influence the accessibility to transcriptional regulators.^7^^,^^11^ Regulation of chromatin accessibility involves dynamic events of heterochromatin compaction and structural transitions to open euchromatin, which control gene activity during ES cell differentiation to specific cell types or during developmental lineage specification.^9^^,^^10^^,^^11^^,^^12^^,^^13^

The main findings of this study demonstrate that the H3K9-methylase Setdb1, apart from its known function in the formation of large heterochromatin domains, plays an important role in controlling chromatin accessibility in open genomic regions in adult intestinal stem cells. This is demonstrated by the re-distribution of ATAC-seq peaks in *Setdb1*-KO cells, which mark transposase accessible open chromatin domains. Our results suggest that mechanisms involving localized changes within established chromatin compartments are important for fine-tuning gene expression patterns, in addition to the known regulatory role of heterochromatin to euchromatin transitions and vice versa. Such delicate regulatory mechanisms may prevent spurious activation or repression of genes, thereby contributing to adult stem cell maintenance and proper differentiation. In line with this notion, we found that the disruption of the tight control of chromatin accessibility in Lgr5^+^ intestinal stem cells leads to premature activation of genes whose expression is normally restricted to specific differentiated epithelial cell types. Premature gene activation is a consequence of premature exposure of TF binding sites in gene regulatory regions, due to the loss of Setdb1-dependent localized chromatin modifications.

The most apparent consequence of the resulting aberrant gene expression profiles is increased cell-to-cell transcriptional variability within well-defined cellular clusters. Cell-to-cell heterogeneity in gene expression, distinct from the intrinsic noise inherently present in cell populations, has been recognized as a potentially important feature to explain biological phenomena.^45^^,^^46^^,^^47^^,^^48^ For example, it has been shown that increased cell-to-cell transcriptional variability is coupled with the aging-dependent response of CD4^+^ T cells to immune stimulation,^49^ and in aging mouse muscle stem cells.^50^ Similar to the aging process, cellular differentiation is also tightly regulated by genetic and epigenetic factors and is modulated by stochastic signaling processes. Such multilevel control mechanisms generate temporally distinct transcriptomes, which characterize the identity of consecutive differentiation states. Since tight regulation is supposed to promote the creation of “more uniform” cellular transcriptomes, it is reasonable to assume that during the transition between the different cellular differentiation states, partial transcriptome diversification in individual cells may be part of the physiological differentiation process (schematically presented in Figure S9). Transition-specific variable transcriptomes must result from a stochastic equilibrium of regulatory factors and chromatin configurations, which determine the phenotypes of the previous and subsequent cellular states. Thus, we speculate that temporary variations restricted to the transition periods may represent a hallmark feature of cellular differentiation and lineage specification.

Disruption of the control mechanisms, such as those driven by the abnormal expansion of open chromatin domains in *Setdb1*-KO cells, can halt the progression of differentiation, resulting in an increased number of cells trapped at the transition states. In agreement with this scenario, we observed abnormal, premature activation of a number of differentiation stage-specific genes in *Setdb1*-KO Lgr5^+^ stem cells, which in turn elicit increased transcriptional variability in individual cells.

The consequences of abnormal gene activation may comprise alterations in stemness features and/or in the differentiation capacity of the cells. This possibility is supported by the strong dependence of Lgr5^+^ stem cells on Setdb1 function to generate intestinal organoid structures *in vitro*. The requirement of Setdb1 for the proper differentiation of intestinal stem cells was further demonstrated by the findings of *in vivo* lineage tracing assays, where a dramatic accumulation of stem cell clusters was observed in mice carrying conditionally inactivated *Setdb1* alleles. The number of mature absorptive enterocytes was severely reduced in *Setdb1*-KO Lgr5^+^ stem cell-derived progeny, in parallel with a comparable loss of cells in the Progenitor II cell compartment. According to our trajectory analysis, this latter cluster appears to represent a unipotent transition state toward the enterocyte lineage. This suggests that in the absence of Setdb1, the above differentiation path is blocked at the very early stage during the transition of Stem cells to Progenitor II cells.

Interestingly, all major secretory lineages were still readily identifiable among the progeny of Setdb1-deficient Lgr5^+^ stem cells, indicating that loss of Setdb1 does not block secretory differentiation per se. Only minor shifts were observed overall, with a slight reduction in Paneth cells and modest increases in Goblet, Tuft, and EEC cells. The one clear exception was the Goblet-I cell cluster, which expanded markedly, suggesting that this specific cell subtype is uniquely sensitive to Setdb1 loss. Goblet-I cell cluster appears to be derived directly from Progenitor I/TA cells and corresponds to the immediate precursor of Goblet-II and Goblet-III clusters. The accumulation of both Progenitor-I/TA and Goblet-I cell types following *Setdb1* inactivation suggests that cells escaping the first block of the hierarchical differentiation paths are halted at a second differentiation checkpoint at the Progenitor cell state. Nonetheless, the existence of Lgr5^+^ stem cell-derived secretory and endocrine-related cell types in *Setdb1*-KO mice suggests that these defects can be partially rescued by the activation of alternative lineage trajectories, through which they can arise directly from the Stem-I cell population. The activation of such alternative trajectories is likely to be facilitated by the increased transcriptional variability of cells that are blocked at intermediate differentiation checkpoints, which could provide cells with the flexibility to explore multiple differentiation directions (Figure S9).

Taken together, the results demonstrate that regulated chromatin accessibility impacts stage-specific transcriptome changes and plays an important role in executing proper differentiation paths in the intestinal epithelium. Perturbation of chromatin structure leads to aberrant and premature activation of genes. This results in increased cell-to-cell transcriptome variability for an extended period of time and in the inhibition of stem cell differentiation. Disruption of chromatin-controlled processes completely blocks differentiation into absorptive enterocytes. However, the activation of alternative differentiation paths compensates for the loss of secretory and endocrine-related cells, highlighting the remarkable plasticity in intestinal lineage specification regulation.

### Limitations of the study

The single-cell RNA-seq approach combined with single-cell ATAC-seq in this study provides an unprecedented resolution for identifying condition-dependent dynamics of individual cellular clusters within complex tissue and for understanding gene regulatory mechanisms involved in the transition between cellular states. However, single-cell approaches have some limitations, which should be acknowledged for the interpretation of the data of this study. First, despite the sophisticated statistical analyses employed, the intrinsic data sparsity and stochastic dropout phenomena characteristic of single-cell RNA sequencing may have precluded rare transcripts or transient changes in a small number of cells, which could result in missing regulatory pathways governed by TFs of low abundance. Second, the standard scRNA-seq approach used here does not provide spatial information, which would illuminate additional control mechanisms, especially in the intestinal epithelium, where the different cell types are hierarchically organized in the internal space of the gut. Third, the current study was designed to study *Setdb1* inactivation at a very early time point, before endogenous retrovirus activation, which would obscure specific chromatin structure-mediated effects of Setdb1 in the regulation of developmental genes. While the absence of substantial retrovirus activation was excluded by bulk RNA sequencing, one cannot exclude the possibility that it may have occurred in a small number of cells, which, due to the relatively low sequencing depth of the scRNA-seq approach, escaped detection. An additional limitation is coming from the fact that current single-cell ChIP-seq or CUT&Tag techniques lack robustness and cannot detect subtle but biologically relevant chromatin modification changes. For this reason, chromatin modification changes in Stem-I cell cluster were evaluated by bulk CUT&Tag assays in sorted GFP^+^ cells, which lowers detection limits when extrapolated to a specific subcluster of the respective cell population. Nevertheless, taking this into consideration, the small and statistically significant changes at the new ATAC-seq regions observed by bulk CUT&Tag point to a biologically relevant effect.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Iannis Talianidis ().

### Materials availability

Research materials generated in this study will be provided by the lead contact upon request.

### Data and code availability

• **Data:** Source Data files for the Total RNA-seq, scRNA-seq, scATAC-seq, and CUT&Tag sequence data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE279796 as listed in the key resources table.
• **Code:** All original code and computational analysis pipelines used in this study have been deposited at the web-based platform GitHub and are publicly available in https://github.com/GCMLab-Forth/scRNA_scATAC_analysis; https://github.com/Orsalia/Setdb_project.
• **Other items:** Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank M. Koukaki and E. Moltsanidou for technical assistance and discussions during the course of the work; E. Stratidaki and N. Gounalaki of the IMBB-Genomics facility and I. de la Rosa of the Core Genomics Unit of HMGU for assistance with the library preparations. This work was supported by the “Basic research Financing (Horizontal support of all Sciences)” under the National Recovery and Resilience Plan “Greece 2.0” funded by the European Union–NextGenerationEU, H.F.R.I. Project:15276 (to IT and M.D.L), the AXA Research Fund Chair in Epigenetics Program #2016 (to IT); the CIDEGENT program: CIDEXG/2023/30 and internal funds from the Helmholtz Pioneer Campus (to C.P.M-J).

## Author contributions

I.P. and I.T. conceived and designed the study. I.P., I.K.D., and H.K. performed experiments and evaluated the results. D.B., M.S., L.Z., I.G., and O.H. performed bioinformatics analyses of the data. E.D. analyzed histological data. C.P.M-J, M.D.L., and I.T. supervised the project. I.T. wrote the manuscript. All of the authors reviewed and edited the manuscript.

## Declaration of interests

The authors declare no competing interest.

## Declaration of generative AI and AI-assisted technologies in the writing process

No generative AI or AI-assisted technologies were used during the preparation of this work.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat anti-rabbit AlexaFluor 594	Cell Signaling	CAT#8889S RRID:AB_2716249
Goat anti-mouse AlexaFluor 488	Cell Signaling	CAT#4408S RRID:AB_10694704
Anti-HNF4a	Cell Signaling	CAT#3113 RRID:AB_2295208
Anti-Lyzozyme	ABCAM	CAT#AB36362 RRID:AB_776115
Anti-Mucin 2 (F2)	Santa Cruz Biotechnology	CAT#sc-515032; RRID: AB_2815005
Anti-H3K9Me3	ABCAM	CAT# AB8898 RRID:AB_306848

**Chemicals, peptides, and recombinant proteins**		

Advanced DMEM/F12	GIBCO	CAT#12634-010
N2 Supplement	GIBCO	CAT#17502048
B27 Supplement	GIBCO	CAT#12587010
N-acetylcysteine	SIGMA	CAT#A9165
EGF	R&D SYSTEMS	CAT#236-EG
Nicotinamide	SIGMA	CAT#N0636
Y27632	SIGMA	CAT#Y0503
SB431542	SIGMA	CAT#S4317
Fetal Bovine Serum (FBS)	GIBCO	CAT#10270-106
TrypLE	INVITROGEN	CAT#12604-013
Defined Trypsin Inhibitor	GIBCO	CAT#R007
Complete^TM^ EDTA-free protease Inhibitor Coctail	ROCHE	CAT#11836170001
CUTANA pA/G-Tn5	Epicypher	CAT# 23615-1017
TAPS	SIGMA	CAT#T9130
AMPure beads	Beckman Coulter	CAT#A63881
Optimal Cutting Temperature (OCT) medium	TISSUE-TEK	CAT#4583
DAPI	APPLICHEM	CAT#A4099
Mowiol® 4-88 Reagent	EMD Millipore	CAT#475904
G418	GIBCO	CAT#11811-031
Hygromycin	INVITROGEN	CAT#10687010
Matrigel	R&D SYSTEMS	CAT#3532-010-02
Concanavalin A-conjugated magnetic beads	Epicypher	CAT#23621-1401
Digitonin	APPLICHEM	CAT#A1905
Tamoxifen	MERCK	CAT#T5648

**Critical commercial assays**		

10x Genomics Single Cell 3’Reagent Kit v3.1	10xGenomics	CAT#1000268
Dual Index kit TT SetA	10xGenomics	CAT#1000215
Chromium Next GEM Single Cell ATAC Reagent Kit v1.1	10xGenomics	CAT#1000176
CollibriTM Library Quantification Kit	Thermo Fisher	CAT#A38524100
Bioanalyzer High Sensitivity DNA Analysis Assay Kit	Agilent	CAT#5067-4626
CORALL Total RNA Library preparation kit	Lexogen	CAT#175.24

**Deposited data**		

scRNA-seq, Total RNA-seq, scATAC-seq, CUT&Tag data	This paper	GSE279796

**Experimental models: Cell lines**		

L-WRN cells	ATCC	ATCC CRL-3276

**Experimental models: Organisms/strains**		

B6.129P2-*Lgr5*^*tm1(cre/ERT2)Cle*^/J	Barker at al.^25^ 2007; Jackson Laboratory	RRID: IMSR_JAX:008875
B6N.129S6-*Gt(ROSA)26Sor*^*tm1(CAG-tdTomato*^*∗*^*,-EGFP*^*∗*^*)Ees*^/J	Prigge et al.^51^ 2013; Jackson Laboratory	RRID: IMSR_JAX:023537
C57BL/6J	Jackson Laboratory	RRID: IMSR_JAX:000664

**Software and algorithms**		

CellRanger version 6.1.1	10xGenomics	https://github.com/10XGenomics/cellranger
DoubletFinder	McGinnis et al.^52^ 2019	https://github.com/chris-mcginnis-ucsf/DoubletFinder
Seurat	Butler et al.^53^ 2018	
SCP tool		https://github.com/zhanghao-njmu/SCP
Slingshot	Street et al.^35^ 2018	https://github.com/kstreet13/slingshot
ArchR	Granja et al.^54^ 2021	https://github.com/GreenleafLab/ArchR
FastQC		https://www.bioinformatics.babraham.ac.uk/projects/fastqc
TEtranscripts (version 2.2.3)	Jin et al.^55^ 2015	https://github.com/mhammell-laboratory/TEtranscripts
deepTools	Ramirez et al.^56^ 2016	https://github.com/deeptools/deepTools
MACS	Zhang et al.^57^ 2008	https://github.com/macs3-project/MACS
SICER2	Xu et al.^58^ 2014	https://github.com/zanglab/SICER2
Trimmomatic	Bolger et al.^59^ 2014	https://github.com/usadellab/Trimmomatic
HISAT	Kim et al.^60^ 2015	https://github.com/DaehwanKimLab/hisat2
Harmony version 4.1	Perkin Elmer	https://www.revvity.com/
Pyscenic	Van de Sande et al.^39^ 2020	
CellOracle	Kamimoto et al.^40^ 2023	https://github.com/morris-lab/CellOracle

### Experimental model and study participant details

#### Mice

Lgr5-GFP-Cre^ERT2^ (B6.129P2-*Lgr5*^*tm1(cre/ERT2)Cle*^/J)^25^ and ROSA(CAG-tdTomato∗,EGFP∗)Ees (called nTnG) (B6N.129S6-*Gt(ROSA)26Sor*^*tm1(CAG-tdTomato*^*∗*^*,-EGFP*^*∗*^*)Ees*^/J)^51^ mice were obtained from Jackson Laboratory. Setdb1^lox/lox^ mice carrying floxed exon 3 alleles were generated by crossing Setdb1^tm1a(EUCOMM)Wtsi^ mice, obtained from Wellcome Trust Sanger Institute, with B6.129S4-*Gt(ROSA)26Sor*^*tm2(FLP*^*∗*^*)Sor*^/J mice, obtained from Jackson Laboratory. After verifying flp recombinase-mediated deletion and recombination of the FRT site-flanked LacZ/neomycin cassette, the flp transgene was removed by serial back-crossing with C57Bl6 mice. Lgr5-GFP-Cre^ERT2^/ Setdb1^lox/lox^, Lgr5-GFP-Cre^ERT2^/nTnG and Lgr5-GFP-Cre^ERT2^/ Setdb1^lox/lox^/nTnG mice were obtained by crossing the respective mouse strains, as described in Figures S1B–S1D, respectively. The resulting mice were fertile and viable over 8 months of age. Mice were kept in grouped cages in a temperature-controlled, pathogen-free facility on a 12-hour light/dark cycle and fed with standard chow diet containing 19% protein and 5% fat (Altromin 1324) and water *ad libitum*. All animal experiments were approved by the Ethical Review Board of IMBB-FORTH and the Animal Ethics Committee of the Prefecture of Crete (#90835) and were performed in accordance with the respective national and European Union regulations. All experiments were performed in randomly chosen age-matched male mice. No blinding was used in this study. Unless otherwise indicated, mice were treated and analyzed at 60-65 days after birth. Treatment of mice were performed with intraperitoneal injections of either vehicle (corn-oil) or 70 mg/kg Tamoxifen.

### Method details

#### Isolation of intestinal epithelial cells

To isolate crypts, the ileum was dissected and washed with cold phosphate buffered saline (PBS) using blunt-ended syringe, opened longitudinally with a scissor and cut into 3-5 mm pieces. After extensive washing with cold PBS, the tissue fragments were resuspended in 30 volumes of cold PBS, containing 20 mM EDTA and incubated with constant shaking for 30 min at 4°C. The tissue fragments allowed to settle by gravity to remove supernatant and resuspended in cold PBS. After vigorous shaking and trituration with 10ml pipette the tissue pieces were collected by gravity sedimentation. The supernatant was discarded and the PBS extraction was repeated 7 to 9 times, until the supernatant contained mainly crypts, as verified by microscopic examination. The final supernatant containing enriched crypt fraction was passed through 70 μm cell strainer and centrifuged at 400g for 5 min. To isolate epithelial cells, the crypt pellets were incubated in 10 volumes of preheated TrypLE Express (Gibco) for 4.5 min at 37°C. The reactions were stopped by the addition of equal volume of Defined Trypsin Inhibitor (Gibco). The cells were passed through 40 μm cell strainer, centrifuged at 400g for 5 min and resuspended in ice-cold PBS containing 1 mM EDTA and 2% FBS. GFP^+^ cells were sorted using BD FACSAria III cell sorter gated by forward scatter, side scatter and pulse width parameter at a flow rate of 3-5000 events/second.

#### Immunostaining assays

For immunofluorescence staining, freshly isolated ileal fragments were cut longitudinally and washed with PBS. The tissue fragments were prefixed in 4% paraformaldehyde (PFA) in PBS for 2 hours at room temperature and treated 30% ice cold sucrose, before embedding in Optimal Cutting Temperature (OCT) embedding medium and were frozen in liquid nitrogen. Frozen sections (5 to 7 μm thick) were air dried blocked in 5% BSA in PBS containing 0.1% Triton X-100 for 1 hour and then incubated with 1% BSA, 0.1% Triton X-100 in PBS with the indicated primary antibodies at 4°C overnight. After incubation with AlexaFluor 594- or AlexaFluor 488-conjugated goat anti-rabbit or anti-mouse secondary antibodies for 1 hour at room temperature and counterstained with 1 μg/ml DAPI for 10 min, the slides were covered with Mowiol® 4-88 Reagent (EMD Millipore, 475904), as described.^61^ Fluorescence images were observed using a Leica TCS SP8 confocal microscope.

#### High content microscopy analyses of wide field and confocal images

Isolated intestinal epithelial cells were plated onto glass cover slips and fixed with 4% paraformaldehyde (PFA). Following antibody staining, immunofluorescence images were acquired with a 20x or 40x lens (Olympus, Shinjuku City, Tokyo, Japan) with an Operetta High Content Screening Microscope (HCSM, PerkinElmer, Waltham, MA, USA) in wide field and analyzed using Harmony software v4.1.

To estimate relative protein expression levels, antibody-stained epithelial cells were segmented based on DAPI nuclear staining. Clusters of adjacent cells were excluded from the analysis. Among the remaining cells, only GFP-positive populations were selected, and for these, the nuclear sum intensity of the target protein signal was quantified. The resulting values were plotted using GraphPad Prism v6.

#### Organoid cultures

About 500 FACS-sorted GFP^+^ cells were resuspended in 50 μl Matrigel and applied to pre-warmed tissue culture plates to form hemispherical droplets. Following solidification, medium containing Advanced DMEM/F12, 2 mM Glutamax, 10 mM Hepes, 100 U/ml penicillin, 100 μg/ml streptomycin, N2 Supplement (1x), B27 Supplement (1x), 1 mM N-acetylcysteine, 50 ng/ml EGF, 10 mM Nicotinamide, 10 μM Y27632, 10 μM SB431542 and 50% conditioned WRN medium was added to cover the Matrigel domes. The medium was changed every 2 days for the indicated times.

Conditioned WRN medium was prepared from L-WRN (ATCC CRL-3276) cells expressing Wnt3A, R-spondin and Noggin.^62^ The cells were grown in DMEM/10%FBS supplemented with 0.5 mg/ml G418 and 0.5 mg/ml Hygromycin. To prepare conditioned medium, the cells were split and grown in DMEM/10%FBS, without the selection antibiotics until confluence. Fresh DMEM was added without FBS and the cells were incubated for 24 hours at 37°C. The supernatant was collected and the plates were replaced with new medium. Supernatants from 4 successive 24-hours incubations were collected and stored in -20°C. For passaging organoids, the cells in Matrigel were resuspended in 500 μl TrypLE Express supplemented with 10 μM Y-27632 and incubated for 5 min at 37°C. After the addition of equal volume of Defined Trypsin Inhibitor, the suspension was extensively triturated using glass Pasteur pipette. After counting the cells were re-seeded using Matrigel.

#### CUT&Tag assays

CUT&Tag assays were performed as described previously.^63^ Briefly, nuclei were prepared from the isolated, FACS-sorted GFP^+^ intestinal epithelial cells by resuspension in 10 volumes of ice-cold Swelling Buffer, containing 10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_ and protease inhibitor cocktail (Complete^TM^ EDTA-free, Roche). After centrifugation at 400g for 5 min at 4°C, the pellet was resuspended in Lysis Buffer, containing 10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_, 10% glycerol, 1% NP40 and protease inhibitor cocktail. After incubation in ice for 3 min the nuclei were collected by centrifugation for 5 min at 400g, at 4°C, washed twice with PBS. Then, 10^5^ nuclei were resuspended in a buffer containing 20 mM HEPES–KOH pH 7.9, 10 mM KCl, 0.1% Triton X-100, 20% Glycerol, 0.5 mM Spermidine, protease inhibitor cocktail and incubated for 10 min with Concanavalin A-conjugated magnetic beads (Epicypher) that were previously activated by repeated washings with a buffer containing 20 mM HEPES pH 7.9, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_. The reactions were supplemented with 0.5 volume of a buffer containing 20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail, 0.01% Digitonin, 2 mM EDTA and 0.5 μg of the anti-H3K9Me_3_ or IgG negative control primary antibodies. The samples were incubated overnight at 4°C by gentle agitation. The beads were then supplemented with a buffer containing 20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail, 0.01% Digitonin and 0.5 μg of anti-rabbit secondary antibody (Epicypher). After incubation at room temperature for 30 min, the beads were washed twice with the same buffer and resuspended in the same buffer containing 300 mM NaCl. Protein A/G-fused Tn5 transposase protein (CUTANA pA/G-Tn5, Epicypher) was added and the samples were incubated for 1 hour at room temperature followed by washing with a buffer containing 20 mM HEPES-NaOH, pH 7.5, 300 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail and 0.01% Digitonin. The beads were collected and resuspended in the above buffer containing 10 mM MgCl_2_, incubated for 1 hour at room temperature, washed once with 10 mM TAPS pH 8.5 and 0.2 mM EDTA and incubated with 10 mM TAPS pH 8.5 and 0.1% SDS for 1 hour at 58°C, to release DNA. After quenching by the addition of 3 volumes of 0.67% Triton-X100, the samples were subjected to PCR reaction (14 cycles) using universal i5 primers and barcoded i7 primers. After cleanup with AMPure beads (Beckman Coulter), quantification and quality evaluation in Agilent Bionalyzer, the libraries were sequenced using Illumina NextSeq500 platform.

#### Single-cell RNA-seq sample preparation and sequencing

After isolation of GFP^+^ cells using BD FACSAria III cell sorter, viable cells were fixed using 10% DMSO in media and stored at -80°C until further use. Two independent biological replicates were used for Lgr5^+^ WT and Lgr5^+^ *Setdb1-*KO mice respectively. Cells were washed twice in PBS/ BSA 0,02% and centrifuged at 300 × g for 5 min at 4°C. The samples were processed according to the 10x Genomics Single Cell 3′ Reagent Kit User Guide. cDNA was assessed using a Bioanalyzer High Sensitivity DNA Analysis assay (Agilent) and the libraries were quantified using the Collibri™ Library Quantification Kit (Thermo Fischer Scientific, A38524500) in a QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher Scientific). The pooled library was sequenced using SP100 flow cells in a NovaSeq6000 sequencer (Illumina) at the HMGU Core Facility for NGS Sequencing at a sequencing depth of 40,000 reads per cell.

#### Single-cell ATAC-seq library preparation and sequencing

A single-cell paired-matched analysis of the assay for transposase-accessible chromatin with sequencing (scATAC-seq) was performed with approximately 300,000 pre-sorted cells from the same cell suspension that were used for scRNAseq library preparation. The cells were pelleted by centrifugation at 300 × g for 5 min at 4°C, washed twice with pre-chilled 1 ml of PBS/0.2%BSA and resuspended in 100 ml of Lysis buffer for 5 minutes, according to the Nuclei Isolation for Single Cell ATAC Sequencing demonstrated protocol (CG000169, 10X Genomics). The isolated nuclei were counted under a microscope and proceeded to Tagmentation reaction according to the manufacturer’s protocol (Chromium Next GEM Single Cell ATAC Reagent Kits v1.1, manual CG000209, RevD). Briefly the nuclei after transposition were loaded in a chip H and after GEM generation and clean-up, they were subjected to 9 cycles indexing PCR reaction. The final scATAC libraries were assessed using a Bioanalyzer High Sensitivity DNA Analysis assay (Agilent) and the Collibri™ Library Quantification Kit as above. Sequencing was performed in a SP 100 flow cell in a NovaSeq 6000 sequencer (Illumina) at the HMGU Core Facility for NGS Sequencing with the sequencing length recommended by 10x Genomics (50, 8, 16, 50). On average, 50,000 reads per nucleus were yielded.

#### Single-cell RNA-seq data analysis

Initial preprocessing was performed using the CellRanger pipeline (version 6.1.1, 10x Genomics), including alignment to the reference genome, barcode demultiplexing, and unique molecular identifier (UMI) counting. The CellRanger web summary report provided metrics such as the estimated number of cells, median genes per cell, and the percentage of reads mapping to the genome.^64^

To identify and remove potential doublets, the DoubletFinder algorithm^52^ was applied using the following parameters: pN = 0.25, pK = 0.09, the expected number of doublets (nExp), and the first 10 principal components (PCs = 1:10). The doublet detection rate was based on nExp, calculated from the estimated number of cells and the experimental protocol. Cells identified as doublets were excluded from further analysis.

Post-doublet removal, quality control filtering was performed using the Seurat package (version 5.0.3)^57^ to retain high-quality cells. Cells were filtered based on the following criteria: a number of detected features (genes) per cell between 200 and 4000, a mitochondrial gene expression percentage below 5%, and a total RNA count not exceeding 18,000.

Normalization was conducted using the “LogNormalize” method, followed by the identification of the top 2,000 highly variable genes with the variance-stabilizing transformation (vst) method. The data were then centered and scaled, and principal component analysis (PCA) was used for dimensionality reduction. A nearest neighbor graph was constructed using the top 10 principal components, and cells were clustered using the Louvain algorithm at a resolution of 0.5 via the Seurat FindClusters function. Clustering was visualized with Uniform Manifold Approximation and Projection (UMAP). The resulting Seurat object was then input into the SCP (Single-Cell Pipeline) tool (https://github.com/zhanghao-njmu/SCP) for visualization and trajectory inference using the Slingshot algorithm.^35^

#### Assessment of cell-to-cell transcriptome variation

Cell-to-cell heterogeneity in mRNA expression was assessed as described before^49^ by calculating the coefficient of variation (CV) in gene expression separately for wild-type and knockout cells. Gene count matrices were generated for each condition, and the CV for each gene was computed as the standard deviation of gene expression divided by the mean expression, multiplied by 100. Boxplots were generated to visualize differences in CV between conditions, and statistical significance was assessed using a Wilcoxon rank-sum test.

#### Single-cell ATAC-seq data analysis

Initial preprocessing was performed using the CellRanger pipeline (version 6.1.1, 10x Genomics), including alignment of reads to the reference genome and generation of BAM files. The BAM files were normalized using the *bamCoverage* tool from deepTools (version 3.3.2)^59^ with the BPM (Bins Per Million) method. We filtered out cells with less than 2.000 fragments and cells with TSS enrichment less than 4. For dimensionality reduction, Latent Semantic Indexing (LSI) was employed using the *addIterativeLSI* function of ArchR.^54^ Cells were clustered based on the reduced LSI space using a k-nearest neighbors (kNN) algorithm (*addClusters* function). The resolution of clustering was determined empirically to maximize biological relevance. Gene scores were calculated with the *addGeneScoreMatrix* function, which estimates gene expression by computing accessibility of regulatory elements near gene bodies and promoters. Integration of scATAC-seq and scRNA-seq data was carried out using ArchR’s *addGeneIntegrationMatrix* function. Gene expression profiles from matched scRNA-seq data were mapped to scATAC-seq cells by comparing the gene score matrix from scATAC-seq with the gene expression matrix from scRNA-seq. Cells were paired based on similarity in their profiles, allowing the assignment of gene expression information to the scATAC-seq cells.

Peak calling of scATAC-seq was performed as follows. After the integration was made, we performed peak calling per cluster per condition. Using the functions of *addGroupCoverages* and *addReproduciblePeakSet* ArchR first builds a coverage profile for each group of cells and then calls Peaks using MACS2.^57^ Then, with the *getBW* function and *ReadsInTSS* normalization method bigwig files were generated that were used for the cluster specific browser plots and the intensity heatmaps (Figure 6A). Intensity plots of ATAC-seq signals were generated using the *computeMatrix* function of *deeptools* with reference points. To create the reference peak list, we used the union of common and unique peaks of Stem-I-WT and Stem-I-KO cells obtained by the function intersect and subtract of bedtools (Figure 6A).

#### Peak-to-gene linkage analysis

To explore potential regulatory relationships between chromatin accessibility and gene expression, peak-to-gene linkage analysis was performed using the *addPeak2GeneLinks* function in ArchR^54^ with a maximum distance of 250.000bp, a correlation cutoff equal to 0.45 for only the Stem-I-KO and Stem-I-WT cells. This analysis identifies correlations between peaks and gene expression by considering accessibility and expression values across cells. The fact that two elements are only accessible in a particular cell community does not necessarily mean that they have a regulatory relationship with each other. However, when a reachable peak is continuously accessible whilst a nearby gene is transcribed, we can deduce that this peak is a potential regulatory transcriptional element of the associated (linked) gene. Finally, results were visualized with the *plotPeak2GeneHeatmap* function, which displays the peak-to-gene links for cells within the Stem-I cluster using an FDR cutoff of 1e^-04^. When we used the *addPeak2GeneLinks* function for only the Stem-I-WT and then only for the Stem-I-KO we could generate the number of peaks that were associated for each gene in these two conditions. Cumulative distribution analysis (R) allows to represent the proportion of regions with more or less than a specific threshold value for peak-to-genes observations (number of ATAC regions associated with one given gene).

#### Motif analysis and identification of transcriptional regulators

Motif annotations of our scATAC-seq regions were added using the CIS-BP motif database (*addMotifAnnotations*, and background peak sets were generated with *addBgdPeaks* to enable bias-corrected analyses. ChromVAR deviation scores were calculated with *addDeviationsMatrix* to quantify motif accessibility deviations across groups. Correlation analyses between motif accessibility (MotifMatrix) and gene expression (GeneIntegrationMatrix) were performed with *correlateMatrices*. Motifs were classified as active transcription factors if they displayed strong positive correlation with gene expression (correlation > 0.5), statistical significance (p adjusted < 0.05). Motif activity z-scores of active Transcription Factors were aggregated by cell type and condition using getGroupSE and were plotted normalized (Figure 6C) and as a distribution (Figure 5D).

#### Analysis of transcription factor regulons

Regulatory Networks for selected Transcription Factors were identified using PyScenic pipelines,^39^ using as potential Transcription factors the *mm_mgi_tfs.txt* list provided by the Pyscenic tutorial pipelines and as motive database: *mm10_10kbp_up_10kbp_down_full_tx_v10_clust.genes_vs_ motifs.rankings.feather.* To ensure reproducibility we run the pipelines 10 times with a different starting seed before processing the results. For the resulting regulon files, we kept as “significant” regulon the regulons with the maximum NES score (i.e., those with the best motive enrichment score). For all the appearing regulons, we summed all the AUC scores per condition and divided them by 10.

Those mean AUC scores were integrated to the *scanpy* object. To measure the importance of the difference of regulons activity score between clusters, we performed either t-test of Mann-Whitney test, based on the existence or not of the normality of the cluster AUC scores. We then corrected for multiple testing and used the p-adjusted values for our next comparisons. Our null hypothesis was that the Knockout cluster presented less activity on these regulons.

#### Analysis of H3K9me_3_ CUT&Tag data

For the analysis of H3K9me_3_ CUT&Tag data, the quality of all FASTQ files was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). Low-quality bases and adapter sequences were trimmed using Trimmomatic (version 0.39).^59^ The cleaned FASTQ files were aligned to the UCSC mm10 mouse genome using HISAT2 (version 2.1.0)^63^ with default settings, retaining only reads with a mapping quality score greater than 30. BAM files were converted to BigWig format using deepTools (version 3.3.2)^59^ and visualized in the UCSC Genome Browser. Read counts were standardized by down sampling to match the sample with the fewest reads, and peak regions were identified using SICER2.^58^

Average coverage profiles across peak centers of H3K9me_3_ and ATAC-seq data were computed and visualized using DeepTools.^56^ H3K9Me3 chip-seq aligned bam files for the wild-type and *Setdb1*-KO were normalized according to their geometric mean. The sum of reads from each of the 4 individual samples was estimated and their geometric mean across samples was evaluated. Dividing each sum by the geometric mean resulted in the scaling factors and the reads from each sample library were divided by this factor. The normalized libraries were converted to bigwigs using genomeCoverage bedtools function. The computeMatrix function was used as follows : *computeMatrix reference-point --referencePoint gene -b 1500 -a 1500 -R genes.bed -S sampleKO1.bw sampleKO2.bw sample1.bw sample2.bw --shift 0 0 30 30 --binSize 10 -o genes_shifted_matrix.gz.* Plotprofile function was then evaluated, *i.e plotProfile∖-m genes_shifted_matrix.gz—samplesLabel “sample12”KO “sample2_shift+150_WT” ∖ -out genes_two_profiles_shifted.png*.

#### Total RNA purification and RNA-sequencing for retroviral transcript detection

Total RNAs were purified from the FACS-sorted GFP^+^ epithelial cells using Trizol extraction, as described previously.^61^ Briefly, the cells were resuspended in 10 volumes of Trizol reagent by brief vortexing, followed by incubation at room temperature for 5 min. After the addition of 0.2 volumes of chloroform and further incubation at room temperature for 3 minutes, the samples were centrifuged at 12000 g for 15 minutes at 4°C and the aqueous phase was collected and precipitated by the addition of equal volume of isopropanol. After 10 minutes’ incubation at room temperature, the RNA was collected by centrifugation at 12000g for 15 minutes. The pellet was resuspended in H_2_O and re-precipitated with ethanol. The RNA samples were further purified by digestion with 10 units of DNase-I for 10 min at 37°C, followed by purification with phenol/chloroform extraction and ethanol precipitation.

To obtain maximal 5’ coverage, RNA-seq libraries were generated using CORALL Total RNA Library preparation kit from Lexogen and sequenced in an Illumina NextSeq 500 system.

Transposable element (TE) and gene expression levels were quantified using TEtranscripts (version 2.2.3)^65^. RNA-seq data were aligned to the reference genome, and TEtranscripts was used to estimate the expression of both TEs and protein coding genes. Following the differential expression analysis, RPKM (Reads Per Kilobase of transcript, per Million mapped reads) values were calculated for comparisons of individual TE transcripts and protein coding transcripts.

#### Data processing for trajectory inference and gene regulatory network (GRN) construction

The scRNA-seq datasets for control (Lgr5-GFP-Cre^ERT2^) and *Setdb1*-KO (Lgr5-GFP-Cre^ERT2^/Setdb1^lox/lox^) were processed using the Seurat (v4.0) and Scanpy (v1.9) frameworks. Low-quality cells with fewer than 200 genes or mitochondrial content exceeding 10% were excluded. After normalization and principal component analysis (PCA), dimensionality reduction was performed using UMAP to visualize cell clusters and lineages. Developmental trajectories and lineage branching were inferred using Slingshot, with Lgr5^+^ Stem-I cell clusters designated as the starting point. For temporal resolution, Diffusion Pseudotime (DPT) was calculated to map the progression of cells from a stem-like state to terminal differentiated fates across the intestinal manifold.

To model the regulatory landscape, we employed CellOracle (v0.12.0) to reconstruct gene regulatory networks (GRNs).^40^ A base GRN was first established using the CellOracle built-in database to link transcription factors (TFs) to their potential target genes. We then refined this network using our control (Lgr5-GFP-Cre^ERT2^) scRNA-seq data to build a cluster-specific GRN, utilizing the *oracle.get*_cluster_specific_Trancription Factor network function to identify active regulatory links within the intestinal epithelium.

#### In silico gene perturbation and virtual knockout (vKO) analysis

To evaluate the functional impact of Setdb1 and its downstream targets, we performed in silico gene perturbation analysis using the CellOracle framework.^40^ First, *Setdb1* was virtually inactivated by setting its expression to zero in the control (Lgr5-GFP-Cre^ERT2^) gene regulatory network (GRN) model. The resulting shift in cell state was computed using *oracle.simulate_shift*, and the predicted perturbation vectors were projected onto the UMAP manifold as a vector field. We then perturbed 15 transcription factors identified as aberrantly activated or associated with increased chromatin accessibility in Setdb1-deficient cells and examined the direction and magnitude of the predicted vector flows for each virtual knockout (vKO).

To compare perturbation-induced flows with the endogenous developmental program, we additionally calculated a developmental vector field from pseudotime following the CellOracle workflow. Briefly, pseudotime values were transferred onto a digitized two-dimensional grid defined on the embedding, and the spatial gradient of pseudotime was computed to generate a baseline developmental field. The similarity between each vKO perturbation vector and the developmental vector at the corresponding grid position was then quantified by the inner product (dot product):

$${\text{IP}}_{i}=v_{i}^{\;\text{pert}}\cdot v_{i}^{\;\text{dev}}\text{,}$$

where $v_{i}^{\;\text{pert}}$ denotes the CellOracle-predicted perturbation vector and $v_{i}^{\;\text{dev}}$ the pseudotime-derived developmental vector at grid point *i*. Positive inner-product values indicate local alignment between perturbation and developmental flow, whereas negative values indicate deviation from or opposition to the developmental direction; the magnitude of the inner product is influenced by both directional similarity and vector length.

### Quantification and statistical analysis

Comparisons between two groups were performed using Mann-Whitney U-test or Mann-Whitney-Wilcoxon test or Student’s t-test, as indicated in the legends. scRNA-seq, scATAC-seq, CUT&Tag data were obtained from at least two biological replicates.

# Supplementary material for: Setdb1 safeguards proper differentiation of adult intestinal stem cells by controlling chromatin accessibility and transcriptome variability
**Source:** iScience. 2026 Jul 9;29(8):116731. doi: 10.1016/j.isci.2026.116731
**Supplement:** Document S1. Figures S1–S9

## **Supplemental information**

**Setdb1 safeguards proper differentiation of adult  
intestinal stem cells by controlling chromatin  
accessibility and transcriptome variability**

**Ioanna Peraki, Liwei Zhang, Dimitris Botskaris, Marianna Stagaki, Ioannis K. Deligiannis, Haroula Kontaki, Elena Deligianni, Ioannis Giannoulakis, Orsalia Hazapis, Matthieu D. Lavigne, Celia P. Martinez-Jimenez, and Iannis Talianidis**

Mouse line Name:

**Lgr5-GFP-Cre<sup>ERT2</sup>**

Barker et. al. Nature (2007) 409:1003-1007

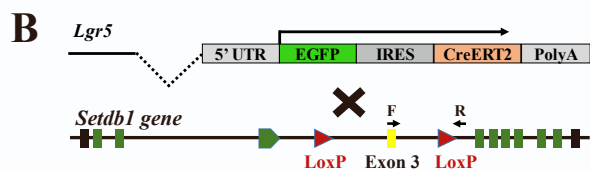

Mouse line Name:

**Lgr5-GFP-Cre<sup>ERT2</sup> / Setdb1<sup>lox/lox</sup>**

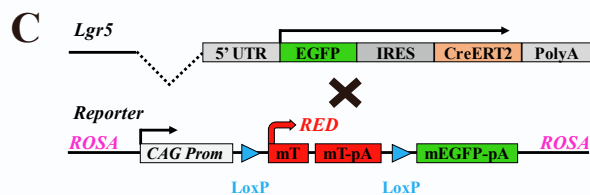

Mouse line Name:

**Lgr5-GFP-Cre<sup>ERT2</sup> / nTnG**

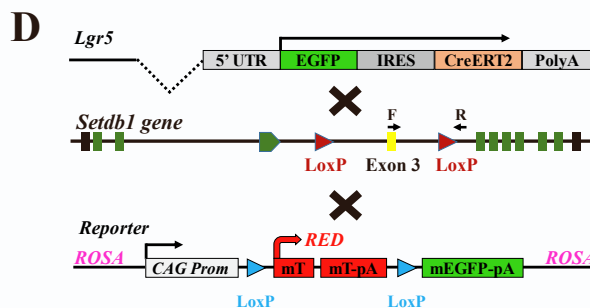

Mouse line Name:

**Lgr5-GFP-Cre<sup>ERT2</sup> / Setdb1<sup>lox/lox</sup> / nTnG**

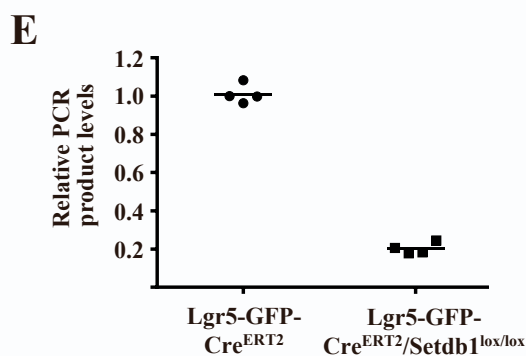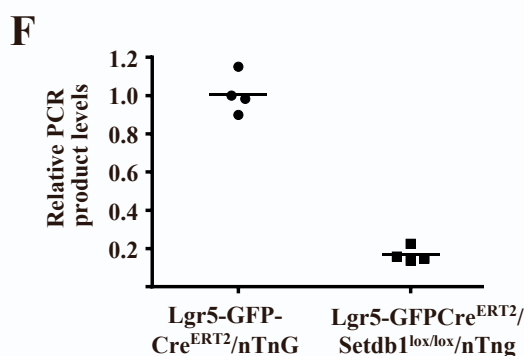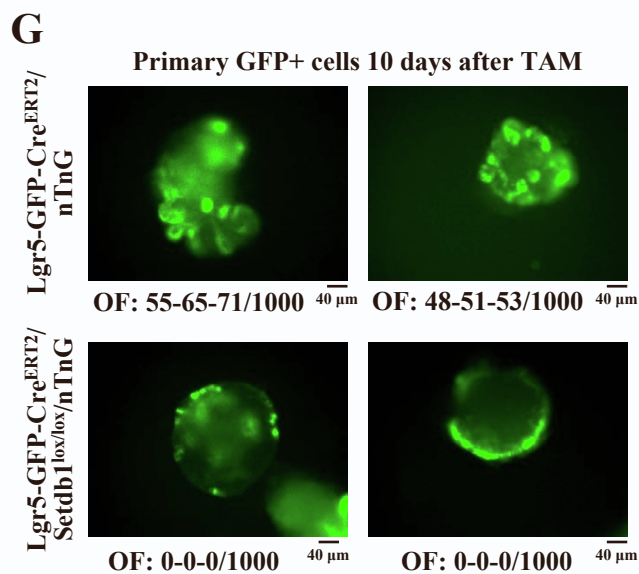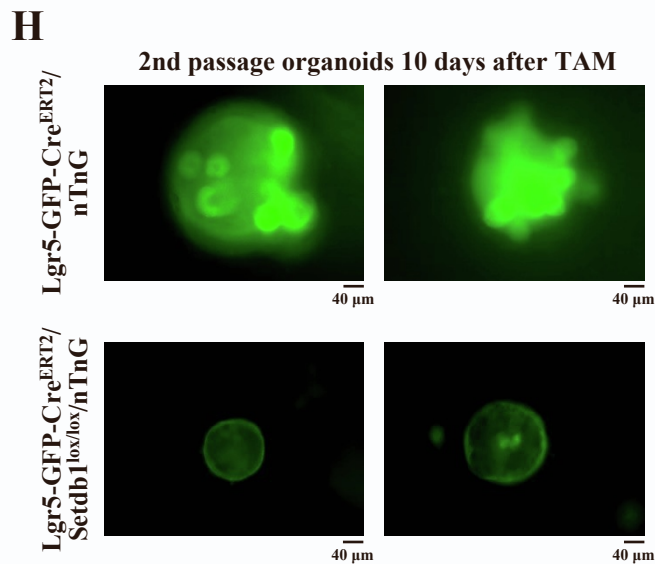

## Figure S1

**Schematic presentation of the genotypes of mouse models, analysis of Setdb1-exon 3 deletion and quantitation of immune-stained HNF4a<sup>+</sup>, Lysozyme<sup>+</sup> and Mucin<sup>+</sup> cells in wild-type and Setdb1-deficient ileal epithelium. Related to Figure 1 and Star Methods.**

(A) Lgr5-GFP-Cre<sup>ERT2</sup> mice described in Ref 22, contains one knock-in allele expressing GFP and Cre<sup>ERT2</sup> specifically in Lgr5<sup>+</sup> stem cells.

(B) Crossing Lgr5-GFP-Cre<sup>ERT2</sup> mice with Setdb1<sup>lox/lox</sup> mice generates Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> mice, which upon tamoxifen treatment results in the deletion of exon 3 of Setdb1 and the generation of a premature stop codon in the area of exon 4, specifically in Lgr5<sup>+</sup> stem cells.

(C) Crossing Lgr5-GFP-Cre<sup>ERT2</sup> mice with ROSA(CAG-tdTomato\*EGFP\*)Ees mice generates mice named Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG, which express tomato-red in all cells and GFP and Cre<sup>ERT2</sup> specifically in Lgr5<sup>+</sup> stem cells. Upon tamoxifen treatment, all Lgr5<sup>+</sup> stem cell progeny will express GFP from both Lgr5 and the ROSA locus. In parallel, these cells also loose tomato-red expression.

(D) Crossing Lgr5-GFP-Cre<sup>ERT2</sup> mice with Setdb1<sup>lox/lox</sup> and ROSA(CAG-tdTomato\*EGFP\*)Ees mice, generates mice named Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG. These mice express tomato-red in all cells and GFP and Cre<sup>ERT2</sup> specifically in Lgr5<sup>+</sup> stem cells. Upon tamoxifen treatment, exon 3 of Setdb1 is deleted specifically in Lgr5<sup>+</sup> stem cells and all Setdb1-deficient Lgr5<sup>+</sup> stem cell progeny will express GFP from both Lgr5 and the ROSA locus.

(E-F) Deletion of Setdb1 exon 3 was verified by PCR from FACS-sorted GFP<sup>+</sup> cells of Tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup> and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> (E) or Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG (F) mice, using a primer pair hybridizing to sequences inside Exon 3 (F) and outside the LoxP site (R). The data from 4 cell preparations and mean their values are presented as relative to the values obtained with cells from Lgr5-GFP-Cre<sup>ERT2</sup> and Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG mice.

(G) Representative images of intestinal organoids from FACS-sorted GFP<sup>+</sup> cells, isolated from two Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG mice (upper panel) and two Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice (bottom panel). After seeding, the cells were treated with 100nM tamoxifen (TAM) for 10 days, before image acquisition. Images from organoids developed from GFP<sup>+</sup> cells isolated from two different mice (biological replicates) are shown. OF (Organoid Formation) values correspond to the number of fully developed, GFP-labeled, complex organoids with distinguishable crypt-like domains from 1000 seeded GFP<sup>+</sup> cells at day10. Numbers from 3 parallel seedings (technical replicates) are shown.

(H) Representative images of 2<sup>nd</sup> passage organoids originating from tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG organoids (upper panel) and from Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG organoids (bottom panel). Images were taken 10 days after reseeded the cells.

## **Figure S2**

### **Gene signatures characterizing Stem cell and Progenitor cell subsets. Related to Figure 2.**

(A) Heatmap of relative mRNA levels (zscore normalized counts) of genes in Stem-I, Stem-II and Stem-III cell clusters.

(B) UMAP projection of Stem cell and Progenitor cell types after sub-clustering of the indicated cell types. The color codes of the resulting re-clustered cell types are shown at the right.

(C) Violin plots and Feature plots of selected marker genes characterizing Stem cell subpopulations.

(D) Heatmap of relative mRNA levels (zscore normalized counts) of genes in Progenitor-I and Progenitor-II cell clusters. The gene expression profile of Progenitor S cells indicate that this cluster represents Progenitor cells in the S phase of the cell cycle.

(E) Violin plots and Feature plots of selected marker genes characterizing Progenitor cell subpopulations.

A

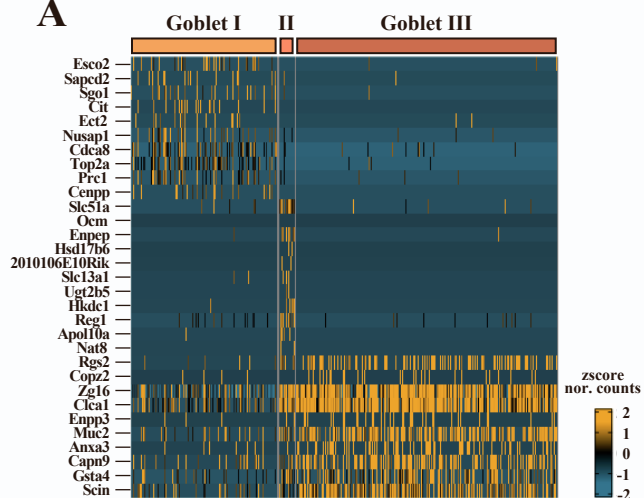

B

nCells: 24300

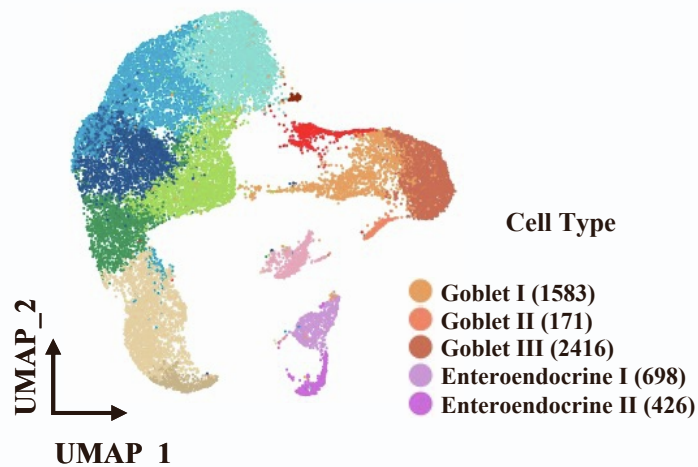

C

Goblet-I Marker Genes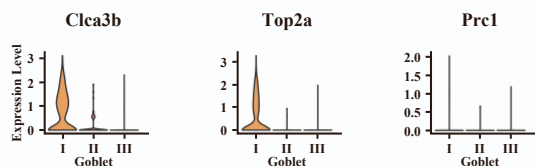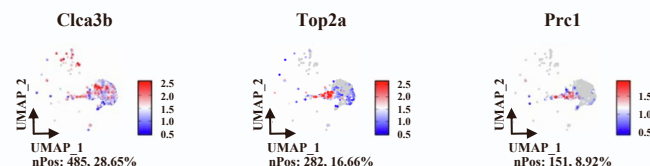Goblet-II Marker Genes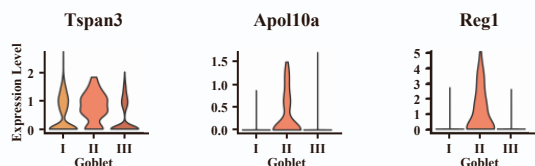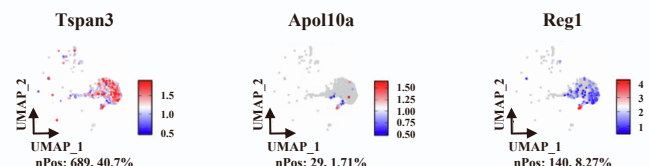Goblet-III Marker Genes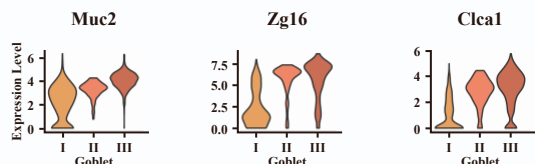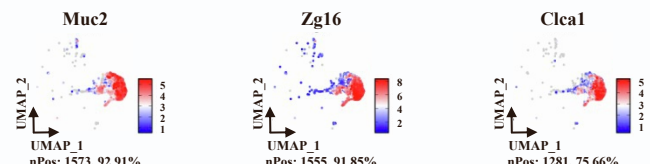

D

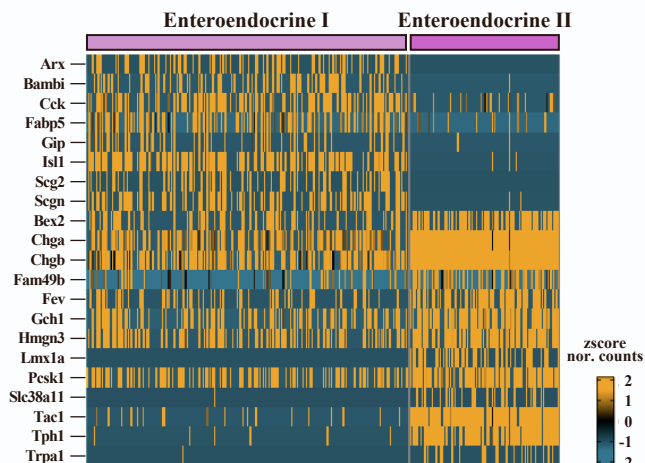

E

Enteroendocrine-I Marker Genes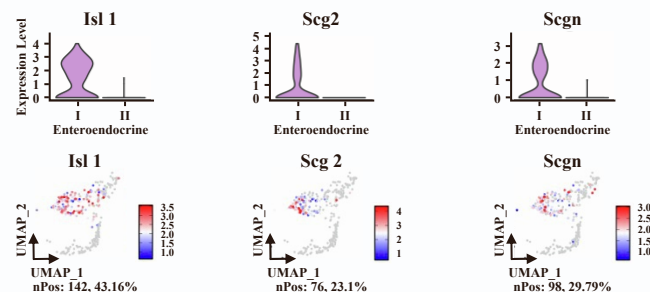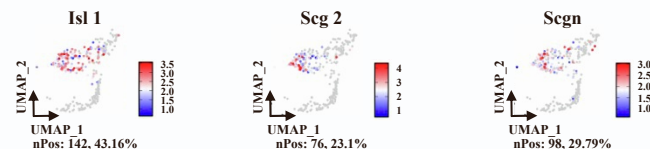Enteroendocrine-II Marker Genes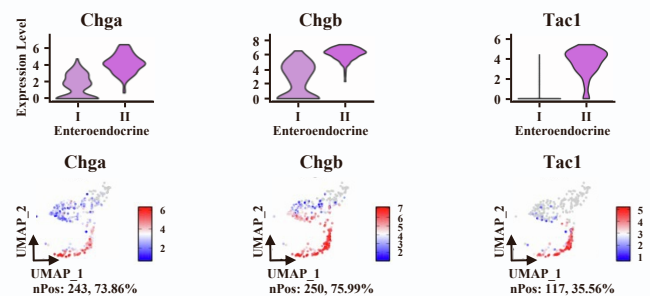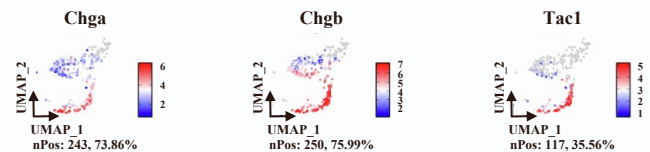

### **Figure S3**

#### **Gene signatures characterizing Goblet cell and Enteroendocrine cell subsets. Related to Figure 2.**

(A) Heatmap of relative mRNA levels (z-score normalized counts) of genes in Goblet-I, Goblet-II and Goblet-III cell clusters.

(B) UMAP projection of cell types from Figure 2A, used to characterize Goblet and Enteroendocrine cell subtypes.

(C) Violin plots and Feature plots of selected marker genes characterizing Goblet cell subpopulations.

(D) Heatmap of relative mRNA levels (z-score normalized counts) of genes in Enteroendocrine-I (EEC-I) and Enteroendocrine-II (EEC-II) cell clusters.

(E) Violin plots and Feature plots of selected marker genes characterizing Enteroendocrine cell subpopulations.

**A**

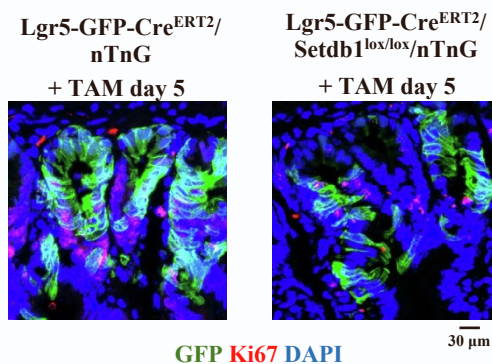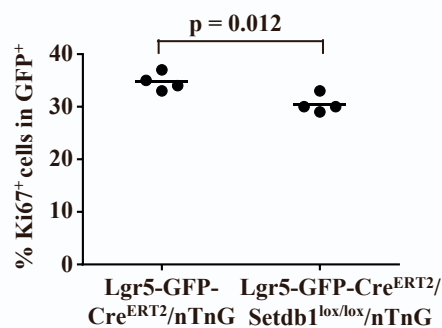

**B**

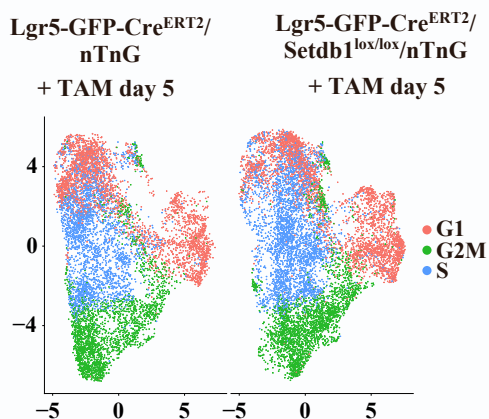

**C**

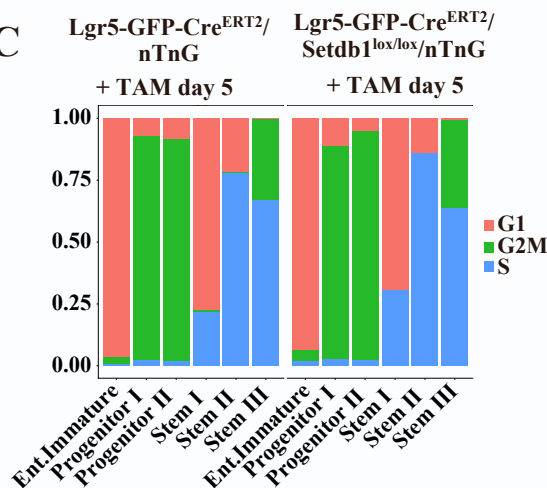

**D**

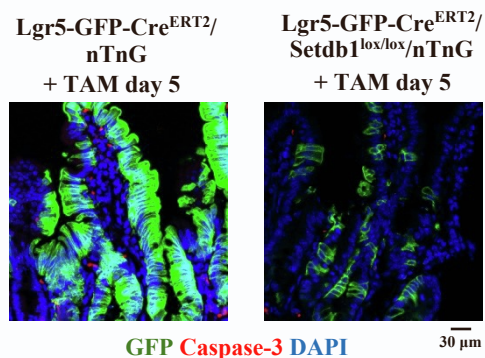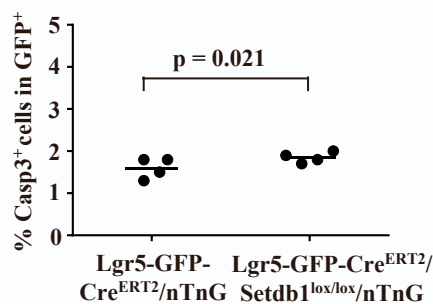

**E**

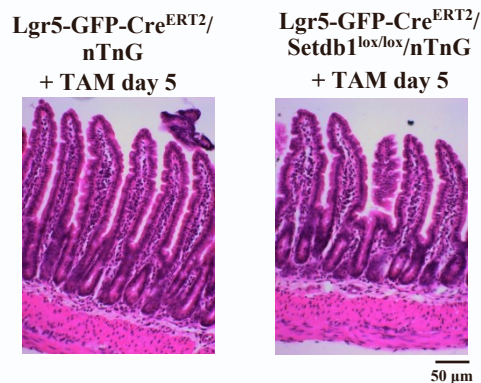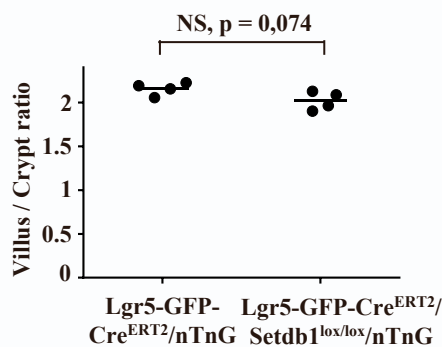

#### **Figure S4.**

#### **Analysis of cell proliferation and apoptosis in Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG cells 5 days after tamoxifen treatment. Related to Figure 4.**

(A) Immunostaining with Ki67 antibody in cryosections from ileal tissue of Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice 5 days after tamoxifen treatment. The graph at right shows percentages of Ki67/GFP double positive cells identified in GFP<sup>+</sup> cells counted in 30 villus-crypt areas from individual mice (n=4). p-values were determined by Student's t-test. Note: Counting only GFP<sup>+</sup> cells warrant the evaluation of cells originating from Lgr5<sup>+</sup> cells where Setdb1 is inactivated.

(B) UMAP projection of single cells from Tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice based on the expression of cell cycle marker genes.

(C) Relative distribution of G1, S and G2/M-phase cells in the individual cell clusters in Tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice.

(D) Immunostaining with Caspase-3 antibody in cryosections from ileal tissue of Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice 5 days after tamoxifen treatment. The graph at right shows percentages of Caspase-3/GFP double positive cells identified in GFP<sup>+</sup> cells counted in 30 villus-crypt areas from individual mice (n=4). p-values were determined by Student's t-test.

(E) Representative pictures of Hematoxylin and Eosin (H&E)-stained paraffin-embedded ileal tissues from Lgr5-GFP-Cre<sup>ERT2</sup>/nTnG and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>/nTnG mice 5 days after tamoxifen treatment. Villus-crypt ratios were calculated from 50 ileal areas in individual mice (n=4). p-values were determined by Student's t-test.

A

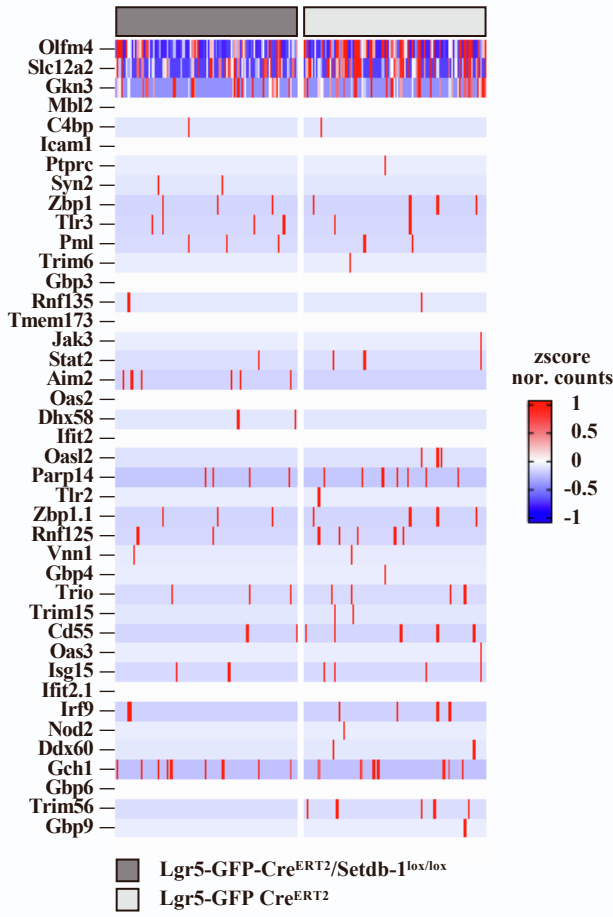

B

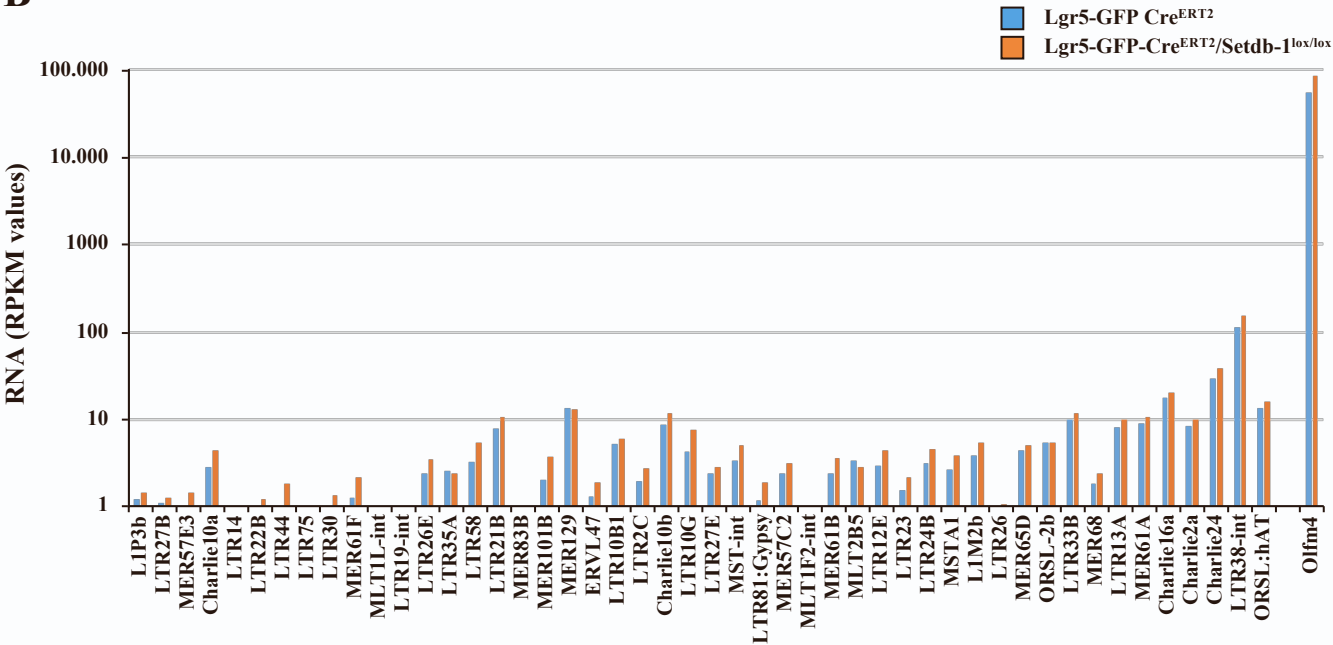

## Figure S5

### **Lack of activation of innate immunity genes and endogenous retrovirus activation in Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> cells 5 days after tamoxifen induction. Related to Figure 2.**

(A) Heatmap showing RNA levels of innate immunity genes in individual cells from tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup> (WT, light gray) and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> (Setdb1-KO, dark gray) mice. Heatmap of the highly expressed Olfm4 is included in the top panel.

(B) Bar-graph showing relative mRNA levels of the indicated endogenous retroviral transcripts in FACS-sorted GFP<sup>+</sup> cells from tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup> mice and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> mice, as determined Tettranscript analysis of total RNA-seq data. Bars represent average RPKM values from two biological replicates. For comparison Olfm4 mRNA levels are included in the last bars. Note the 3 to 4 orders of magnitude difference between the retroviral RNAs and Olfm4 RNA levels and the small or no difference between the values obtained with wild type and Setdb1-deficient cells.

A

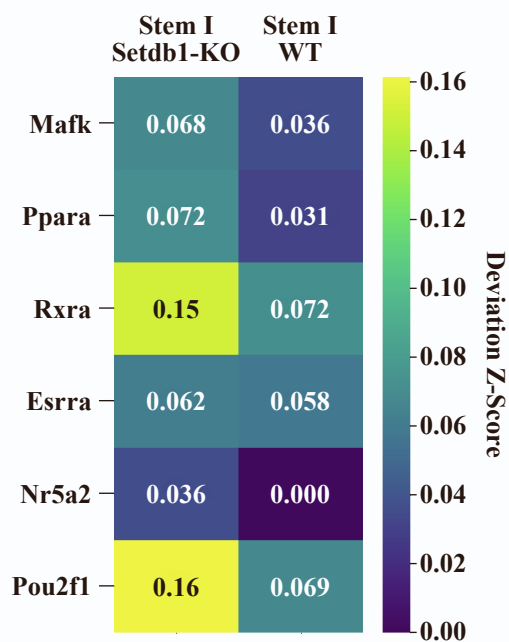

B

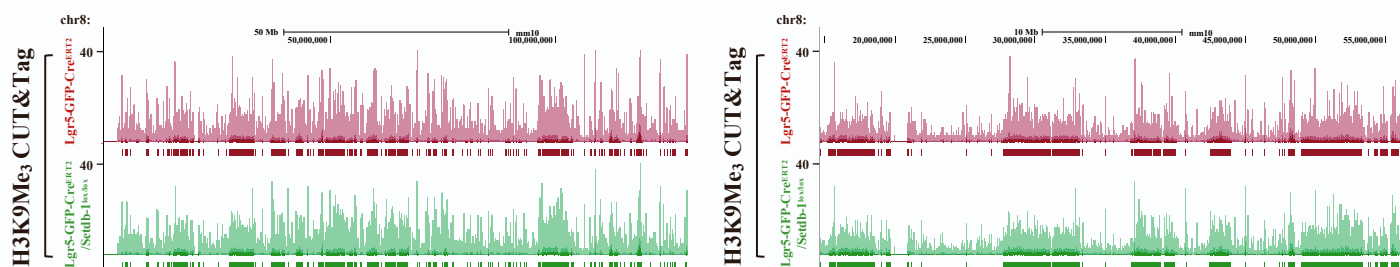

C

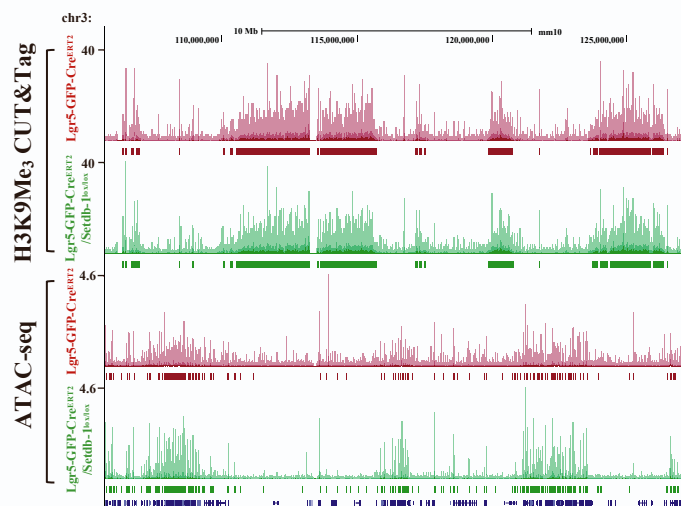

## Figure S6

### Comparisons of specific Transcription Factor Regulons and large H3K9Me<sub>3</sub>-modified heterochromatin domains in wild-type and Setdb1-deficient cells. Related to Figure 5.

(A) Transcription Factor Regulons for Mafk, Ppara, Rxra, Esrra and Pou1f1 were compared using the PyScenic computational pipeline (Ref). Numbers inside the heatmaps correspond to mean AUC (Area Under Curve) scores of the indicated regulons, after ten runs of the Pyscenic algorithm on the scRNA-seq dataset of Stem-I cluster for either wild type (TAM-treated Lgr5-GFP-Cre<sup>ERT2</sup>) or Setdb1-KO (TAM-treated Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup>) conditions separately.

p-adjusted values for the different factors were as follows:

Pou2f1(+) 0.0; Rxra(+)  $3.291e^{-179}$ ; Ppara(+)  $2.255e^{-119}$ ; Mafk(+)  $4.802e^{-107}$ ; Esrra(+) 0.999. Note that with the exception of Esrra, Setdb1 inactivation, significantly affected the downstream regulons of the interrogated Transcription Factors. For the Nr5a2 (+) we couldn't provide a statistical test, since it never appeared as an active regulon on the wildtype Stem-I cluster.

(B) Limited changes in large H3K9Me<sub>3</sub>-modified heterochromatin domains in Setdb1-deficient cells. Genome Browser tracks showing normalized H3K9Me<sub>3</sub> reads and SICER-called peaks (bars shown below the tracks) along the entire chromosome 8 (left panel) and a 40 Mb region of chromosome 8, from tamoxifen-treated Lgr5-GFP-Cre<sup>ERT2</sup> mice (WT) and Lgr5-GFP-Cre<sup>ERT2</sup>/Setdb1<sup>lox/lox</sup> mice (Setdb1-KO). Note the highly similar overall distribution of the peak locations especially the broad peaks.

(C) Combined Genome Browser tracks of H3K9Me<sub>3</sub> CUT&Tag and ATAC-seq reads spanning a 20Mb region of chromosome 3. Note the tandemly organized H3K9Me<sub>3</sub>-containing heterochromatin domains and the ATAC-seq signal containing euchromatin domains. Note the rare co-occurrence of ATAC-seq peaks and broad H3K9Me<sub>3</sub> CUT&Tag peaks in cells from Lgr5-GFP-Cre<sup>ERT2</sup> mice, and their more frequent co-occurrence in Setdb1-KO cells.

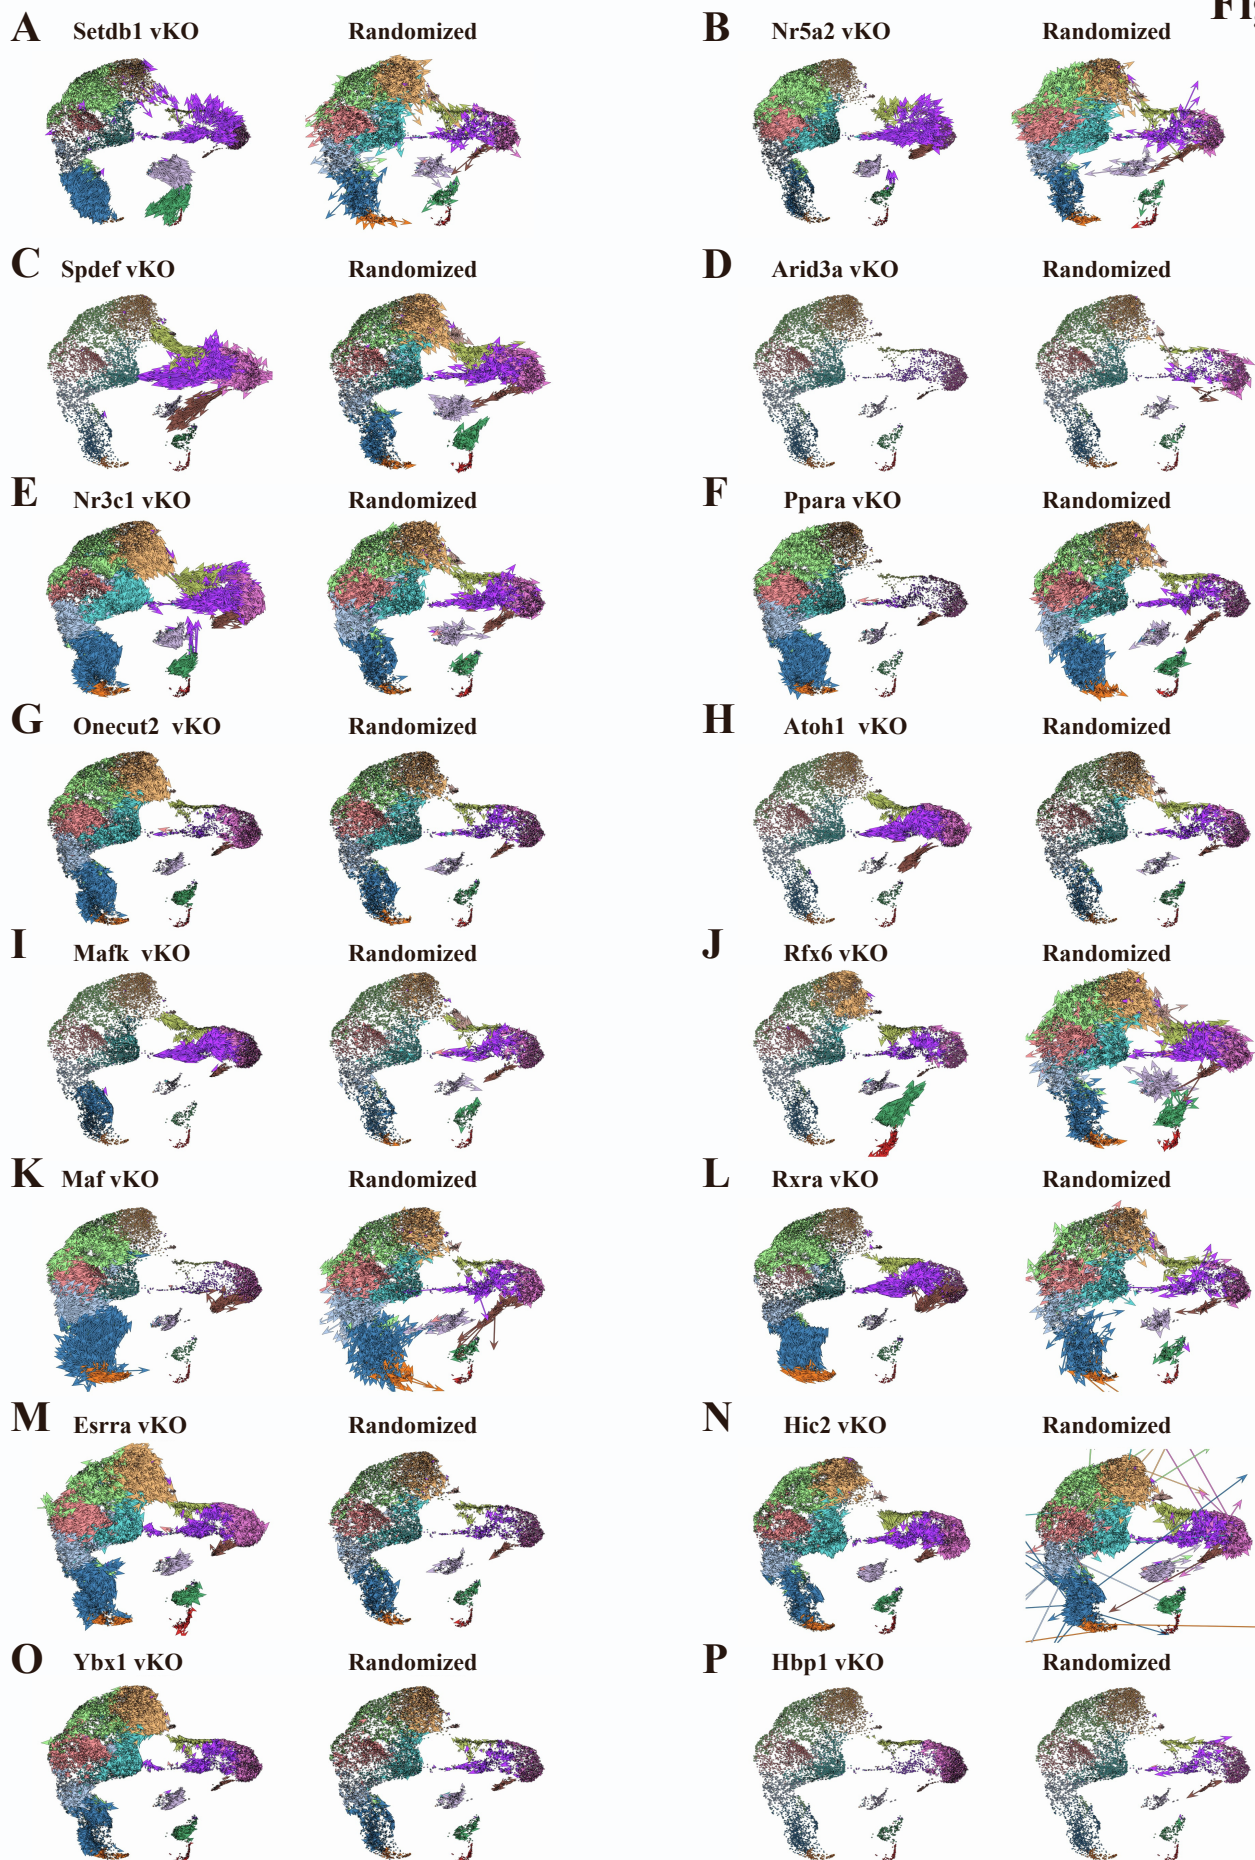

**Figure S7**

**Quality control of in-silico perturbation experiments virtual Setdb1 and fifteen transcription factors. Related to Figure 7.**

(A-P) CellOracle machine-learning algorithm<sup>40</sup> was employed to simulate the virtual knockout (vKO) of the transcription factors (TFs) across the single-cell manifold. Each transcription factor has two panels. Left panel shows UMAP plot displaying the predicted vector field of cell state shifts following specific TF deletion. The direction and length of the arrows represent the predicted trajectory and magnitude of transcriptomic change, respectively, for individual cells. Right panels show randomized control simulations where the regulatory network edges were shuffled, demonstrating that the directional flow observed in the specific vKO is specific to the inferred gene regulatory network. Colors represent distinct cell type clusters.

# Figure S8

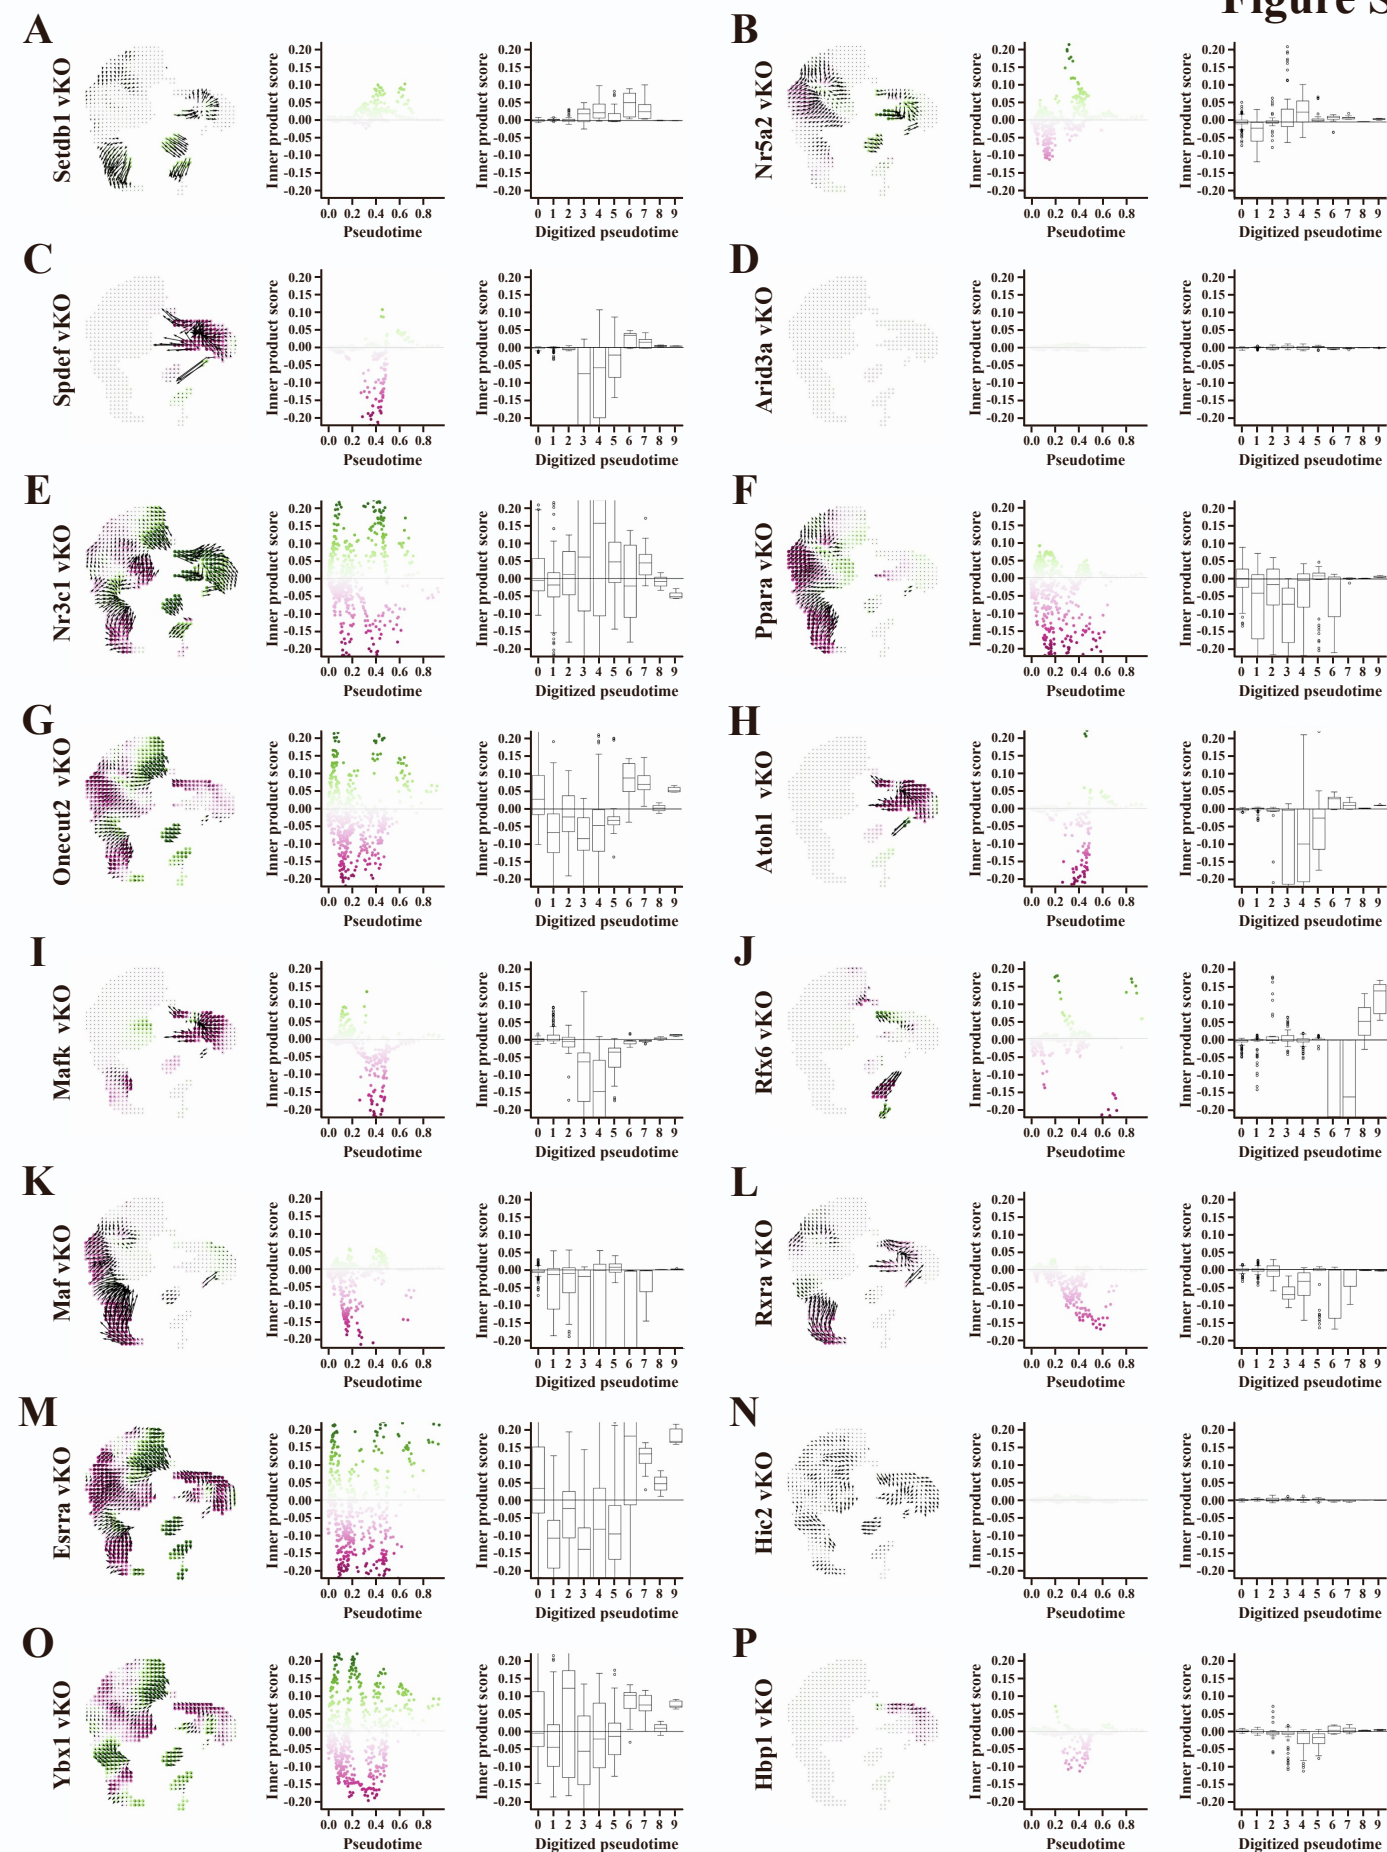

**Figure S8. Quantitative comparison of CellOracle perturbation flows with the endogenous developmental program. Related to Figure 7.**

Inner products between CellOracle-predicted perturbation vectors and the baseline developmental flow were calculated across the UMAP manifold for the indicated virtual knockouts (vKOs). Left panels, perturbation vector field overlaid with inner-product values (green, positive; magenta, negative). Middle panels, inner-product scores plotted against continuous pseudotime. Panels at right, boxplots of inner-product scores across digitized pseudotime bins.

Figure S9

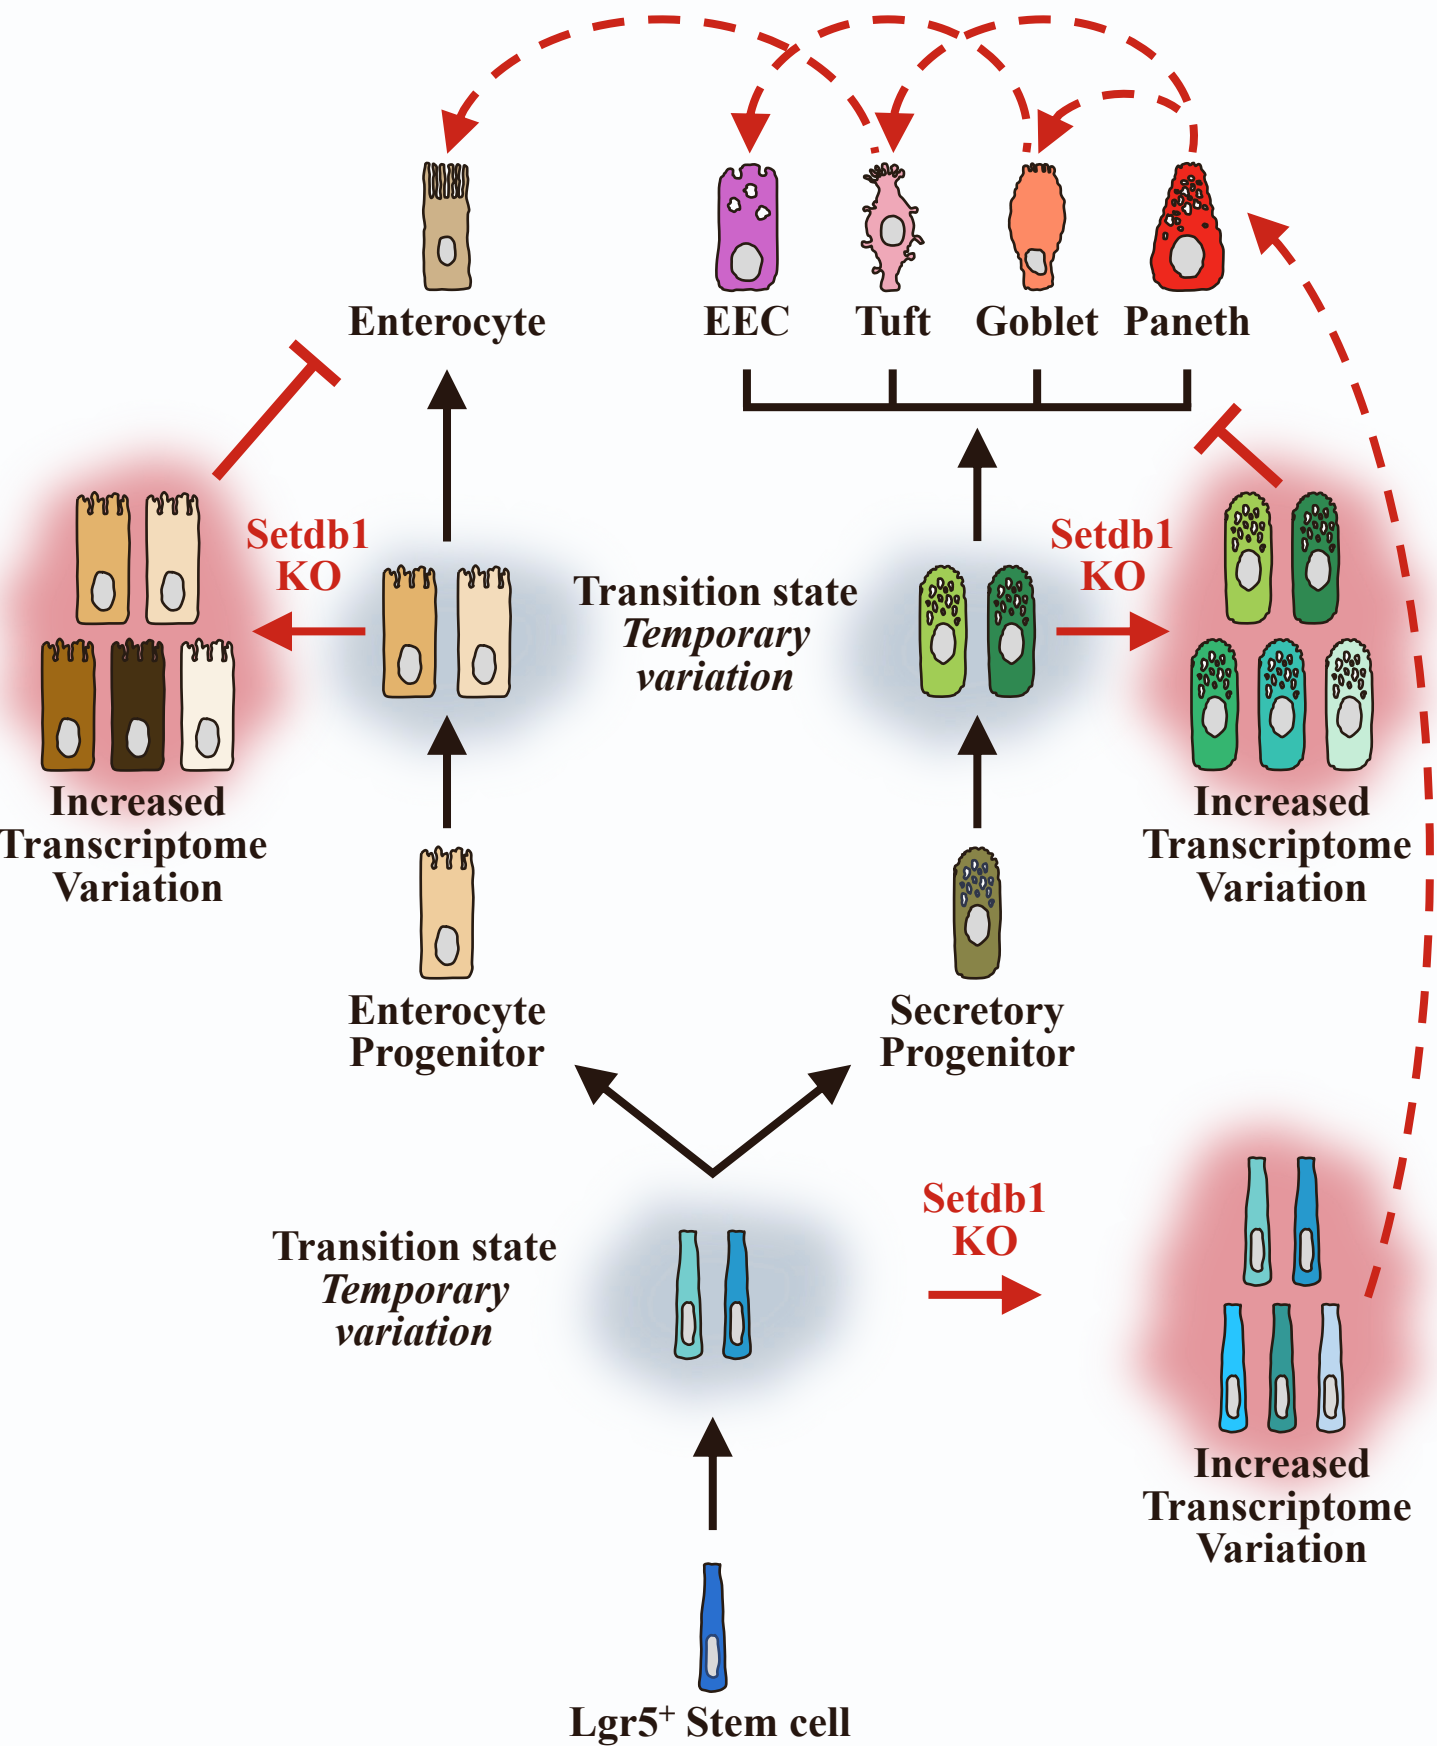

**Figure S9****Model of chromatin defect-mediated increased cell-to-cell transcriptome variation during intestinal stem cell differentiation.**

The model proposes a multilevel control mechanism for the temporally distinct transcriptomes, at each consecutive differentiation state. Tight regulation promotes relatively uniform cellular transcriptomes, which is characteristic to Stem cells, Enterocyte Progenitor and Secretory Progenitors, as well as the differentiated epithelial cell types (Enterocytes, Paneth, Goblet, Tuft and Enteroendocrine cells). During the transition between the consecutive cellular differentiation states, partial transcriptome diversification occurs, leads to transition state-specific variable transcriptomes (cells in gray clouds). In Setdb1-KO mice, defects in chromatin structure-dependent regulation block cells in the transition states further increasing cell-to-cell transcriptional variations (cells in pink clouds), which cannot progress to fully differentiated cell types (flat-ended bar). Alternative pathways for the generation of secretory cell types directly from Stem cell population are triggered (dashed red arrow).

How the deposited data were processed for this re-analysis (not part of the article)

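Single-cell RNA-seq was analysed from 8 libraries, made from GFP-sorted ileal epithelial cells of mice 5 days after treatment with 70 mg/kg tamoxifen. They form 2 experiments of 4 libraries each. The Lgr5+ experiment compares Lgr5-GFP-CreERT2 mice (WT) with Lgr5-GFP-CreERT2/Setdb1lox/lox mice (Setdb1-KO), and the lineage-traced experiment compares the same genotypes with the nTnG reporter. Each group has 2 libraries. The total RNA-seq, scATAC-seq and H3K9me3 samples of the study were not used here, so conclusions drawn from them have no values.

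The authors deposited UMI counts per gene feature and barcode, made with CellRanger, for every barcode and without normalization or filtering of cells. The counts were checked to be whole numbers. The barcodes exceed the cells of the study many times over, so the files were read as unfiltered. The paper's text does not name the genome build of these libraries, and no coordinates are printed. GENCODE M21 (GRCm38) was used for 1 purpose, to find which genes neighbour Setdb1, and it placed 11338 of the 11346 other genes tested in low-cycling stem-like cells.

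Cells were called by the rules of CellRanger. A first set of barcodes was taken at 10% of the 99th percentile of the top barcodes with 3000 expected cells. Further barcodes with over 500 UMIs were tested against the profile of empty droplets (ranks 45000 to 90000) with 10000 simulations at a false discovery rate of 0.01. Doublets were removed by a rebuilt DoubletFinder procedure with the settings of the paper (pN 0.25, pK 0.09, 10 principal components). The expected doublets were set to 0.8% per 1000 called cells, a rate the paper's text does not give. Cells with 200 to 4000 genes, at most 18000 UMIs and under 5% mitochondrial UMIs were kept. Total UMIs ranged from 16881518 to 81876035 per library. Counts of cells and UMIs carry counting error, and the spread between libraries is given as an SD over 2 values.

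The kept cells of each experiment were clustered in Seurat 5.3.0 (R 4.3.3) with log-normalized values, 2000 variable genes, 10 principal components and Louvain clustering at a resolution of 0.5. The paper states that libraries were integrated and its text does not name the tool, so reciprocal principal component integration was used. A cluster received the class whose fixed markers scored highest, if at least 0.5 on a log2 scale with 10 CPM added, and if its 10 leading genes did not go against the name. Low-cycling stem-like cells are the stem-like clusters whose mean CPM of 10 proliferation markers lies below the median over stem-like and progenitor-like clusters, and they are used in place of Stem-I, which they do not match one to one. In the Lgr5+ experiment all 3 stem-like clusters met this rule, and in the lineage-traced experiment 1 of 2. In the latter the median runs over 3 clusters and is the value of the stem-like cluster left out (68.9 CPM, against 61.9 CPM in the one kept), so the rule does not select the same cells in both experiments. Lists and changed genes were therefore also compared between the experiments in all stem-like cells, a test added after the results were seen.

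Differences in expression were tested on UMIs summed per library and class with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) and Benjamini-Hochberg adjustment at a threshold of 0.05, with genotype as the only term. CPM of tested genes include the TMM scaling, and CPM of marker genes per cluster do not. Numbers of cells per class were tested by the same model, offset by the cells of the library. Lists of genes were tested two-sided with fry of limma 3.58.1, which estimates the correlation between genes. Medians of lists, CVs and shares of phases were compared between libraries by exact two-sided permutation over the 6 splits of 2 against 2. Effects in the 2 experiments were compared by an interaction term over the 8 libraries, and for lists also by exact two-sided permutation of the genotype labels within each experiment, on the median log2 CPM of the list per library. DESeq2 1.42.0 was an alternative. Cell cycle phases were assigned by the CellCycleScoring procedure with 43 S and 54 G2/M genes. CVs and phases were also computed with cells thinned to 2000 UMIs (Lgr5+) or 1000 UMIs (lineage-traced). Slingshot was replaced by its first step, a minimum spanning tree between class centres. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the rest.

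The lists were the differentiation genes named in the text, 17 transcription factors named in the text or legends (not all that a legend names), 30 innate immunity and necroptosis genes taken from general knowledge, and 7 MHC class II genes. Genes were named in the text by a fixed rule. It covers every testable gene of the first 3 lists, Setdb1, Lgr5, Olfm4 and Mki67, and the 5 genes with the smallest adjusted p among those higher and among those lower in Setdb1-KO. These had to have an adjusted p under 0.05, a log2 fold change of at least 1 in size and the same direction in all 4 pairs of a Setdb1-KO and a WT library. Gene symbols starting with Gm or ending with Rik, and ribosomal and mitochondrial genes, were counted but not named as changed genes. The near copy Eif3j1, the relative Plscr1 and 2 genes near Setdb1 were named after their values were seen.

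The share of free RNA in a library was estimated from defensin UMIs in tuft-like cells, relative to their share in empty droplets. As an alternative, the profile of empty droplets at that share was subtracted from the summed counts.

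The scripts were tested on simulated data. Counts were drawn for the genes of these libraries with known changes in about 200 genes. For low-cycling stem-like Lgr5+ cells (11185 genes), 81.3% of 198 changed genes were recovered with 11 false calls. For all Lgr5+ cells (13362 genes), 92.3% of 195 were recovered with 4 false calls. For low-cycling stem-like lineage-traced cells (6910 genes), 47.0% of 181 were recovered with 2 false calls, and for all lineage-traced cells (11778 genes) 63.5% of 197 with 3 false calls. For shares of cells in 9 classes, 80% of 4-fold changes were recovered and 2.29% of unchanged classes called over 100 simulations. A simulated shallower Setdb1-KO group raised the median CV by 51.4 percentage points, which thinning brought to -1.84, and a truly more variable group kept 13.5 of 14.4 percentage points. The 400 simulated genes had more UMIs per cell than most genes of the thinned cells. At the lower counts of the real cells, sampling of UMIs makes up more of the CV. The simulation therefore does not show how much added variability the thinned CVs of the real cells could detect.

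The alternatives, whose effects the closing section gives, were barcodes with at least 500 UMIs as cells, a mitochondrial limit of 10%, no removal of doublets, no integration, integration by canonical correlation, 30 principal components, resolutions of 0.3 and 1.0, classes by the highest marker score, other normalizations and tests, no filter on low counts, subtraction of free RNA, other denominators, thinning, a term for the replicate number, and leaving out each library in turn. Figure values of the paper were read by eye and used only for comparison.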

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

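The tests of low counts, of exchanged labels and of genes near Setdb1, and the clustering without the genes that change between genotypes, were chosen after the results they concern had been seen. The 2 tests of free RNA were not. In the lineage-traced experiment, genotype refers to the labels of the libraries, since Setdb1 was not lower in those labelled Setdb1-KO.

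The change in Setdb1 differed between the experiments, by a test of the difference itself. The log2 fold change, lineage-traced minus Lgr5+, was 1.13 (standard error 0.282, edgeR adjusted p = 0.0311 over 13632 genes), from a fall in Lgr5+ cells and a value above 0 in lineage-traced cells. Both Setdb1-KO libraries lay below both WT libraries in the first experiment, and above both in the second. Counts too low to show the same fall are argued against by that test, whose unadjusted p was 0.00174. After subtraction of free RNA the lineage-traced value was 0.32 (edgeR adjusted p = 0.688). Over the alternatives it ranged from 0.14 in stem-like cells alone to 0.79 with library size as the only scaling, with edgeR adjusted p values between 0.0576 and 0.974 (the DESeq2 adjusted p was 0.827). By class it was below 0 in goblet-like cells, at -0.40 (edgeR adjusted p = 0.999), and above 0 in progenitor-like cells, at 0.44 (edgeR adjusted p = 0.869). In low-cycling stem-like cells the fitted value was -0.14 (standard error 0.513, edgeR adjusted p = 0.992), while the mean was 9.71 CPM in the libraries labelled Setdb1-KO and 9.24 CPM in WT, so no direction is read from it. In goblet-like cells the labelled Setdb1-KO libraries, at 10.7 and 6.90 CPM, lay below the WT libraries, at 11.2 and 11.5 CPM. An exchange of the genotype labels was tested with the genes that changed by at least 2 (log2) in low-cycling stem-like Lgr5+ cells. Of 23 such genes 8 could be tested in both experiments. There, 3 had the same sign in both (Eif3j2, Gm42031 and Adh6a) and 5 the opposite sign (Sis, Npc1l1, Pnliprp2, Cd177 and Ceacam10). Adh6a, Cd177 and Ceacam10 were not shown to change in lineage-traced cells (edgeR adjusted p = 0.913, 0.593 and 0.996), which leaves 2 with the same and 3 with the opposite sign. Over all cells, 55 genes changed in both experiments, 14 the same way and 41 the opposite way, but the mix of cell classes enters these sums. Free RNA also carries some of these transcripts, so exchanged labels and a genotype effect that differs between the sorted populations cannot be told apart on these genes. Transcripts of the deleted allele, cells that escaped the deletion and the difference in sorted population, which is a biological one, stay open and were not tested here. The paper reports deletion of exon 3 by PCR in sorted GFP+ cells of both mouse lines (Fig. S1E and S1F).

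The change in the share of enterocyte-like cells differed between the 2 experiments. The log2 fold change was 0.32 in Lgr5+ cells (edgeR adjusted p = 0.188), where no change was shown, and -1.97 in lineage-traced cells (edgeR adjusted p = 0.00917). The difference between them was -2.30 (standard error 0.478, edgeR adjusted p = 3.3e-04 over 7 classes). Lgr5+ libraries held 9.31% and 10.2% of these cells in WT and 12.6% and 11.9% in Setdb1-KO. The choice of clustering is argued against as the whole cause. Over 14 alternatives the value lay between 0.22 and 0.48 in Lgr5+ cells and between -2.77 and -1.75 in lineage-traced cells, although the difference itself was tested with the main settings alone. The lineage-traced call was lost without the first WT library (-1.72, edgeR adjusted p = 0.0971), without the first labelled Setdb1-KO library (-1.76, edgeR adjusted p = 0.133) and without the second (-2.22, edgeR adjusted p = 0.105). The experiments also differ in depth and in free RNA, and each sorted population was measured in 1 experiment, so these differences and the population of cells, stem cells or their descendants, cannot be told apart. The paper explains the mature enterocytes in its Lgr5+ sort by the gating and by incomplete enrichment. Their share there may therefore reflect the purity of the sort, and it is not read as a measure of differentiation.

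The Paneth-like share differed between the experiments too, by -2.0 (standard error 0.493, edgeR adjusted p = 0.0013 over 7 classes). It was higher in Setdb1-KO in Lgr5+ cells, with a log2 fold change between 0.11 and 1.15 over 14 alternatives, and lower in lineage-traced cells, between -2.84 and -0.61. Neither side was stable as a call. The Lgr5+ call was lost with any 1 library left out, at 0.86 (edgeR adjusted p = 0.0592) without the first WT library, 0.56 (0.205) without the second, 0.73 (0.0683) without the first Setdb1-KO library and 0.68 (0.0912) without the second. Clustered without the genes that change between genotypes, a setting chosen after seeing the data, the values were 0.22 and -1.78. Defensin RNA led the free RNA of the lineage-traced libraries, so that shallow cells may enter this class. With merged libraries clustered without the genes that lead the empty droplets, also chosen after seeing the data, the lineage-traced value was -2.44 (edgeR adjusted p = 0.00482), which argues against those genes as the whole cause. The sorted population and the experiment stay confounded here as well. Paneth cells of the Lgr5+ sort are also among those the paper explains by its gating and incomplete enrichment, so their share there may reflect the sort.

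The differentiation genes named in the text also changed in opposite directions. Their median log2 fold change in low-cycling stem-like cells was above 0 in Lgr5+ cells and -1.92 in lineage-traced cells, and the median of the differences was -2.70 (fry of the interaction term over 8 entries, two-sided p = 0.0060; exact two-sided permutation of genotype labels within each experiment, p = 0.056, the smallest that 36 labellings allow). In lineage-traced cells 8 entries were tested and 7 were lower, 6 at an edgeR adjusted p under 0.05 over all genes and 7 adjusted over the list alone (fry, two-sided p = 0.00393; exact two-sided permutation of library medians, p = 0.33). The rule for low-cycling cells does not select the same cells in both experiments. In all stem-like cells of both, compared after these results were seen, the lineage-traced median was -2.05 with 8 of 8 entries lower, and the median of the differences was -2.80 (fry, two-sided p = 0.00399; exact two-sided permutation within experiments, p = 0.056). In low-cycling stem-like cells Rbp2 stood at -1.89 and Lyz1 at -1.84 (edgeR adjusted p = 8.0e-07 and 1.9e-06). Free RNA of other cell types may account for much of this. Of the 84 genes lower in low-cycling stem-like cells of the labelled Setdb1-KO libraries, apart from the summed defensins, 50 could be tested in tuft-like cells, and 86% of them were lower there by at least 1 (log2), against 4.45% of all genes tested. The share was 85.5% in goblet-like, 86.5% in enteroendocrine-like and 85% in progenitor-like cells, against 2.93%, 7.32% and 2.74% of all genes. After subtraction of free RNA 1 entry was left to test, Rbp2, with -2.97, so a change in the stem-like cells and free RNA of differentiated cells cannot be told apart for this list. Of the 104 genes changed in these cells, 32 were still changed after the subtraction.

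Eif3j2, which the paper does not discuss, was higher in Setdb1-KO low-cycling stem-like cells of both experiments. The log2 fold change was 2.57 in Lgr5+ cells, at 2.44 and 1.92 CPM in WT and 13.0 and 12.9 CPM in Setdb1-KO. In lineage-traced cells it was 3.55 (edgeR adjusted p = 8.7e-10), at 3.95 and 4.95 CPM in WT and 58.3 and 43.3 CPM in the libraries labelled Setdb1-KO, and in all stem-like cells of that experiment 3.39 (edgeR adjusted p = 3.2e-07). All 4 libraries labelled Setdb1-KO exceeded all WT libraries of their experiment. Over the alternatives the value lay between 1.87 and 3.55, and with a library left out between 2.41 and 2.75. Free RNA is argued against, since its subtraction left 2.56. The near copy Eif3j1 was lower, with -0.38 in Lgr5+ and -0.54 in lineage-traced cells (edgeR adjusted p = 0.134 and 0.803). UMIs moved from one copy to the other by a sequence variant stay open, as does a variant elsewhere in the genome, and neither was tested. Variants carried along with the floxed allele near Setdb1 are argued against as a general source of the changed genes. Of 202 tested genes within 10 Mb of Setdb1, 2 changed (Bglap3 and Trim46), or 0.99%, against 1.01% of all genes tested (Fisher's exact test, one-sided p = 0.606). Over all Lgr5+ cells the same test gave a one-sided exact p of 0.243. Loss of Setdb1 is the biological explanation that the design names, and it was not separated from these.

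Plscr2, also outside the genes the paper discusses, showed the largest rise among the named genes of the Lgr5+ libraries, a log2 fold change of 6.02. It lay between 5.39 and 6.34 over the alternatives and between 5.48 and 6.91 with a library left out, and at 5.98 after subtraction of free RNA, which argues against free RNA. The size of the fold rests on very few UMIs in WT, and its presence on the Setdb1-KO libraries, each above 12 CPM. The related gene Plscr1 rose by 0.80 (edgeR adjusted p = 0.00872), from 26.0 and 27.5 CPM to 47.6 and 45.8 CPM, so UMIs shared between the relatives stay open and were not tested. In lineage-traced cells Plscr2 had too few UMIs to be tested, and Plscr1 had a log2 fold change of 0.08 (edgeR adjusted p = 0.996). A sequence variant outside the neighbourhood of Setdb1 and loss of Setdb1 itself remain open.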

How the results depend on the processing

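Of 33 results that answer a comparison, 557 values were recomputed under the alternatives, and 458 of them kept the direction and the side of the threshold. The others were 21 weaker, 28 stronger, 28 moved and 22 reversed values. Of 29 other results, mostly single genes, 325 of 368 values stayed, 16 were weaker, 9 stronger and 18 reversed. All are given as Setdb1-KO minus WT, as log2 fold changes for classes and genes and as percentage points for phases. In the lineage-traced experiment they rest on the labels. Phases of enterocyte-like cells, which do not cycle, are listed for how far the calls move and are not read as phases. The clusterings without the genes that change between genotypes or without the main genes of empty droplets, the stem-like cluster with the lowest proliferation and the pooled and thinned CVs were chosen after seeing the data. Thresholds for lists are those of fry, a model over 4 libraries, and an exact permutation of 4 libraries cannot give a p below 0.33. Except where a sentence gives one, the cause was not tested.

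The fall of enterocyte-like cells among lineage-traced cells kept its direction under all 14 alternatives and with each library left out. The medians of the innate immunity and MHC class II lists did so under all 10 of theirs, and the named genes Plscr2 and Eif3j2 under all 15 and 16 of theirs. The enteroendocrine-like, goblet-like, tuft-like, Paneth-like and enterocyte-like shares of Lgr5+ cells were higher in Setdb1-KO under each of 14 alternatives, whether or not they passed the threshold.

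With barcodes of at least 500 UMIs as cells, the Lgr5+ Paneth-like share was weaker at 0.39 and the enteroendocrine-like share at 0.83, and the S share of enterocyte-like cells moved to 9.45. A mitochondrial limit of 10% gave 0.11 for the Lgr5+ Paneth-like share, turned the median of the transcription factors to 0.12 and Mki67 to -0.055, and brought Setdb1 past the threshold at -0.89 (edgeR adjusted p = 0.0481). Without removal of doublets the tuft-like share passed the threshold in Lgr5+ cells (0.52) and in lineage-traced cells (1.21), as did Setdb1 (-0.84). The changed genes rose to 194, the transcription factors turned to 0.085 and Mki67 to -0.089, and the S share of enterocyte-like cells moved to 8.15.

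Without integration the lineage-traced stem-like share rose to 3.08 and the Paneth-like share fell to -2.84, both past the threshold, while the progenitor-like share reversed to -0.51 and the goblet-like share to -0.19. The transcription factors reversed to 0.041 and Mki67 to -0.32. In the phases, G1 moved to 16.3 in stem-like cells and to -17.5 in progenitor-like cells and reversed to 0.848 in enterocyte-like cells, S reversed to -18.3, -0.328 and -0.569 in the same classes, and G2/M moved to 17.8 in progenitor-like cells. Integration by canonical correlation brought past the threshold the stem-like share of Lgr5+ cells (-0.59) and, among lineage-traced cells, the stem-like (1.24), Paneth-like (-1.30), tuft-like (1.13) and enteroendocrine-like (2.28) shares. It gave 183 changed genes and moved the G1 and S shares of progenitor-like cells to -1.46 and 2.03. Clustered without integration and without the main genes of empty droplets, the lineage-traced Paneth-like share passed the threshold at -2.44.

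With 30 principal components there were 203 changed genes, the transcription factors passed the threshold at a median of -0.021 by fry, and the G1 share of progenitor-like cells moved to -2.85. A resolution of 0.3 made the Lgr5+ Paneth-like (0.69) and enteroendocrine-like (0.93) shares weaker and turned the transcription factors to 0.012 and Mki67 to -0.33. A resolution of 1.0 gave 0.24 for the Lgr5+ Paneth-like share and 1.14, past the threshold, for the lineage-traced tuft-like share, and moved the G1 and G2/M shares of progenitor-like cells to -7.00 and 1.73. With cells assigned by the highest marker score, 6 lineage-traced shares passed the threshold, stem-like at 1.52, progenitor-like at 1.15, goblet-like at 0.79, Paneth-like at -2.63, tuft-like at 1.55 and enteroendocrine-like at 1.32. The enteroendocrine-like share of Lgr5+ cells was weaker at 0.87 and Mki67 reversed to -0.16. G1 moved to 11.4 in stem-like cells and reversed to 5.64 in progenitor-like cells, S reversed to -1.48 in stem-like cells and moved to 10.8 in enterocyte-like cells, and G2/M moved to -9.88 and -11.6 in stem-like and progenitor-like cells. Clustered without the genes that change between genotypes, the Lgr5+ Paneth-like (0.22) and enteroendocrine-like (0.91) shares were weaker, and the lineage-traced Paneth-like share passed the threshold at -1.78.

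With epithelial classes as the denominator, the lineage-traced Paneth-like (-1.35) and tuft-like (1.12) shares passed the threshold. Setdb1 over all Lgr5+ cells passed it with DESeq2 (-0.88, DESeq2 adjusted p = 0.0029), with library size as the only scaling (-0.91) and without a filter on low counts (-0.88). No filter also gave 217 changed genes, with 17050 genes tested in place of 11347, and turned the transcription factors to 0.011. The changed genes shared with the 114 of the main setting were 71 of 92 with DESeq2, 101 of 102 after subtraction of free RNA and 77 of 98 without integration. In the stem-like cluster with the lowest proliferation alone, 57 of 83 were shared, the transcription factors turned to 0.019 and Mki67 to -0.69.

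The lineage-traced libraries in place of the Lgr5+ libraries gave 104 changed genes, 14 of them shared, with 18.3% higher in the libraries labelled Setdb1-KO against 52.6% in Lgr5+ cells. The differentiation genes reversed to -1.92, Ly6e to -0.030, Alad to -0.0051, Pnliprp2 to -2.10, Cd177 to 1.38, Ceacam10 to 0.077, Lgr5 to 0.33, Olfm4 to 0.10, Mki67 to -0.69, Rbp2 to -1.89 and Lyz1 to -1.84. For phases in the Lgr5+ libraries, G1 reversed to 0.789 in progenitor-like and 1.20 in enterocyte-like cells, G2/M of progenitor-like cells moved to -5.21 and S of enterocyte-like cells reversed to -0.200. Thinned to a fixed depth, S reversed to -0.0395 in stem-like cells and moved to 3.56 in progenitor-like and 2.87 in enterocyte-like cells, and G1 and G2/M of progenitor-like cells moved to -5.51 and 1.95. Here fewer UMIs per cell and the loss of the shallowest cells are part of the setting.

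Samples of both genotypes share replicate numbers, but the labels do not say that same-numbered libraries form pairs. Across genes, the changes of same-numbered pairs correlated at 0.0383 in Lgr5+ and 0.0753 in lineage-traced cells, with 2 pairs each, so they were not treated as paired. With the replicate number as a block there were 176 changed genes, and the transcription factors passed the threshold at a median of -0.16 by fry. The Lgr5+ Paneth-like share was 0.71, the enteroendocrine-like share 0.91 and the lineage-traced enterocyte-like share -1.97, none past the threshold (edgeR adjusted p = 0.132, 0.196 and 0.120). The block leaves 1 residual degree of freedom.

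Leaving out each library in turn leaves 1 library in its group, which is assumed to vary like the others. The Lgr5+ Paneth-like share then lay between 0.56 and 0.86 and was past the threshold in none of the 4 cases. The enteroendocrine-like share lay between 0.57 and 1.26, and was weaker without the first WT library (0.80, edgeR adjusted p = 0.0592) and without the first Setdb1-KO library. The lineage-traced enterocyte-like share lay between -2.22 and -1.72, and kept its call only without the second WT library (-2.18, edgeR adjusted p = 0.0259). The goblet-like share lay between -0.11 and 0.46 and reversed without the first labelled Setdb1-KO library, and the progenitor-like share between -0.19 and 0.76 and reversed without the second. The changed genes numbered 213 and 200 without the first and second WT library, and 340 and 268 without the first and second Setdb1-KO library, so the range was 200 to 340. The median of the transcription factors lay between -0.26 and 0.12 and reversed without the second WT library. Mki67 lay between -0.18 and 0.26 and reversed without the second Setdb1-KO library and, at -0.13, without the second WT library. Setdb1 lay between -1.10 and -0.72 and passed the threshold without the second Setdb1-KO library. The CV difference went from -46.8 to 80.2 in stem-like cells and from -38.2 to 59.1 in progenitor-like cells, and its sign depended on which Setdb1-KO library was kept. In the lineage-traced libraries it was -56.6 and -48.2.

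Links shared by the WT and Setdb1-KO trees ranged from 4 to 6 over the alternatives. Sums over all cells do not depend on clusters, so the alternatives of clustering gave no value for the innate immunity and MHC class II lists. The 3 stem-like clusters of Lgr5+ cells were all low-cycling, so all stem-like cells are the same cells and gave no separate value for the genes and lists of low-cycling stem-like cells. Plscr2 did not pass the filter on low counts in the lineage-traced libraries and was not tested there. Fewer genes were tested in low-cycling stem-like cells of the lineage-traced libraries, 7261 against 11347 in Lgr5+ cells, and 47.0% of simulated changes were recovered against 81.3%. The common biological CV of edgeR was also larger, 0.193 against 0.0993, and depth and spread between libraries were not separated as causes.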

Differences from the paper's values

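The alternatives compared here were set before the data were examined unless a sentence says otherwise. The paper tested cells or genes where libraries were compared here. A value is said to differ when it lies further from the paper's than the larger SD between replicate libraries and one of the 2 is over 1.5 times the other. Values that do not differ by this rule can still lie well apart.

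The paper reports GFP in 8752 Lgr5+ cells. Here 58 kept cells of both genotypes had a GFP UMI. The value still differed with barcodes of at least 500 UMIs (58), a mitochondrial limit of 10% (60) and no removal of doublets (60). In percent, the paper gives 82%, and the share here over both genotypes was 0.242%. It was 0.242%, 0.239% and 0.234% under the same alternatives, all of which differ. The paper does not name the cells of its total, but 8752 comes to about 82% of its Lgr5+WT cells and to far less of both genotypes. The matching value here is therefore that of WT alone, 35 cells or 0.330%. Under the same alternatives the WT share was 0.330%, 0.326% and 0.314%. No setting that was run reached the paper's values.

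Progenitor cells make up about 19% of the Lgr5+ cells of the paper (Fig. 2A, read by eye), and 31.8% here as the mean of both genotypes. It lay within 1.5 times the paper's value, and by the rule above no longer differed, with barcodes of at least 500 UMIs (27.9%), integration by canonical correlation (27.1%), a resolution of 1.0 (26.4%) or cells assigned by the highest marker score (25.8%). It still differed with a mitochondrial limit of 10% (32.3%), no removal of doublets (33.0%), no integration (35.5%), 30 principal components (37.4%), a resolution of 0.3 (28.8%), epithelial classes as the denominator (32.0%) and with each library left out (31.0% to 33.1%).

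Stem cells make up about 5.2% of the lineage-traced WT cells of the paper (Fig. 4A, read by eye), summed over its stem clusters, and 18.7% here. By the rule above the value no longer differed without integration (2.88%) or with cells assigned by the highest marker score (7.69%), as the SD between libraries was 5.82. It still differed under the other alternatives, between 11.8% and 23.5%. Clustered without integration and without the main genes of empty droplets, a setting chosen after seeing the values, the share was 9.86%.

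For progenitor cells of the lineage-traced WT libraries the paper shows about 25% (Fig. 4A, read by eye), against 10.3% here. Without integration the share was 23.8% and no longer differed, and under the other alternatives, from 8.61% to 14.6%, it did.

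For enterocytes of the same WT libraries the paper shows about 39% (Fig. 4A, read by eye), against 16.0% here. All alternatives, from 13.4% to 20.2%, still differed.

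For goblet cells of the libraries labelled Setdb1-KO the paper shows about 35% (Fig. 4A, read by eye), against 21.1% here. The value no longer differed with cells assigned by the highest marker score (24.7%), with epithelial classes as the denominator (26.5%) or without the second labelled Setdb1-KO library (25.3%). It still differed under the others, from 12.3% to 22.1%.

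Of the transcription factors on the list used here, which does not hold every factor that a legend names, 12 could be tested in low-cycling stem-like Lgr5+ cells, with 5 higher and 7 lower in Setdb1-KO. The paper reports higher motif accessibility and expression in Setdb1-KO Stem-I cells for a set of factors. Its results text takes expression from gene activity scores. Its methods correlate motif accessibility with expression mapped from the matched scRNA-seq onto the scATAC-seq cells. The list also holds factors that the paper names only for virtual knockouts or regulons, so the 2 sets are not the same.

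In the WT paths of the paper, progenitors stand between stem cells and the mature enterocyte and secretory cells. Those paths join separate clusters, while the tree here joins 7 merged classes, so the 2 are not the same measure. The cluster led by Dll1, which held the secretory transcripts, is 381 of the 7726 progenitor-like cells. A secretory path through it could therefore hardly show in the centre of that class. In the tree of class centres, 6 of 6 WT links ran directly from the stem-like class, but the enterocyte-like link rests on a distance of 21.5 against 21.6 from the progenitor-like class. It ran from the progenitor-like class with a mitochondrial limit of 10%, no removal of doublets, 30 principal components, a resolution of 0.3, cells assigned by the highest marker score and without the first WT library. The paper places tuft cells between stem and enteroendocrine cells in WT, whereas the centres of these classes were 37.2 apart and not linked. In Setdb1-KO the paper orders goblet, tuft and enteroendocrine cells behind Paneth cells, and here all 4 classes were linked to the stem-like class itself. This no longer differed with cells assigned by the highest marker score, where goblet-like, tuft-like and enteroendocrine-like classes were linked to the Paneth-like class in Setdb1-KO and the last 2 of them to the stem-like class in WT. The paper finds the enterocyte path unaltered by the deletion. Here its link was the 1 of 6 that differed between the genotypes, and it did not differ under the settings just named for it. Among those settings, the mitochondrial limit of 10% is the limit that the paper's methods give for trajectory inference. With it 6 of 6 links were shared.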

Other observations

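The tests of depth behind the CV, of the genes that lead the empty droplets, of a change in 1 class of cells only, of variants of the H2 genes and of interferon signalling were chosen after the results they concern had been seen. The test of the MHC class II genes after subtraction of free RNA and that in the lineage-traced libraries were not.

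Transcription factors that the paper names, though not all of those in its legends, were tested in low-cycling stem-like Lgr5+ cells. Those with enough UMIs to be tested numbered 12. Their median log2 fold change was -0.11 and the mean -0.13, with 5 higher and 7 lower in Setdb1-KO (fry, two-sided p = 0.266; exact two-sided permutation of library medians, p = 0.667). By edgeR's quasi-likelihood test 0 passed an adjusted p of 0.05 over all genes, 0 passed adjusted over the list alone, and 2 had an unadjusted p under 0.05, Onecut2 with -0.51 and Nr3c1 with -0.28. DESeq2 also gave 0 past an adjusted p of 0.05, and 1 at an unadjusted p under 0.05. In the labelled Setdb1-KO libraries of the lineage-traced experiment, in which Setdb1 was not lower, 8 were tested and 6 were lower, with a median of -0.36 (fry, two-sided p = 0.408; exact two-sided permutation, p = 0.667). There 1 passed, Maf with -2.88 (edgeR adjusted p = 0.00206), on 17 and 4 UMIs in WT and 4 and 4 in the others. No explanation of these values was tested.

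The innate immunity and necroptosis genes had a median log2 fold change of -0.28 in all lineage-traced cells (fry, two-sided p = 0.172; exact two-sided permutation of library medians, p = 0.33). Of 22 tested, 16 were lower and 6 higher in the libraries labelled Setdb1-KO, 5 passed over all genes by edgeR and 8 adjusted over the list alone. Those 5 were Bst2 with 1.26, Stat2 with -1.18, Ripk1 with -0.79, Parp14 with -0.90 and Ifit1 with -1.84. The change of this list was not shown to differ between the experiments (interaction term, two-sided p = 0.362 by fry and 0.667 by exact permutation within experiments), and neither was that of the MHC class II genes (0.253 and 0.56 by the same exact permutation). For the transcription factors the 2 tests differ, with two-sided p = 0.543 by fry and p = 0.056 by exact permutation, the smallest that 36 labellings allow, so no difference is claimed for them. In all stem-like cells of both experiments, compared after these values were seen, the 2 tests gave two-sided p = 0.465 and exact p = 0.5.

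In all lineage-traced cells 1031 of 11993 genes changed, 177 higher and 854 lower in the libraries labelled Setdb1-KO, and 386 did so after subtraction of free RNA, 376 of them shared. Some falls were nearly complete. Cyp3a11 went from 255 and 227 CPM in WT to 1.14 and 0.702 CPM, and Tmprss15 from 37.0 and 28.5 CPM to 0.189 and 0.124 CPM. The enterocyte-like share fell by a smaller factor, from 16.0% to 4.08%. No cause of these falls was tested, and differences between the groups other than genotype stay open. In all Lgr5+ cells 130 of 13541 genes changed, 84 higher and 46 lower, and 74 did so after the subtraction, all 74 shared. Of the genes changed in low-cycling stem-like Lgr5+ cells, 84 could be tested in both experiments, and 44 moved the same way in the lineage-traced cells. The genes that changed in both numbered 14, of which 6 moved the same way and 8 the opposite way. In all stem-like cells 18 changed in both, 8 the same way and 10 the opposite way. Over all cells 55 changed in both, 14 the same way and 41 the opposite way. In low-cycling stem-like lineage-traced cells, Mptx1 (2.87), Phgr1 (2.01), Hist1h2ap (1.97) and Acot1 (1.78) were among those higher, and Gsta1 (-4.72), Apoa4 (-4.82) and Mptx2 (-3.29) among those lower in the libraries labelled Setdb1-KO. Slc24a5 was listed at 0 in both of these libraries.

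MHC class II genes were lower in Setdb1-KO Lgr5+ cells, which the paper does not report. All 7 genes of the list were lower over all cells, with a median log2 fold change of -1.79 (fry, two-sided p = 0.0927; exact two-sided permutation of library medians, p = 0.33). By edgeR 0 passed an adjusted p of 0.05 over all genes, 7 passed adjusted over the list alone and 7 had an unadjusted p under 0.05. DESeq2 gave 1 past an adjusted p of 0.05, H2-Aa, and 7 at an unadjusted p under 0.05. Cd74 stood at 1627 and 1140 CPM in the WT libraries and at 195 and 513 CPM in the Setdb1-KO libraries, each of which lay below both WT libraries. H2-Aa had a log2 fold change of -2.28 (edgeR adjusted p = 0.0623) and H2-Ab1 -1.79 (edgeR adjusted p = 0.0599). With a library left out the median lay between -2.35 and -1.39. Free RNA is argued against, as the median was -1.78 after its subtraction. A change in 1 class of cells only is argued against as well, since the median was below -0.5 in 7 of 7 epithelial classes, from -2.30 in enteroendocrine-like to -1.21 in enterocyte-like cells. Cd74 passed the threshold within 6 of these classes, stem-like cells among them (edgeR adjusted p = 0.0287), and not in enterocyte-like cells (edgeR adjusted p = 0.201). Sequence variants of the H2 genes against the reference are argued against as the whole cause by Cd74, which lies outside the H2 genes and had a log2 fold change of -1.96 (edgeR adjusted p = 0.0901, unadjusted p under 0.05). Loss of Setdb1 predicts lower values in the second experiment too. There the median was -0.89 (fry, two-sided p = 0.0735; exact two-sided permutation, p = 0.33), 7 of 7 genes were lower, and H2-Ab1 (-1.31, edgeR adjusted p = 0.00318) and H2-Aa (-1.08, edgeR adjusted p = 0.0285) passed over all genes and 5 adjusted over the list alone. Setdb1 itself was not lower in those libraries, so this value rests on their labels and leaves loss of Setdb1 open. Weaker interferon signalling is a candidate explanation that was left open, with two-sided p = 0.130 by fry for the innate immunity list and 0.667 by exact permutation of library medians. Housing, litter and microbiota were not tested and stay open.

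The higher CV in Setdb1-KO appeared when both replicates of a genotype were pooled. Pooled cells differed by 48.8 percentage points in stem-like cells and by 39.0 in progenitor-like cells. With every cell thinned to 2000 UMIs before pooling, the difference was 17.4 in stem-like and 8.98 in progenitor-like cells, so thinning removed more of the difference than it left. Depth that differs between the pooled libraries may therefore account for most of the pooled difference. What remained is not attributed to a cause, and biological variability between cells was not tested apart from it.

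The stem-like share of the lineage-traced WT libraries was 2.88% without integration and 18.7% with it. With the merged libraries clustered without the genes that lead the empty droplets it was 9.86%, so these genes may steer the clusters of merged libraries. No biological explanation of this difference between settings was tested.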
